# CBP phosphorylation maintains intestinal homeostasis by supporting the stem cell niche through versican

**DOI:** 10.1038/s41467-026-71083-x

**Published:** 2026-03-28

**Authors:** Yi-Ting Lin, Chi Liu, Yu-Hua Hsu, Shi-Chuen Miaw, Ming-Shiang Wu, Ching-Chow Chen

**Keywords:** Mechanisms of disease, Ulcerative colitis, Intestinal stem cells, Phosphorylation

## Abstract

CREB-binding protein (CBP) is a transcriptional coactivator, and we reported its phosphorylation regulates cell fate. Impaired CBP phosphorylation alters its binding preference for p53 in *CBP*^*AA*^ mice, leading to distal colonic abnormalities. These changes are accompanied by reduced expression of versican, an extracellular matrix component that supports the intestinal stem cell niche, leading to impaired intestinal epithelial cell (IEC) proliferation and organoid formation. Deleting p53 in the IECs of *CBP*^*AA*^ mice (*CBP*^*AA*^*p53*^*ΔIEC*^) restores versican expression and reverses the colonic phenotype. Versican replenishment and phosphomimetic CBP mutants rescue versican expression and IEC stemness in *CBP*^*AA*^ organoids. Importantly, colonic tissues from ulcerative colitis patients exhibit impaired CBP phosphorylation, increased CBP–p53 binding, decreased versican expression and IEC proliferation, highlighting the clinical relevance of this phenomenon. In this work, we demonstrate CBP phosphorylation safeguards intestinal homeostasis by maintaining the stem cell niche through versican, highlighting versican as a potential therapeutic target for inflammatory bowel disease.

## Abstract (web summary)

CBP phosphorylation keeps intestinal homeostasis by restraining CBP–p53 binding to allow sufficient versican expression. Its impairment suppresses versican, disrupting the stem cell niche to drive UC and highlighting versican as a therapeutic target.

## Introduction

Inflammatory bowel disease (IBD) is a chronic inflammatory disease of the gastrointestinal tract that includes ulcerative colitis (UC) and Crohn’s disease (CD). The quality of life of IBD patients is diminished, and the associated disability leads to substantial health and economic burdens worldwide^1^. Currently, IBD has no cure, which creates an unmet medical need. Therefore, elucidating the underlying mechanisms is essential for identifying potential therapeutic targets.

The pathogenesis of IBD remains incompletely understood. However, its etiology involves dynamic alterations in multiple cell types, including epithelial, stem, mesenchymal, and immune cells^2^, driven by a complex interplay of genetic, environmental, immunologic, and gut microbial triggers^3^. Colitis is induced by the dysregulation of the epithelial barrier, which consists of a single-layered epithelium^3^. The single-layer epithelium, comprising different specialized intestinal epithelial cells (IECs), is characterized by a high turnover rate that is sustained by intestinal stem cells (ISCs) at the crypt base to maintain intestinal homeostasis^4–6^. Moreover, ISC homeostasis is tightly orchestrated by the surrounding stem cell niche, a complex microenvironment in the lamina propria encompassing cellular and extracellular matrix (ECM) components to support intestinal stem cell maintenance, proliferation, and differentiation^7^.

Recent studies have highlighted the role of posttranslational modifications (PTMs) such as protein neddylation and hydroxylation in IBD pathogenesis beyond direct transcriptional control and de novo protein synthesis^8^. CREB-binding protein (CBP) is a transcriptional coactivator that modulates DNA accessibility for transcription factors^9^. The competition between NF-κB and p53 for CBP has been reported to be a key determinant of whether a cell proliferates or undergoes apoptosis^10,11^. We have previously shown that the phosphorylation of CBP at Ser1382/1386 by IKKα enhances NF-κB-mediated gene expression but suppresses p53-mediated gene expression, thereby promoting cell growth^12^. However, mutation of serines to alanines, which impairs CBP phosphorylation, increases its recruitment to p53-responsive promoters instead of NF-κB-responsive promoters^12^. These findings suggest that PTM of CBP may play an important role in regulating cell fate.

Building upon our molecular studies in vitro^12^, we generated CBP knock-in mice (*CBP*^*AA*^ mice) by replacing Ser1383/1387 (corresponding to human CBP Ser1382/1386) with alanines (A). In contrast to the phosphorylation observed at these two serine residues in colonic crypt epithelial cells of *CBP*^*WT*^ mice, *CBP*^*AA*^ mice lacking CBP phosphorylation exhibit distal abnormalities despite comparable CBP expression. Analyses of colon tissues from UC patients, bone marrow chimera experiments, human cell-based sphere formation assays, colonic organoid models, and crypt RNA sequencing revealed that impaired CBP phosphorylation enhances CBP–p53 binding, leading to the downregulation of the expression of the ECM component versican (*Vcan*), which in turn reduces IEC stemness and causes colonic abnormalities in *CBP*^*AA*^ mice. The specific deletion of p53 in IECs disrupts CBP–p53 binding in *CBP*^*AA*^ mice and fully reverses these phenotypic changes. The replenishment of versican in the *CBP*^*AA*^ organoids restores the proliferative capacity and organoid-forming efficiency. Furthermore, phosphomimetic CBP mutants (DD and EE) restore versican expression and stemness in *CBP*^*AA*^ IECs. These results indicate that CBP phosphorylation plays a critical role in maintaining the stem cell niche and the proliferative potential of IECs by regulating versican expression and that its disruption impairs IEC self-renewal, contributing to colonic abnormalities. Importantly, the clinical relevance of these findings is supported by observations in colonic tissues from UC patients, which exhibit reduced IKKα expression and impaired CBP phosphorylation, increased CBP–p53 binding, and decreased versican expression and IEC proliferation.

In the present study, we explore the role of the ECM component, versican, in maintaining IEC stemness. Our findings provide a basis for exploring potential therapeutic strategies for IBD and demonstrate how molecular-level insights may be translated into clinically relevant applications. Additionally, we characterize how defective PTMs of CBP contribute to the pathogenesis of IBD.

## Results

### Impaired CBP phosphorylation results in colonic abnormalities in *CBP*^*AA*^ mice

The phosphorylation of CBP at Ser1383/1387 by IKKα is conserved across eukaryotic species (Supplementary Fig. 1a). *CBP*^*AA*^ mice were generated by replacing Ser1383/1387 with alanines (A) using a conventional gene targeting strategy in mouse embryonic stem cells, and the mutations were confirmed by PCR and DNA sequencing (Supplementary Fig. 1b–d). The mice were born normally and fertile but did not exhibit the expected Mendelian ratio (Supplementary Table 1). The gross morphological and histopathological phenotypes of various organs were examined to determine whether impaired CBP phosphorylation is associated with pathology. CBP wild-type (*CBP*^*WT*^) and *CBP*^*AA*^ mice displayed comparable body weights and overall appearance (Fig. 1a, b). However, *CBP*^*AA*^ mice exhibited a reduction in colon length, along with increased occult blood in stool and stool consistency scores (Fig. 1c–e), as well as increased permeability of the colon (Fig. 1f, g). The histological evaluation of *CBP*^*AA*^ mice revealed mild pathological changes in the distal colon, including localized low-grade immune cell infiltration in the mucosa and submucosa, as well as mild crypt architectural irregularities (Fig. 1h, right panel, and Supplementary Fig. 1e). Since these changes do not meet the criteria for colitis, we therefore described these observed lesions as colonic abnormalities. CBP phosphorylation was detected in the crypt epithelial cells of *CBP*^*WT*^ mice, but this modification was absent in *CBP*^*AA*^ mice although the levels of total CBP protein were  comparable between the two genotypes (Fig. 1i). Importantly, CBP phosphorylation was detected in the colon tissue of healthy individuals but markedly reduced in that of UC patients, without changes in total CBP levels (Fig. 1j). These findings highlight the potential clinical relevance of impaired CBP phosphorylation in UC and underscore the role of CBP phosphorylation in maintaining intestinal homeostasis.

**Fig. 1:**
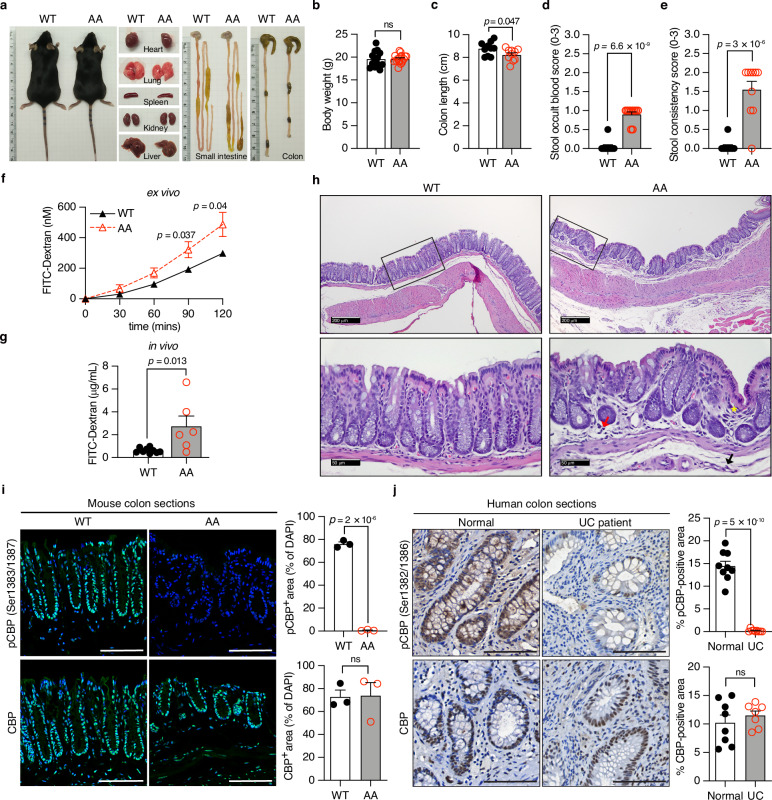
Impaired phosphorylation of CBP at Ser1383/1387 results in colonic abnormalities in *CBP*^*AA*^ mice. **a** Macroscopic images of organs from *CBP*^*WT*^ mice and their *CBP*^*AA*^ littermates. Body weight (**b**), colon length (**c**), stool occult blood score (**d**), and stool consistency score (**e**) of the *CBP*^*WT*^ and *CBP*^*AA*^ mice. *n* = 10 mice per group. **f** Ex vivo intestinal permeability measured by luminal-to-serosal FITC-dextran flux. *n* = 6 mice per group. **g** In vivo intestinal permeability was assessed by measuring the serum FITC-dextran concentration at 4 h postgavage. *n* = 9 mice for *CBP*^*WT*^, *n* = 6 mice for *CBP*^*AA*^. **h** Representative images of H&E-stained colon sections. Compared with *CBP*^*WT*^ mice, *CBP*^*AA*^ mice showed mild pathological changes in the distal colon, including slight infiltration of mononuclear cells (red arrow) and neutrophils (black arrow) in the mucosa and submucosa, along with slight crypt distortion (yellow asterisk). **i** Representative images of immunofluorescence staining for phosphorylated CBP (pCBP) and total CBP in colon sections from CBP mice. The nuclei were counterstained with DAPI for normalization. Expression levels were calculated as the percentage of the pCBP⁺ area to the DAPI⁺ area per image field within a fixed region of interest (ROI) using ImageJ. Values are presented as %. *n* = 3 mice per group. **j** Representative images of IHC staining for pCBP and CBP in human colon sections. The positively stained area was quantified as a percentage of a fixed ROI using ImageJ. For anti-pCBP staining, *n* = 9 individuals per group; for anti-CBP staining, *n* = 8 individuals for normal controls, and *n* = 7 individuals for UC patients. Data are presented as the means ± SEM. All *p-*values were calculated using an unpaired two-tailed Student’s *t-t*est and are indicated on the graphs. ns not significant. Scale bars: 100 μm. Scale bars for images of H&E staining (**h**) are 200 μm (upper panels) and 50 μm (lower panels). Source data are provided as a Source Data file.

### Nonhematopoietic cell-driven colonic abnormalities in *CBP*^*AA*^ mice

The function of the intestinal barrier is maintained by nonhematopoietic cells, such as epithelial cells, and/or by hematopoietic cells, such as immune cells, in the lamina propria^13^. Bone marrow chimera experiments were performed to identify the cellular component responsible for the colonic abnormalities observed in *CBP*^*AA*^ mice. CD45.1 and CD45.2 mouse strains are widely used to track immune cell development in vivo^14^. *CBP*^*AA*^ mice were generated in the C57BL/6J (B6) strain and express a common CD45.2 allele, whereas B6.SJL-*Ptprc*^*α*^ *pepc*^*β*^/BoyJ mice expressing the CD45.1 allele were used as control (WT) mice (Fig. 2a). More than 80% of the donor bone marrow cells were reconstituted in chimeric recipient mice (Fig. 2b). Chimeric *CBP*^*AA*^ mice (WT → AA) presented with elevated fecal occult blood, increased stool consistency scores, and reduced colon length (Fig. 2c–e). In addition, chimeric *CBP*^*AA*^ mice exhibited substantial immune cell infiltration in all layers of the bowel wall, severe crypt distortion with the loss of entire crypts, and moderate mucosal hyperplasia, accompanied by increased histological scores and elevated mesenteric lymph node (mLN) cellularity (Fig. 2f–h). These mice also showed greater infiltration of macrophages (F4/80^+^) and neutrophils (Ly6G^+^) than chimeric WT mice did (AA → WT) (Fig. 2i, j), in which minimal levels of infiltration markers were observed, likely because of irradiation prior to the chimera experiments. These results indicate that chimeric *CBP*^*AA*^ mice exhibit colonic inflammation driven by nonhematopoietic cells, such as epithelial cells. Since the intestinal barrier is composed of a single layer of IECs^15–17^, disrupted CBP phosphorylation within IECs may lead to impaired colonic barrier integrity.

**Fig. 2:**
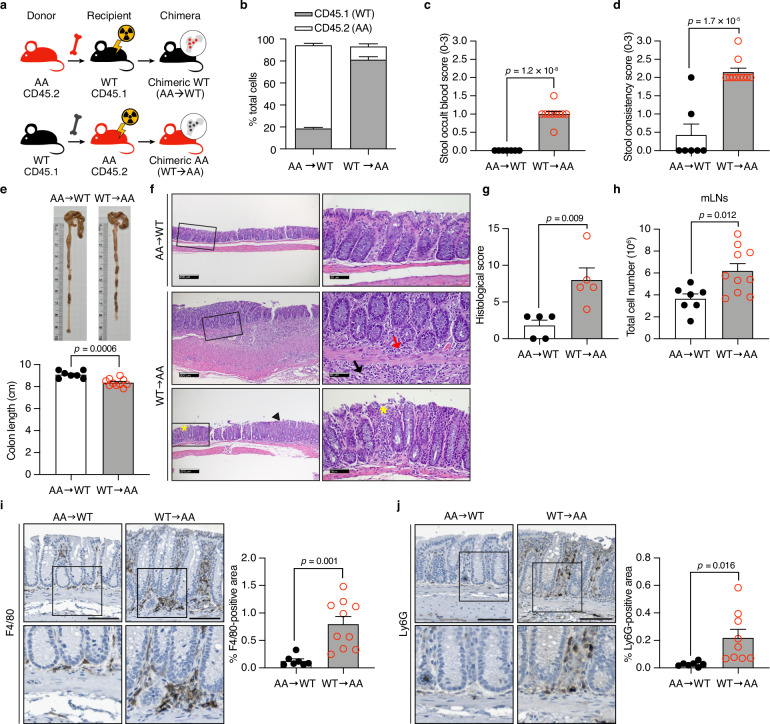
Nonhematopoietic cell-driven colonic abnormalities in *CBP*^*AA*^ mice. Bone marrow chimera experiments were performed using both male and female mice. The data were pooled for analysis. **a** Schematic of the bone marrow chimera experiment. Bone marrow-reconstituted mice were evaluated 6 weeks after transplantation. **b** The percent contributions of donor WT (CD45.1) or *CBP*^*AA*^ (CD45.2) bone marrow cells to γ-irradiated recipient mice. Stool occult blood scores (**c**) and stool consistency scores (**d**) in bone marrow-reconstituted mice. **e** Gross morphological images of the colons and measurement of the colon length. For (**b**–**e**), *n* = 7 biological replicates for AA → WT mice and *n* = 10 for WT → AA mice. **f** Representative images of H&E-stained colon sections. Sections from AA → WT mice show a normal histological architecture. Sections from WT → AA mice show pathological features, including the substantial infiltration of mononuclear cells (red arrow) and neutrophils (black arrow) across all layers of the bowel wall, severe crypt distortion with the loss of entire crypts (yellow asterisk), and moderate mucosal hyperplasia (black arrowhead). **g** Histopathological scores from blinded evaluations of H&E-stained colon sections. *n* = 5 mice per group. **h** The total cell number in mLNs was analyzed by flow cytometry. *n* = 7 biological replicates for AA → WT mice and *n* = 10 for WT → AA mice. **i**, **j** Representative images of IHC staining for F4/80 and Ly6G in colon sections. The positive staining area was quantified as a percentage of a fixed region of interest (ROI) using ImageJ. For (**i**), *n* = 7 biological replicates for AA → WT mice and *n* = 10 for WT → AA mice. For (**j**), *n* = 7 biological replicates for AA → WT mice and *n* = 9 for WT → AA mice. Data are presented as the means ± SEM. All *p-*values were calculated using an unpaired two-tailed Student’s *t-*test and are indicated on the graphs. Scale bars: 100 μm (**i**, **j**); images of H&E staining (**f**) 200 μm (left panels) and 50 μm (right panels). Source data are provided as a Source Data file.

The differentiation potential of naïve T cells and T_H_ subsets was evaluated to further confirm that colonic abnormalities in *CBP*^*AA*^ mice are driven by nonhematopoietic cells. The total cell numbers in the spleen or peripheral lymph nodes (pLNs) were comparable between *CBP*^*WT*^ and *CBP*^*AA*^ mice (Supplementary Fig. 2a, b). However, the numbers of CD4^+^ and CD8^+^ T cells in the mLNs, the key local sites of gut inflammation^18^, were increased in *CBP*^*AA*^ mice (Supplementary Fig. 2c–f). In the spleen, a decrease in the number of naïve CD4^+^ and CD8^+^ T cells but an increase in the number of effector or memory T cells were observed in *CBP*^*AA*^ mice (Supplementary Fig. 2g, h), suggesting alterations in T cell properties despite unchanged total cell numbers. In addition, the production of cytokines and mRNA expression levels of T_H_-specific transcription factors in naïve CD4^+^ T cells were comparable between *CBP*^*AA*^ and *CBP*^*WT*^ mice under both neutral and T_H_-skewed conditions (Supplementary Fig. 2i–n and 3). Although increased expression of the T_H_2-associated transcription factors GATA3 and cMaf was observed in *CBP*^*AA*^ mice, neither mRNA expression nor secretion of IL-4 differed (Supplementary Fig. 3b). These findings further indicate that the colonic abnormalities in *CBP*^*AA*^ mice are attributed to impaired CBP phosphorylation in IECs per se, rather than to the regulation of baseline immune homeostasis.

### Impaired CBP phosphorylation hinders the renewal of colonic epithelial cells, and the mutant protein exhibits a binding preference for p53 in *CBP*^*AA*^ mice

Because impaired CBP phosphorylation in IECs contributes to colonic abnormalities in *CBP*^*AA*^ mice, the status of epithelial cells was examined by staining for Ki-67, a widely used marker of cell proliferation. A reduction in the number of proliferating IECs was observed in *CBP*^*AA*^ mice compared with control mice (Fig. 3a).

**Fig. 3:**
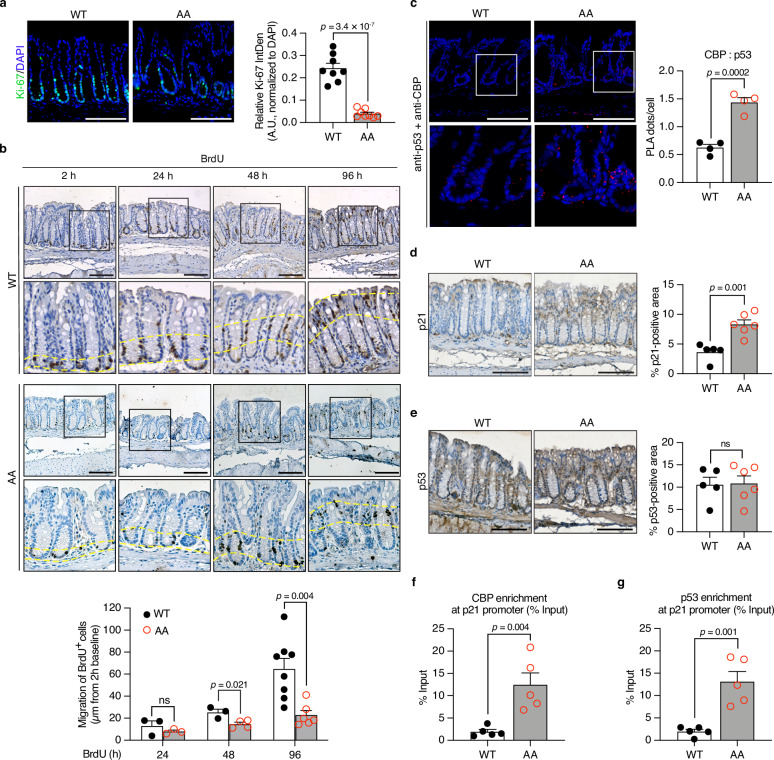
Impaired phosphorylation of CBP retards the renewal of colonic epithelial cells, and the mutant protein shows a binding preference for p53 in *CBP*^*AA*^ mice. **a** Representative images of immunofluorescence staining for Ki-67 in colon sections. The nuclei were counterstained with DAPI for normalization. Ki-67 is shown in green pseudo-color (originally captured as red Alexa Fluor 594) to maintain consistency across figures. Ki-67 expression was quantified as the integrated density (IntDen) normalized to the DAPI IntDen within a fixed region of interest (ROI) using ImageJ and is presented as arbitrary units (A.U.). *n* = 8 mice per group. **b** Representative images of IHC staining for BrdU in colon sections at 2, 24, 48, and 96 h after the BrdU injection. A 2-h pulse was used to mark the baseline position of proliferating crypt cells. Yellow dashed lines in magnified views indicate the upward migration trend of BrdU⁺ cells. The cell migration distance was quantified using ImageJ. For *CBP*^*WT*^ mice: *n* = 3 mice at 24 and 48 h, *n* = 8 mice at 96 h. For *CBP*^*AA*^ mice: *n* = 3 mice at 24 h, *n* = 4 mice at 48 h, *n* = 6 mice at 96 h. **c** Representative images and quantification of PLA used to detect the CBP–p53 association in colon sections. Nuclei were counterstained with DAPI to identify individual cells. PLA signals (red dots) per cell were quantified using ImageJ. *n* = 4 mice per group. Representative images of IHC staining for p21 (**d**) and p53 (**e**) in colon sections. The positive staining area was quantified as a percentage of a fixed region of interest (ROI) using ImageJ. For (**d**) and (**e**), n = 5 mice for *CBP*^*WT*^, and *n* = 6 mice for *CBP*^*AA*^. The enrichment of CBP (**f**) and p53 (**g**) at the p21 promoter in *CBP*^*AA*^ mice was measured by the CUT&RUN assay using anti-CBP and anti-p53 antibodies, respectively. The data are shown as % input normalized to the input DNA of each sample. *n* = 5 mice per group. Data are presented as the means ± SEM. All *p-*values were calculated using an unpaired two-tailed Student’s *t-*test and are indicated on the graphs. ns not significant. Scale bars: 100 μm (**a**, **b**, **d**, **e**), 50 μm (**c**). Source data are provided as a Source Data file.

The integrity of the colonic epithelial barrier is challenged by the high turnover rate of IECs^16^. BrdU pulse-chase experiments were performed to assess IEC turnover in vivo. Two hours after the BrdU injection, BrdU-labeled cells were restricted to the crypt base, reflecting the baseline proliferation of IECs^19^. The subsequent migration of BrdU^+^ cells from the crypt base toward the lumen was examined by performing immunohistochemical (IHC) staining at 24 h, 48 h, and 96 h after the BrdU injection. The BrdU^+^ cells in *CBP*^*WT*^ mice had already reached the luminal surface by 96 h, whereas those in *CBP*^*AA*^ mice were still located within the crypt region and had not yet migrated to the lumen (Fig. 3b), suggesting a potential delay in IEC turnover.

Since the impairment in CBP phosphorylation induced by substituting serines with alanines increased its recruitment to *p53*-responsive promoters instead of to *NF-κB*-responsive promoters at the molecular level^12^, we next sought to determine whether this event occurred in *CBP*^*AA*^ mice. A proximity ligation assay (PLA, Duolink^®^) evaluating protein‒protein interactions in colonic IECs based on antibody detection was employed to examine CBP binding to p53 in *CBP*^*AA*^ and *CBP*^*WT*^ mice. CBP in the IECs of *CBP*^*AA*^ mice preferentially bound to p53, and the expression of the p53 target p21 was increased (Fig. 3c, d). The expression levels of p53 (Fig. 3e) and CBP (Fig. 1i, lower panel) were comparable between *CBP*^*WT*^ and *CBP*^*AA*^ mice, indicating that the binding preference of CBP for p53 in *CBP*^*AA*^ mice is not due to alterations in p53 and CBP levels. CUT&RUN assays revealed that chromatin precipitated by both CBP and p53 was enriched at the *p21* promoter (Fig. 3f, g), supporting that enhanced recruitment of CBP by p53 regulates p21 expression in *CBP*^*AA*^ mice.

### Impaired CBP phosphorylation reduces spheroid formation by HCT116 cells

The constantly self-renewing IECs are replenished by ISCs at the crypt base to maintain intestinal barrier integrity^4^. Dysregulation of ISCs results in delayed IEC turnover^20^, leading to epithelial barrier dysfunction and colitis^21^. Since impaired CBP phosphorylation in the colonic IECs of *CBP*^*AA*^ mice resulted in a binding preference of mutant CBP for p53 that paralleled the reduced IEC proliferation and delayed epithelial turnover (Fig. 3), WT and *p53*^−^^*/*^^−^ human HCT116 cells^22–24^ were first utilized to examine whether and how CBP–p53 binding dysregulates stemness. Spheroids are highly enriched in stem cell populations^25^, and the functions of normal stem cells and cancer stem cells are conceptually similar^26^.

An IKK inhibitor, CYL-19s, has been shown to abolish TNF-α-induced CBP phosphorylation in HeLa cells and increase CBP binding to *p53*-responsive promoters instead of *NF-κB*-responsive promoters^12,27^. Similar results were also observed in WT HCT116 cells in the present study (Supplementary Fig. 4a–c). The inhibition of basal CBP phosphorylation by CYL-19s led to increased CBP–p53 binding without affecting p53 levels, along with increased protein expression of the p53 target p21 (Supplementary Fig. 4a–e). In addition, the viability of WT HCT116 cells decreased in response to CYL-19s treatment (Supplementary Fig. 4f). None of these changes were observed in *p53*^−^^/^^−^ HCT116 cells (Supplementary Fig. 4b–d, f).

We determined whether and how increased CBP–p53 binding weakens HCT116 stemness by examining the effects of spheroid formation by WT and *p53*^−^^*/*^^−^ HCT116 cells in the presence of CYL-19s. CYL-19s treatment significantly inhibited sphere formation by WT HCT116 cells (Supplementary Fig. 4g) and reduced the expression of the stemness marker ALDH1A1 (Supplementary Fig. 4d), suggesting that increased CBP–p53 binding suppresses spheroid formation (Supplementary Fig. 4b, c, g).

The spheres formed by *p53*^−^^*/*^^−^ HCT116 cells were larger than those formed by WT HCT116 cells (Supplementary Fig. 4g), and ALDH1A1 expression was increased (Supplementary Fig. 4d), indicating that increased CBP–p53 binding played a negative role in regulating HCT116 cell stemness since this event was relieved in *p53*^−^^*/*^^−^ HCT116 cells (Supplementary Fig. 4b). Increased ALDH1A1 expression and larger spheres were sustained in *p53*^−^^*/*^^−^ HCT116 cells in the presence of CYL-19s (Supplementary Fig. 4d, g), further indicating that increased CBP–p53 binding decreases HCT116 cell stemness.

### Impaired CBP phosphorylation hinders the formation of organoids from *CBP*^*AA*^ mice

Since increased CBP–p53 binding suppressed sphere formation and reduced the expression of stemness markers in HCT116 cells, confirming this event in colonic IECs by using ex vivo primary 3D colonic organoids is essential. We established a near-physiological primary epithelial 3D organoid culture system from colonic crypts. Crypt-derived organoids consisting of various differentiated epithelial lineages were generated from single *Lgr5*^+^ (Leucine-rich repeat-containing G protein-coupled receptor 5-expressing) stem cells^28^. CBP phosphorylation was detected in *CBP*^*WT*^ organoids using immunofluorescence staining, but this PTM was absent in *CBP*^*AA*^ organoids, despite the comparable total CBP levels between the two groups (Fig. 4a). Similar to colon tissues, *CBP*^*AA*^ organoids exhibited a reduced number of Ki-67⁺ cells and decreased cell viability (Fig. 4b, c). Additionally, both the formation efficiency and the diameter of *CBP*^*AA*^ organoids were reduced (Fig. 4d). These findings indicate that the loss of CBP phosphorylation in *CBP*^*AA*^ mice is associated with impaired IEC proliferation and reduced stemness, likely through its preferential binding to p53, and contributes to colonic abnormalities in *CBP*^*AA*^ mice.

**Fig. 4:**
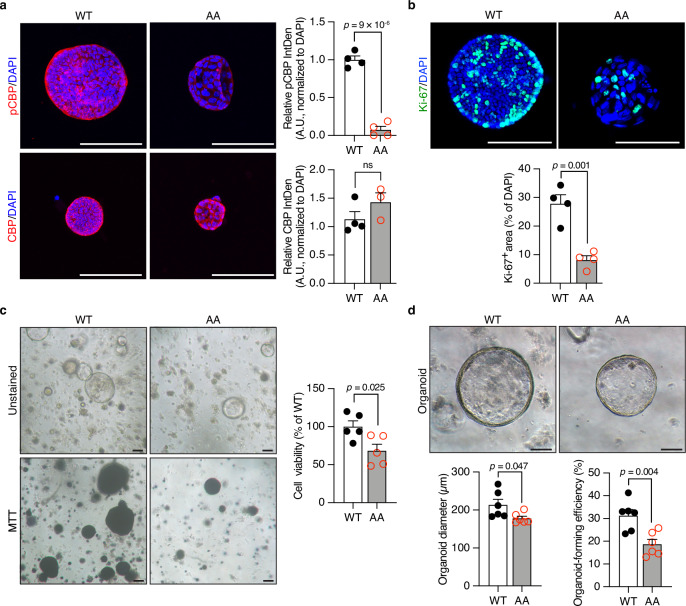
Impaired phosphorylation of CBP hinders the formation of organoids from *CBP*^*AA*^ mice. **a** Representative images of immunofluorescence staining for phosphorylated CBP (pCBP) and total CBP from cultured organoids on Day 6. The nuclei were counterstained with DAPI. Expression levels were quantified as the integrated density (IntDen) normalized to the DAPI IntDen per image field using ImageJ, and presented as arbitrary units (A.U.) relative to the mean of *CBP*^*WT*^ controls. For anti-pCBP staining, *n* = 4 biological replicates per group. For anti-CBP staining, *n* = 4 for *CBP*^*WT*^ and *n* = 3 for *CBP*^*AA*^ biological replicates. **b** Representative images of immunofluorescence staining for Ki-67. The nuclei were counterstained with DAPI. The Ki-67⁺ area was quantified as a percentage of the total DAPI⁺ area per field using ImageJ. *n* = 4 biological replicates per group. **c** Microscopy images (4×) and organoid cell viability measured by the MTT assay. The cell viability was normalized to that of the *CBP*^*WT*^ organoids. *n* = 5 biological replicates per group. **d** Microscopy images of cultured organoids on Day 6 (10×). The organoid diameter and organoid-forming efficiency were quantified using ImageJ. Organoid-forming efficiency was calculated as: (number of organoids on Day 6 per well / 400 seeded crypts) × 100%. For each mouse, the values were averaged from at least three wells. *n* = 6 biological replicates per group. Data are presented as the means ± SEM. All *p-*values were calculated using an unpaired two-tailed Student’s *t-*test and are indicated on the graphs. ns not significant. Scale bars: 100 μm. Source data are provided as a Source Data file.

### Targeted deletion of p53 in IECs diminishes colonic abnormalities and restores epithelial stemness in *CBP*^*AA*^ mice

Because increased CBP–p53 binding, which decreases IEC stemness, was observed in vitro and ex vivo, *CBP*^*AA*^ mice with an IEC-specific p53 deletion (*CBP*^*AA*^*p53*^*ΔIEC*^ mice) were generated to further examine whether the abnormal colonic phenotypes would be alleviated and colonic IEC stemness would be restored in the absence of CBP–p53 binding.

p53 was specifically knocked out in the IECs of *CBP*^*AA*^ mice by crossbreeding *CBP*^*AA*^ mice with *Villin-Cre; p53*^*f/f*^ mice. qPCR and Western blotting confirmed the effective deletion of p53 in the colonic epithelial cells of *CBP*^*AA*^*p53*^*ΔIEC*^ mice (Fig. 5a, b). *CBP*^*AA*^*p53*^*ΔIEC*^ mice exhibited significant improvements in the abnormal colonic phenotypes caused by the *CBP*^*AA*^ mutation, as evidenced by the restored colon length, reduced occult blood in stool and stool consistency scores, and decreased intestinal permeability (Fig. 5c–f), along with improvements in the histological abnormalities (Fig. 5g).

**Fig. 5:**
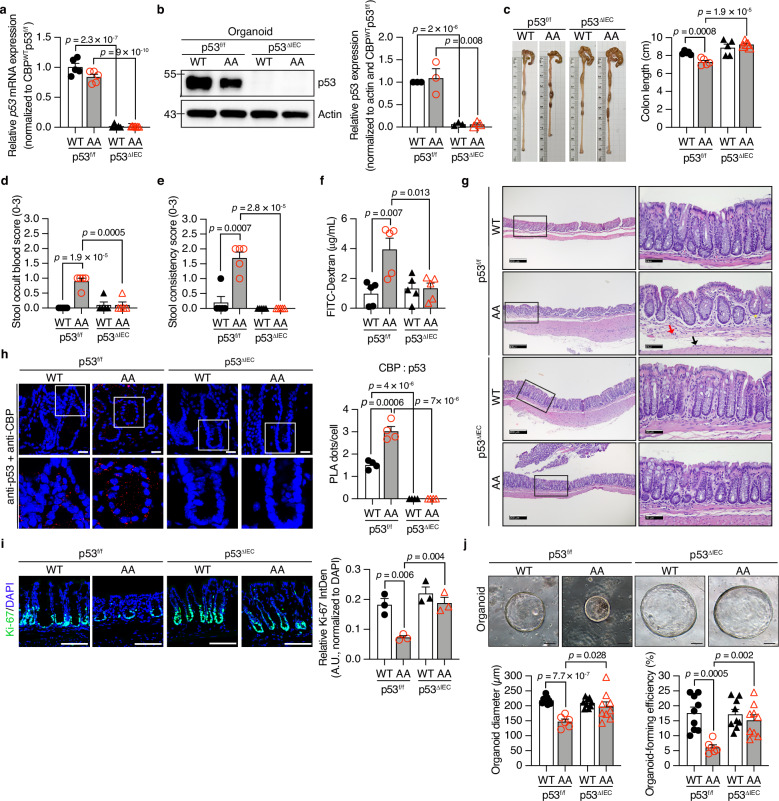
Colonic abnormalities are attenuated, and the decreased IEC stemness is restored in *CBP*^*AA*^*p53*^*ΔIEC*^ mice. **a** Quantitative RT‒PCR analysis of *p53* expression in isolated colonic crypts. The expression was normalized to that of *CBP*^*WT*^*p53*^*f/f*^ mice. *n* = 5 mice for all groups except *CBP*^*AA*^*p53*^*ΔIEC*^ mice (*n* = 7). **b** Representative immunoblots showing p53 levels in total lysates from cultured organoids on Day 6. The p53 protein levels were quantified using ImageJ, normalized to those of β-actin, and further normalized to the mean value of *CBP*^*WT*^*p53*^*f/f*^ organoids. β-actin served as a loading control. Data represent *n* = 3 independent biological replicates (derived from different mice) per group. Full uncropped scans for all replicates, including the representative blot and additional independent experiments, are provided in the Source Data file. **c** Gross images of colons and the colon length. *n* = 5 mice per group. **d** Stool occult blood scores. *n* = 5 mice per group. **e** Stool consistency scores. *n* = 5 mice per group. **f** Intestinal permeability was assessed by determining the serum FITC-dextran concentration 4 h after oral gavage. *n* = 5 mice per group. **g** Representative images of H&E-stained colon sections. The colon of *CBP*^*AA*^*p53*^*f/f*^ mice showed slight infiltration of mononuclear cells (red arrow) and neutrophils (black arrow) in the mucosa and submucosa, along with slight crypt distortion (yellow asterisk). The colons from *CBP*^*WT*^*p53*^*f/f*^, *CBP*^*WT*^*p53*^*ΔIEC*^, and *CBP*^*AA*^*p53*^*ΔIEC*^ mice exhibited a normal histological architecture. **h** Representative images and quantification of the results of the PLA for detecting CBP–p53 associations in colon sections. Nuclei were counterstained with DAPI to identify individual cells. PLA signals (red dots) per cell were quantified using ImageJ. *n* = 4 mice per group. **i** Representative images of immunofluorescence staining for Ki-67 in colon sections. The nuclei were counterstained with DAPI for normalization. Ki-67 expression was quantified as the integrated density (IntDen) normalized to the DAPI IntDen within a fixed region of interest (ROI) using ImageJ and is presented as arbitrary units (A.U.). *n* = 3 mice per group. **j** Microscopy images of cultured organoids on Day 6 (10×). The organoid diameter and organoid-forming efficiency were quantified using ImageJ. The organoid-forming efficiency was calculated as follows: (number of organoids on Day 6 ÷ 400 seeded crypts per well) × 100%. For each mouse, the values were averaged from at least three wells. *n* = 9 mice for all groups except for *CBP*^*AA*^*p53*^*f/f*^ (*n* = 6 mice). Data are presented as the means ± SEM. All *p-*values were calculated using an unpaired two-tailed Student’s *t-*test and are indicated on the graphs. Scale bars: 100 μm (**i**, **j**), 20 μm (**h**); images of H&E images (**g**) 200 μm (left panels) and 50 μm (right panels). Source data are provided as a Source Data file.

The preferential CBP–p53 binding observed in *CBP*^*AA*^*p53*-floxed mice was comparable to that in *CBP*^*AA*^ mice (compare Fig. 5h, left two panels, and Fig. 3c). In contrast, CBP–p53 binding was lost in *CBP*^*AA*^*p53*^*ΔIEC*^ mice (Fig. 5h, right two panels), which paralleled the restoration of the reduced numbers of Ki-67^+^ cells, organoid diameter, and organoid-forming efficiency (Fig. 5i, j). These findings support that increased CBP–p53 binding impairs colonic IEC stemness and drives colonic abnormalities in *CBP*^*AA*^ mice, whereas the loss of this interaction restores stemness and prevents these abnormalities in *CBP*^*AA*^*p53*^*ΔIEC*^ mice.

Enrichments of both CBP- and p53-precipitated chromatin at the *p21* gene promoter were observed in *CBP*^*AA*^ mice (Fig. 3f, g). However, CBP enrichment at the *p21* promoter was absent in *CBP*^*AA*^*p53*^*ΔIEC*^ mice, accompanying a reduction in p21 expression (Supplementary Fig. 5), in which CBP–p53 binding was lost (Fig. 5h, right two panels). These results confirm that direct regulation of CBP on p53 is enhanced at the chromatin level by impaired CBP phosphorylation in *CBP*^*AA*^ mice, providing further evidence that differential phosphorylation of CBP regulates binding to the p53 locus and subsequent p21 expression.

### Versican expression is downregulated in *CBP*^*AA*^*p53*-floxed mice and restored in *CBP*^*AA*^*p53*^*ΔIEC*^ mice

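Colonic crypts of 8-week-old mice were isolated with EDTA, and RNA of 3 mice in each of the 4 groups, *CBP* WT*p53*-floxed, *CBP* AA*p53*-floxed, *CBP* WT*p53* ΔIEC and *CBP* AA*p53* ΔIEC, was sequenced with 1 library per mouse. In *CBP* AA mice, phosphorylated serines of CBP, the product of *Crebbp*, are replaced with alanines, and in *p53* ΔIEC mice *Trp53* is deleted in intestinal epithelial cells. The paper states that mRNA was enriched with oligo(dT) beads, that libraries were made with a TruSeq kit and that the contractor's standard pipelines were used, and its text names neither the aligner, the genome build nor the test behind the differentially expressed genes. The authors deposited the number of reads counted on each gene of each library, without normalization, beside levels scaled to gene length and library size (TPM) and the fold changes and p-values of their own comparisons. Between 11177430 and 18029125 reads per library were counted on genes. The median was 16935388 in *CBP* WT*p53*-floxed, 13156325 in *CBP* AA*p53*-floxed, 13975591 in *CBP* WT*p53* ΔIEC and 13873133 in *CBP* AA*p53* ΔIEC mice. The deleted gene was read first, as a check of the group labels. *Trp53* (ENSMUSG00000059552, chromosome 11 of GRCm38, 69580359 to 69591873) had a TPM of 27.9 ± 2.94 (SD, n = 3) in *CBP* WT*p53*-floxed, 29.2 ± 5.28 (SD, n = 3) in *CBP* AA*p53*-floxed, 4.29 ± 1.10 (SD, n = 3) in *CBP* WT*p53* ΔIEC and 5.28 ± 0.763 (SD, n = 3) in *CBP* AA*p53* ΔIEC crypts. *Crebbp* (ENSMUSG00000022521, chromosome 16, 4081328 to 4213997) had a TPM of 9.54 ± 1.73 (SD, n = 3) in *CBP* WT*p53*-floxed and 8.02 ± 1.48 (SD, n = 3) in *CBP* AA*p53*-floxed crypts, a difference within the spread between mice. The log2 levels scaled to library size (CPM) of replicates correlated across genes with Pearson's r between 0.952 and 0.992, and the lowest values were those of *CBP* WT*p53* ΔIEC replicate 1 with the other replicates of its group. Of the 55471 genes listed, 14610 passed edgeR's filter on low counts and were tested. Counts were normalized with the TMM method and fitted with edgeR's quasi-likelihood model over all 12 libraries, so that the 4 groups shared 1 estimate of the spread. The cutoff was the one in the legend of Fig. 6, a log2 fold change above 0.5 in size and a Benjamini-Hochberg adjusted p under 0.05. Whether the counting used the strand of the reads is not stated, so values of genes overlapped by others are uncertain. Gene positions were taken from a GENCODE annotation of GRCm38, in which 55230 of the listed identifiers were found.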

RNA-seq was performed to profile the transcriptome of colonic crypt-enriched epithelial cells to investigate how impaired CBP phosphorylation results in decreased IEC stemness. The differentially expressed genes (DEGs) are depicted in heatmaps that show a distinct expression pattern in crypts between *CBP*^*WT*^*p53*-floxed and *CBP*^*AA*^*p53*-floxed mice (Fig. 6a), and a volcano plot shows that versican (*Vcan*), a proteoglycan in the ECM, was significantly downregulated in *CBP*^*AA*^*p53*-floxed mice (Fig. 6b). 

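In the comparison *CBP* AA*p53*-floxed vs. *CBP* WT*p53*-floxed, 0 of the 14610 genes tested passed the cutoff in the edgeR quasi-likelihood test. The smallest Benjamini-Hochberg adjusted p was 0.0580, and 1174 genes had an unadjusted p under 0.05. The CPM of the 3 mice of each group did not overlap in 19.4% of the genes, where chance gives 10%. *Vcan* (ENSMUSG00000021614) lies on the minus strand of chromosome 13 of GRCm38 from 89655312 to 89742509. The pseudogene *Gm16318* and the antisense gene *Gm4117* overlap it, which leaves its counts uncertain where reads fall on them. Its log2 fold change was -1.44 (standard error 0.31), with an unadjusted p of 0.000422 and a Benjamini-Hochberg adjusted p of 0.560 from edgeR. *Vcan* was counted with 34, 77 and 70 reads in the *CBP* WT*p53*-floxed libraries and with 18, 22 and 19 reads in the *CBP* AA*p53*-floxed libraries, so few reads limit the precision of each value. With each of the 12 libraries left out in turn, the log2 fold change of *Vcan* lay between -1.57 and -1.30. Of the 13 genes in the heatmap of Fig. 6a, 8 were lower and 5 were higher in *CBP* AA*p53*-floxed crypts. Their unadjusted p-values reached at most 0.000714, and their adjusted p-values in edgeR lay between 0.0580 and 0.575. Adjusted over the list alone, 13 of the 13 genes had an adjusted p under 0.05, which is not independent evidence because the study chose the list on these libraries. *Clec16a* (log2 fold change 0.77, standard error 0.11) and *Gm10736* (log2 fold change 1.04, standard error 0.15) had the smallest adjusted p. *Gm10736* is a processed pseudogene whose whole sequence is contained in *Rpl41*, and its value is uncertain because reads can be shared between them. *Ncoa4* and *Ncoa4-ps*, and *Gsdmc2* and *Gsdmc4*, are related copies whose reads the counting could also have split. *Lrat*, *Lama3*, *Arhgap20*, *Nrp2* and *Clec16a* are overlapped by antisense genes, which leaves their values uncertain too. The choice of tool moved this result most. DESeq2 fitted to the 2 groups alone called 56 genes, and DESeq2 on all 12 samples called 34, with all 13 genes of the heatmap in each case. Of the 34, 19 were alpha-defensin genes. The adjusted p of *Vcan* from DESeq2 was 0.0168 on all 12 samples and 0.0136 on the 2 groups. Over all alternatives that gave *Vcan* an adjusted p, it ranged from 0.0136 to 0.997. edgeR without a filter on low counts called 3 genes, *Dhrs9*, *Gm10736* and *Clec16a*. edgeR called *Gm10736* and *Clec16a* without *CBP* WT*p53* ΔIEC replicate 1 (2 genes) and *Gm10736* without *CBP* AA*p53*-floxed replicate 1 (1 gene).

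**Figure D1:**
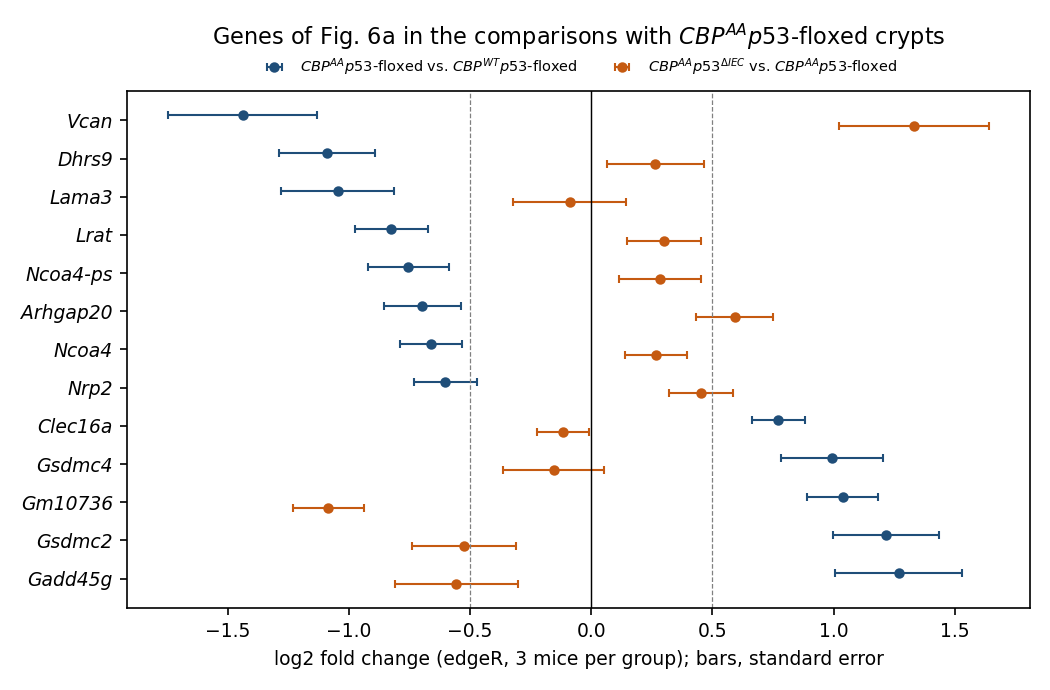
log2 fold changes from edgeR (horizontal axis) of the 13 genes of Fig. 6a in *CBP* AA*p53*-floxed vs. *CBP* WT*p53*-floxed (blue) and *CBP* AA*p53* ΔIEC vs. *CBP* AA*p53*-floxed (orange), with bars of 1 standard error and dashed lines at the cutoff of 0.5. *Vcan* lies at -1.44 in the former comparison and at 1.33 in the latter.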

A Venn diagram depicts the overlapping DEGs between the two experimental groups. 

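The comparison *CBP* AA*p53* ΔIEC vs. *CBP* AA*p53*-floxed gave 4 genes at the cutoff in edgeR, all lower in *CBP* AA*p53* ΔIEC crypts, and 1841 genes with an unadjusted p under 0.05. The log2 fold change of *Trp53* was -2.58 (standard error 0.22) with an adjusted p of 0.000401, that of *Ephx1* was -1.93 (standard error 0.22) with an adjusted p of 0.00475, and that of *Gm10736*, whose reads may be shared with *Rpl41*, was -1.08 (standard error 0.15) with an adjusted p of 0.0182. *Eda2r* had no more than 2 reads in any *CBP* AA*p53* ΔIEC library and was at least 9.22-fold lower than in *CBP* AA*p53*-floxed crypts. The count of genes was 326 without *CBP* AA*p53* ΔIEC replicate 3, 1 without *CBP* AA*p53* ΔIEC replicate 1 and 2 without *CBP* AA*p53*-floxed replicate 3. DESeq2 on all 12 samples called 75 genes. In the authors' deposited table, 71 genes of this comparison passed the cutoff, and 56 of them were higher in *CBP* AA*p53* ΔIEC crypts. All 71 had the same sign in edgeR. The comparison *CBP* AA*p53* ΔIEC vs. *CBP* WT*p53* ΔIEC gave 1 gene in edgeR, *Clec16a*, with a log2 fold change of 0.89 (standard error 0.11) and an adjusted p of 0.0269, beside 521 genes with an unadjusted p under 0.05. This gene lies on chromosome 16, 6.33 Mb from *Crebbp*. The call was kept by the fits without *CBP* AA*p53*-floxed replicate 2 and without *CBP* AA*p53* ΔIEC replicate 1 (1 gene each) and lost when any of the other libraries was left out (0 genes). The comparison *CBP* WT*p53* ΔIEC vs. *CBP* WT*p53*-floxed gave 460 genes, of which 335 were higher and 125 lower in *CBP* WT*p53* ΔIEC crypts, and 3053 genes had an unadjusted p under 0.05. Among those whose groups did not overlap, *Cyp4f15* was at least 15.6-fold higher, *Rbp7* at least 7.40-fold higher, *3100003L05Rik* at least 8.56-fold higher and *Sphk1* at least 3.15-fold higher, and *2810408I11Rik* had a log2 fold change of 2.68. *Sphk1* is overlapped by an antisense gene, *2810408I11Rik* by *Ccnyl1* and *Ephx1* by a pseudogene, so their values are uncertain. *Eda2r* was at least 7.41-fold lower, *Phlda3* at least 4.86-fold lower, *Trp53-ps*, a pseudogene that can share reads with *Trp53*, at least 4.13-fold lower and the pseudogene *Gm11830* at least 3.23-fold lower. Leaving out *CBP* WT*p53*-floxed replicate 1, 2 or 3 reduced the 460 genes to 7, 2 or 1. Leaving out *CBP* WT*p53* ΔIEC replicate 2 or 3 reduced them to 7 or 4, and leaving out *CBP* AA*p53*-floxed replicate 3 to 253. Without *CBP* WT*p53* ΔIEC replicate 1 the count was 906, and without *CBP* AA*p53* ΔIEC replicate 3 it was 735. DESeq2 called 867 genes. The share of genes whose groups did not overlap was 15.0% in *CBP* AA*p53* ΔIEC vs. *CBP* AA*p53*-floxed, 9.26% in *CBP* AA*p53* ΔIEC vs. *CBP* WT*p53* ΔIEC and 30.8% in *CBP* WT*p53* ΔIEC vs. *CBP* WT*p53*-floxed, each against 10% by chance. All 4 genes of *CBP* AA*p53* ΔIEC vs. *CBP* AA*p53*-floxed were among the 460 genes of *CBP* WT*p53* ΔIEC vs. *CBP* WT*p53*-floxed, and *Clec16a* was in neither.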

Versican was also the only gene overlapping between the comparisons of the *CBP*^*AA*^*p53*-floxed vs. *CBP*^*WT*^*p53*-floxed and *CBP*^*AA*^*p53*^*ΔIEC*^ vs. *CBP*^*AA*^*p53*-floxed groups but was excluded from the comparisons of the *CBP*^*AA*^*p53*^*ΔIEC*^ vs. *CBP*^*WT*^*p53*^*ΔIEC*^ and *CBP*^*WT*^*p53*^*ΔIEC*^ vs. *CBP*^*WT*^*p53*-floxed groups (Fig. 6c). 

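In edgeR, 0 genes were shared by *CBP* AA*p53*-floxed vs. *CBP* WT*p53*-floxed and *CBP* AA*p53* ΔIEC vs. *CBP* AA*p53*-floxed and absent from *CBP* AA*p53* ΔIEC vs. *CBP* WT*p53* ΔIEC and *CBP* WT*p53* ΔIEC vs. *CBP* WT*p53*-floxed, since the former comparison gave 0 genes at the cutoff. The log2 fold change of *Vcan* in *CBP* AA*p53* ΔIEC vs. *CBP* AA*p53*-floxed was 1.33 (standard error 0.31), with an unadjusted p of 0.000830 and an adjusted p of 0.320 from edgeR. In *CBP* AA*p53* ΔIEC vs. *CBP* WT*p53* ΔIEC it was 0.12 (standard error 0.29, adjusted p = 0.985 from edgeR) and in *CBP* WT*p53* ΔIEC vs. *CBP* WT*p53*-floxed it was -0.23 (standard error 0.29, adjusted p = 0.686 from edgeR). The difference between the effects of p53 deletion in *CBP* AA and *CBP* WT crypts, tested as an interaction, was 1.56 for *Vcan* on the log2 scale (standard error 0.42), with an unadjusted p of 0.00258 and an adjusted p of 0.482. DESeq2 on all 12 samples gave 1 such shared gene, *Vcan*, with an adjusted p of 0.0422 in *CBP* AA*p53* ΔIEC vs. *CBP* AA*p53*-floxed. With DESeq2, *Gm10736* was called in *CBP* AA*p53*-floxed vs. *CBP* WT*p53*-floxed, *CBP* AA*p53* ΔIEC vs. *CBP* AA*p53*-floxed and *CBP* WT*p53* ΔIEC vs. *CBP* WT*p53*-floxed, and its value is uncertain for the reason given above. DESeq2 fitted to 2 groups at a time gave 3 shared genes, *Cbfa2t3*, *Cirbp* and *Etv5*, and not *Vcan*, whose adjusted p in *CBP* AA*p53* ΔIEC vs. *CBP* AA*p53*-floxed was then 0.0884. edgeR gave 1 shared gene, *Gm10736*, without *CBP* WT*p53* ΔIEC replicate 1, and called *Vcan* in *CBP* AA*p53* ΔIEC vs. *CBP* AA*p53*-floxed without *CBP* AA*p53* ΔIEC replicate 3 (adjusted p = 0.0456). Over all alternatives, the adjusted p of *Vcan* in *CBP* AA*p53* ΔIEC vs. *CBP* AA*p53*-floxed ranged from 0.0390 to 0.777.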

RNA-seq revealed that versican expression was downregulated in *CBP*^*AA*^*p53*-floxed mice but restored in *CBP*^*AA*^*p53*^*ΔIEC*^ mice to levels comparable to those in *CBP*^*WT*^*p53*^*ΔIEC*^ and *CBP*^*WT*^*p53*-floxed mice (Fig. 6d), which was further verified by qPCR (Fig. 6e). 

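*Vcan* was at 0.691 ± 0.141 TPM (SD, n = 3 mice) in *CBP* WT*p53*-floxed, 0.236 ± 0.0286 TPM (SD, n = 3) in *CBP* AA*p53*-floxed, 0.594 ± 0.262 TPM (SD, n = 3) in *CBP* WT*p53* ΔIEC and 0.651 ± 0.197 TPM (SD, n = 3) in *CBP* AA*p53* ΔIEC crypts. The mean of *CBP* AA*p53*-floxed mice was 0.341 times that of *CBP* WT*p53*-floxed mice, and every *CBP* AA*p53*-floxed mouse was below every *CBP* WT*p53*-floxed mouse. In a two-sided exact permutation test on the difference of the means, p was 0.1, the smallest p that 3 mice against 3 allow. The mean of *CBP* AA*p53* ΔIEC mice was 2.76 times that of *CBP* AA*p53*-floxed mice, again without overlap (two-sided exact permutation test, p = 0.1). The same exact permutation test gave p = 0.9 for *CBP* AA*p53* ΔIEC against *CBP* WT*p53* ΔIEC mice, p = 0.9 for *CBP* AA*p53* ΔIEC against *CBP* WT*p53*-floxed mice and p = 0.6 for *CBP* WT*p53* ΔIEC against *CBP* WT*p53*-floxed mice, and at this number of mice it cannot show that the levels are equal. With each mouse left out in turn, the difference between *CBP* AA*p53*-floxed and *CBP* WT*p53*-floxed means lay between -0.533 and -0.395 TPM, and that between *CBP* AA*p53* ΔIEC and *CBP* AA*p53*-floxed means between 0.302 and 0.480 TPM. The difference between *CBP* AA*p53* ΔIEC and *CBP* WT*p53* ΔIEC means, 0.0573 TPM, was -0.0887 TPM without *CBP* WT*p53* ΔIEC replicate 1 and -0.0563 TPM without *CBP* AA*p53* ΔIEC replicate 2. The difference between *CBP* WT*p53* ΔIEC and *CBP* WT*p53*-floxed means, -0.0976 TPM, was 0.0485 TPM without *CBP* WT*p53* ΔIEC replicate 1. The difference between *CBP* AA*p53* ΔIEC and *CBP* WT*p53*-floxed means, -0.0402 TPM, was 0.00936 TPM without *CBP* AA*p53* ΔIEC replicate 1, 0.0237 TPM without *CBP* AA*p53* ΔIEC replicate 3 and 0.0205 TPM without *CBP* WT*p53*-floxed replicate 2. *Vcan* had a mean of 3.02 CPM, where the median of the genes tested was 20.1 CPM. The paper's reported qPCR values of Fig. 6e have means of 1.05 ± 0.359 (SD, n = 6) in *CBP* WT*p53*-floxed, 0.502 ± 0.218 (SD, n = 5) in *CBP* AA*p53*-floxed, 1.48 ± 0.692 (SD, n = 4) in *CBP* WT*p53* ΔIEC and 1.93 ± 1.18 (SD, n = 5) in *CBP* AA*p53* ΔIEC crypts, relative to the paper's reference. The ratio of *CBP* AA*p53*-floxed to *CBP* WT*p53*-floxed means was 0.478 in these qPCR values and 0.341 in TPM. That of *CBP* AA*p53* ΔIEC to *CBP* AA*p53*-floxed means was 3.85 and 2.76, and that of *CBP* AA*p53* ΔIEC to *CBP* WT*p53* ΔIEC means 1.30 and 1.10. Each of these had the same direction in qPCR and TPM. The ratio of *CBP* WT*p53* ΔIEC to *CBP* WT*p53*-floxed means was 1.41 in qPCR and 0.859 in TPM, which are opposite directions. The difference in TPM was smaller than the SD of either group, and that in qPCR was smaller than the SD of *CBP* WT*p53* ΔIEC mice but not than that of *CBP* WT*p53*-floxed mice. The paper reads these levels as a reduction in *CBP* AA*p53*-floxed mice that was restored when p53 was deleted in the epithelium.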

Immunofluorescence staining showed reduced versican expression in the mucosal stroma of *CBP*^*AA*^*p53*-floxed mice, which was restored in *CBP*^*AA*^*p53*^*ΔIEC*^ mice to levels comparable to those in *CBP*^*WT*^*p53*^*ΔIEC*^ mice (Fig. 6f, g).

**Fig. 6:**
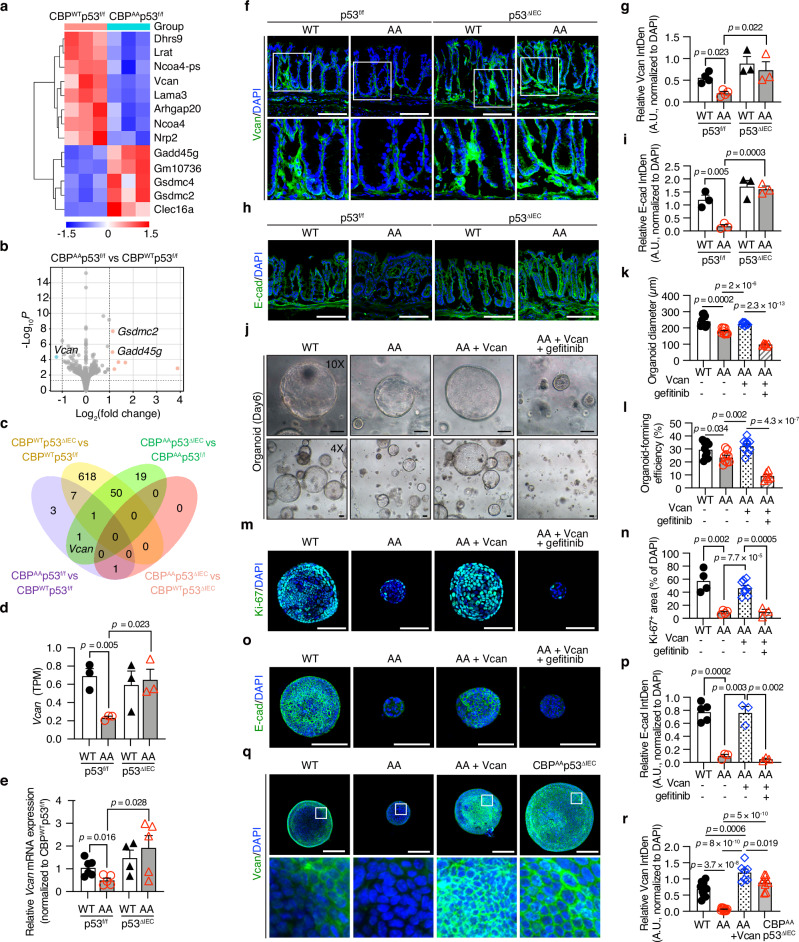
Versican expression is reduced in *CBP*^*AA*^*p53*^*f/f*^ mice but restored in *CBP*^*AA*^*p53*^*ΔIEC*^ mice. **a**–**d** RNA-seq analysis of colonic crypts from *CBP*^*WT*^*p53*^*f/f*^, *CBP*^*AA*^*p53*^*f/f*^, *CBP*^*WT*^*p53*^*ΔIEC*^, and *CBP*^*AA*^*p53*^*ΔIEC*^ mice. *n* = 3 mice per group. Heatmap (**a**) and volcano plot (**b**) of differentially expressed genes (DEGs; |log_2_FC| > 0.5; *p*_adj_ value < 0.05) between *CBP*^*WT*^*p53*^*f/f*^ and *CBP*^*AA*^*p53*^*f/f*^ samples. Red, high expression; blue, low expression. The graphs in (**a**) and (**b**) were generated using the SR plot. **c** Venn diagram of DEGs (same cutoff) generated using Venny 2.1. **d** *Vcan* (versican) expression levels are presented as TPMs (transcripts per million). **e** Quantitative RT‒PCR analysis of *Vcan* (versican) expression in the colonic crypts. Relative expression levels are shown as the fold changes compared with those in the *CBP*^*WT*^*p53*^*f/f*^ group. *n* = 6 mice for *CBP*^*WT*^*p53*^*f/f*^, *n* = 5 mice for *CBP*^*AA*^*p53*^*f/f*^, *n* = 4 mice for *CBP*^*WT*^*p53*^*ΔIEC*^, *n* = 5 mice for *CBP*^*AA*^*p53*^*ΔIEC*^. Representative images of immunofluorescence staining for versican (**f**) and E-cadherin (**h**) in colon sections. The nuclei were counterstained with DAPI. Quantification of versican (**g**) and E-cadherin (**i**) expression in colon sections, calculated as the integrated density (IntDen) normalized to the DAPI intensity within a fixed ROI using ImageJ and presented as arbitrary units (A.U.). For (**g**), *n* = 4 mice per *p53*^*f/f*^ group; *n* = 3 mice per *p53*^*ΔIEC*^ group. For (**i**), *n* = 3 mice per group. **j**–**p** Organoids were collected on Day 6. The experimental groups included *CBP*^*WT*^*p53*^*f/f*^ (WT), *CBP*^*AA*^*p53*^*f/f*^ (AA), AA organoids treated with 100 ng/mL versican from Day 0 (AA + Vcan), and AA organoids treated with 1 µM gefitinib from Day 3 (AA + Vcan + gefitinib). **j** Microscopy images of cultured organoids on Day 6 captured at 10× (upper panels) and 4× (lower panels). The organoid diameter (**k**) and organoid-forming efficiency (**l**) were quantified using ImageJ. Organoid-forming efficiency was calculated as: (number of organoids on Day 6 per well / 400 seeded crypts) × 100%. For each mouse, the values were averaged from at least three wells. *n* = 9 biological replicates (WT, AA, AA + Vcan), *n* = 6 biological replicates (AA + Vcan + gefitinib). **m, n** Representative images (**m**) and quantification (**n**) of the Ki-67⁺ area, calculated as the percentage of total DAPI⁺ area per field using ImageJ. *n* = 4 biological replicates (WT, AA), *n* = 8 biological replicates (AA + Vcan), *n* = 3 biological replicates (AA + Vcan + gefitinib). **o**, **p** Representative images (**o**) and quantification of E-cadherin expression in organoids. *n* = 5 biological replicates (WT), *n* = 3 biological replicates (AA, AA + Vcan, AA + Vcan + gefitinib). **q**, **r** Representative images (**q**) and quantification (**r**) of versican expression in organoids on Day 6. The experimental groups included WT, AA, AA + Vcan, and *CBP*^*AA*^*p53*^*ΔIEC *^organoids. *n* = 10 biological replicates (WT, AA), *n* = 7 biological replicates (AA + Vcan), and *n* = 9 biological replicates (*CBP*^*AA*^*p53*^*ΔIEC*^). For **m**–**r**, the nuclei were counterstained with DAPI. Except for Ki-67^+^, expression levels were calculated as IntDen normalized to DAPI intensity using ImageJ and presented as A.U. Data are presented as the means ± SEM. All *p-*values were calculated using an unpaired two-tailed Student’s *t-*test and are indicated on the graphs. Scale bars: 100 μm (**f**, **h**, **j**, **m**, **o**, **q**). Source data are provided as a Source Data file.

Versican mediates the mesenchymal‒epithelial transition by promoting the switch from N-cadherin expression to E-cadherin expression, thereby facilitating the formation of epithelial-specific adhesion junctions^29^. E-cadherin is required for maintaining epithelial integrity, but defects in E-cadherin expression are associated with IBD^30,31^. Notably, the expression levels of E-cadherin paralleled those of versican (Fig. 6h, i vs. 6f, g), suggesting that versican expression may influence cell–cell adhesion and epithelial barrier integrity.

The recombinant versican protein was added to the culture medium of *CBP*^*AA*^*p53*-floxed organoids (AA + Vcan) to examine the role of versican in IEC stemness. The organoid diameter, organoid-forming efficiency, number of Ki-67^+^ cells, and E-cadherin expression were restored to levels comparable to those in *CBP*^*WT*^*p53*-floxed organoids (Fig. 6j–p), suggesting that versican contributes to the maintenance of IEC stemness and the regulation of intestinal epithelial cell behavior. Versican contains two EGF-like repeats in its G3 domain, and upon cleavage, EGF may be released to promote proliferation^32,33^. The restorative effect of recombinant versican was abolished by gefitinib (Fig. 6j–p), suggesting the involvement of the activated EGFR pathway in its function.

Versican is produced by various cell types, including epithelial, endothelial, and stromal cells, as well as leukocytes^34^. In addition to the RNA-seq and qPCR results (Fig. 6a, d, e), the epithelial-intrinsic defect and reduced versican expression observed in *CBP*^*AA*^ mice were reversed by epithelial-specific p53 deletion (Fig. 6f), suggesting that versican is derived primarily from epithelial cells. 

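The crypt libraries held far more RNA of epithelial genes than of genes of other cell types. Over the 12 libraries, the epithelial genes *Epcam* and *Krt8* had means of 1265 and 5219 TPM. All 20 genes of a list of epithelial genes passed the filter on low counts, as did 6 of 30 stromal genes, 4 of 15 endothelial genes and 15 of 25 leukocyte genes. Of the stromal genes, 23 had 10 or fewer reads in every library. The fibroblast collagens *Col1a1* and *Col3a1* had means of 0.0344 and 0.0296 TPM. *Vcan* ranked 11595 of the 14610 genes tested by mean CPM. Other genes of these lists were found at or above the level of *Vcan*. *Pdgfrb*, of the stromal list, had a mean of 4.04 TPM (1.81 to 6.49 TPM), *Vim* 2.15 TPM (1.57 to 2.87 TPM), the endothelial gene *Pecam1* 0.810 TPM (0.466 to 1.28 TPM) and the leukocyte gene *Ptprc* 0.875 TPM (0.589 to 1.26 TPM). Bulk libraries do not assign a transcript to a cell type. From its RNA-seq and qPCR results and the reversal by p53 deletion in the epithelium, the paper proposes that versican comes mainly from epithelial cells. It adds that organoids grown from *CBP* AA*p53*-floxed crypts had less versican, which was restored in *CBP* AA*p53* ΔIEC organoids.

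**Figure D2:**
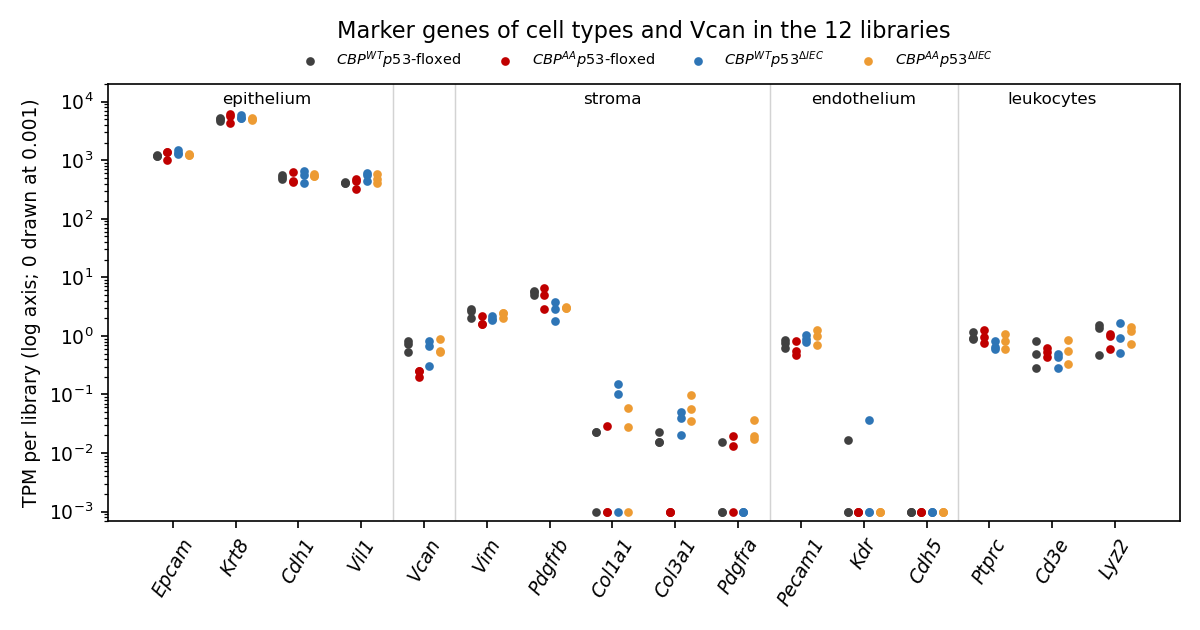
TPM per library (vertical log axis, with 0 drawn at 0.001) of genes of epithelium, stroma, endothelium and leukocytes and of *Vcan*, with 1 point per mouse coloured by group (3 mice each). *Krt8* has a mean of 5219 TPM and *Col1a1* of 0.0344 TPM, with *Vcan* between 0.203 and 0.878 TPM.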

Consistent with these tissue-level changes (Fig. 6f), versican expression was also reduced in organoids derived from the crypts of *CBP*^*AA*^*p53*-floxed mice and restored in those derived from *CBP*^*AA*^*p53*^*ΔIEC*^ mice (Fig. 6q, r), further confirming its epithelial origin.

### Overexpression of phosphomimetic CBP mutants restores versican expression and rescues the phenotype of *CBP*^*AA*^*p53*^*f/f*^ organoids

As mentioned, CBP phosphorylation is important for maintaining intestinal homeostasis, and versican contributes to the maintenance of IEC stemness and epithelial cell behavior. We performed gain-of-function experiments using phosphomimetic CBP mutants to further determine whether CBP phosphorylation affects versican levels. Single cells dissociated from crypt-derived *CBP*^*AA*^*p53*^*f/f*^ (AA) organoids were transfected with either a control vector expressing EGFP alone (pCMV-puro-IRES2-*EGFP*) or a construct encoding HA-tagged CBP phosphomimetic mutant coexpressing EGFP (DD: pCMV-puro-IRES2-*EGFP mCBP*^*S1383D/S1387D*^-HA; EE: pCMV-puro-IRES2-*EGFP mCBP*^*S1383E/S1387E*^-HA) using Lipofectamine™ Stem Transfection Reagent. Transfected cells were identified by EGFP fluorescence. Successful delivery of HA-tagged CBP mutants into AA organoids was confirmed by HA-CBP expression detected by Western blotting (Supplementary Fig. 6). Compared with the vector control, AA organoids overexpressing DD or EE showed restored versican expression and a reversal of AA phenotype, as evidenced by the rescued organoid-forming efficiency and organoid diameter (Fig. 7a, b). Additionally, these organoids exhibited increased IEC proliferation and E-cadherin expression (Fig. 7c, d). These findings indicate that CBP phosphorylation plays important roles in maintaining versican expression and supporting the intestinal stem cell niche, thereby contributing to the preservation of epithelial homeostasis in the colon. Despite the low number of EGFP-positive cells, overexpression of DD or EE in AA organoids upregulated versican expression (Fig. 7a, e). This finding parallels the concept that localized alterations within the stem cell niche can have broad effects on epithelial structure and function^35^.

**Fig. 7:**
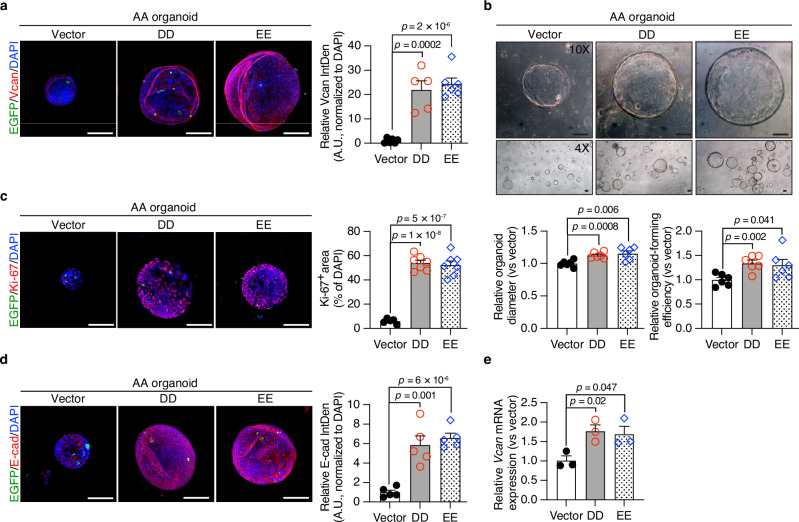
Phosphomimetic CBP mutants rescue versican expression and stemness of *CBP*^*AA*^*p53*^*f/f*^ organoids. Single cells derived from dissociated *CBP*^*AA*^*p53*^*f/f*^ (AA) organoids were transfected with either a control vector expressing EGFP alone (pCMV-puro-IRES2-*EGFP*) or a construct encoding HA-tagged CBP phosphomimetic mutant coexpressing EGFP (DD: pCMV-puro-IRES2-*EGFP mCBP*^*S1383D/S1387D*^-HA; EE: pCMV-puro-IRES2-*EGFP mCBP*^*S1383E/S1387E*^-HA) using Lipofectamine™ Stem Transfection Reagent. Transfected cells were detected by EGFP expression (green) and subsequently formed organoids de novo. HA-CBP expression detected by Western blot verified the successful delivery of the DD or EE mutant (Supplementary Fig. 6). **a** Representative images of immunofluorescence staining for versican. The nuclei were counterstained with DAPI. The expression levels were quantified as the integrated density (IntDen) normalized to the DAPI intensity using ImageJ and are presented as arbitrary units (A.U.). *n* = 6 biological replicates for vector, *n* = 5 biological replicates for DD, *n* = 6 biological replicates for EE. **b** Microscopy images of cultured organoids on Day 5 at 10× (upper panels) and 4× (lower panels) magnification. The relative organoid diameter and formation efficiency (normalized to those of the vector group) were quantified using ImageJ. *n* = 6 biological replicates per group. **c** Representative images of immunofluorescence staining for Ki-67. The nuclei were counterstained with DAPI. The Ki-67⁺ area was quantified as a percentage of the total DAPI⁺ area per field using ImageJ. *n* = 5 biological replicates for vector, *n* = 7 biological replicates for DD and EE. **d** Representative images of immunofluorescence staining for E-cadherin. The nuclei were counterstained with DAPI. The expression levels were quantified as IntDen normalized to the DAPI intensity using ImageJ and are presented as A.U. *n* = 5 biological replicates per group. **e** Quantitative RT‒PCR analysis of *Vcan* (versican) expression in colonic organoids. Relative expression levels are shown as the fold changes compared with those in the vector group. *n* = 3 biological replicates per group. Data are presented as the means ± SEM. All *p-*values were calculated using an unpaired two-tailed Student’s *t-*test and are indicated on the graphs. Scale bars: 100 μm (**a**–**d**). Source data are provided as a Source Data file.

### Binding preference of CBP for p53 and reduced versican expression in colon tissues from UC patients

The observation of impaired CBP phosphorylation without changes in total CBP levels in UC patients underscores its clinical relevance (Fig. 1j). Consistently, increased CBP–p53 binding, reduced versican levels, and fewer Ki-67^+^ proliferative IECs were observed in UC patients (Fig. 8a–c), along with decreased IKKα expression (Fig. 8d). These findings strengthen the hypothesis that impaired CBP phosphorylation enhances CBP–p53 binding, which in turn suppresses versican expression and may ultimately contribute to IBD pathogenesis in humans.

**Fig. 8:**
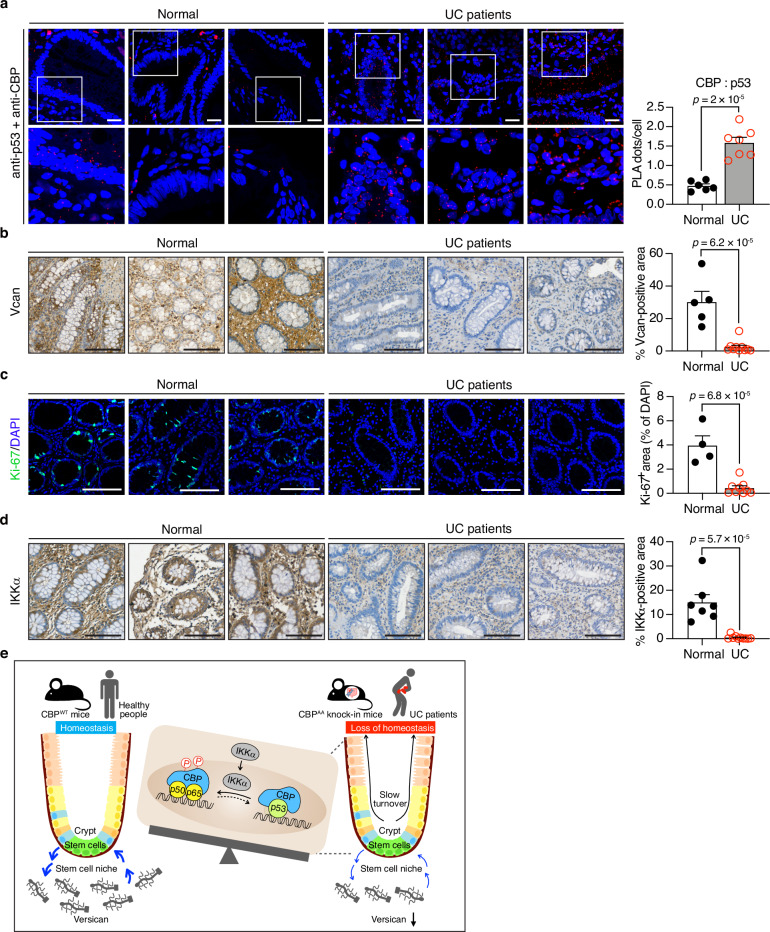
Increased CBP–p53 binding and reduced versican expression in colon tissues from UC patients. **a** Representative images and quantification of PLA signals detecting the association between CBP and p53 in colon sections from healthy controls and UC patients. Nuclei were counterstained with DAPI to identify individual cells. PLA signals (red dots) per cell were quantified using ImageJ. *n* = 6 individuals for normal controls, and *n* = 7 individuals for UC patients. **b** Representative images of IHC staining for versican, *n* = 5 individuals for normal controls, and *n* = 10 individuals for UC patients. **c** Representative images of immunofluorescence staining for Ki-67. The nuclei were counterstained with DAPI for normalization. The Ki-67⁺ area is expressed relative to the total DAPI⁺ area per field. *n* = 4 individuals for normal controls, and *n* = 9 individuals for UC patients. **d** Representative images of IHC staining for IKKα. *n* = 7 individuals for normal controls, and *n* = 10 individuals for UC patients. For (**b**–**d**), positively stained areas were quantified as a percentage of a fixed region of interest (ROI) using ImageJ. **e** Schematic summary illustrating how impaired CBP phosphorylation at Ser1383/1387 (human: Ser1382/1386) promotes CBP–p53 binding while reducing its interaction with p65/p50. This shift leads to decreased versican expression in the stem cell niche, thereby disrupting epithelial stemness and crypt turnover, and ultimately contributing to the loss of colonic homeostasis. Data are presented as the means ± SEM. All *p-*values were calculated using an unpaired two-tailed Student’s *t-*test and are indicated on the graphs. Scale bars: 20 μm (**a**), 100 μm (**b**–**d**). Source data are provided as a Source Data file.

Moreover, healthy individuals presented preserved IKKα expression, intact CBP phosphorylation, maintained versican levels, and abundant Ki-67⁺ IECs (Fig. 8b–d and Fig. 1j). Together, these results underscore the essential role of CBP phosphorylation in maintaining versican expression and the epithelial stem cell niche, thereby sustaining intestinal homeostasis and preventing IBD.

## Discussion

Protein PTMs significantly expand the regulatory possibilities of certain signaling pathways^8^. CBP and its homolog p300 are transcriptional coactivators that modulate DNA accessibility for transcription factors. These coactivators mediate communication between transcription factors and the transcriptional machinery, playing a key role in gene transcription^36^. Since CBP/p300 are essential for numerous signal transduction pathways, their availability is limited for the proper execution of biological processes, such as the functional antagonism between p53 and NF-κB, which compete for binding to CBP or p300^11^. Both p53 and NF-κB physically interact with CBP and require this interaction to maximize their activities^37,38^. However, increased CBP expression alone cannot completely rescue these reciprocal inhibitory effects^11^, suggesting that the limited quantity of CBP cannot fully explain the crosstalk between p53 and NF-κB. Based on these findings, we showed that IKKα-induced phosphorylated CBP switches its binding preference from p53 to NF-κB, leading to increased NF-κB-mediated gene expression but decreased p53-mediated gene expression, which may promote cell proliferation^12^. However, the mutation of Ser1382 and Ser1386 to Ala impairs CBP phosphorylation, leading to its preferential recruitment to *p53*-responsive promoters such as the *p21* promoter. In the present study, we demonstrated that our previous mechanistic findings at the molecular level^12^ have translational significance in *CBP*^*AA*^ mice and UC patients. This clinical relevance is supported by the findings that colon tissues from UC patients show reduced IKKα expression and impaired CBP phosphorylation, increased CBP–p53 binding, and decreased versican expression and IEC proliferation. In healthy individuals, we observed intact IKKα expression, CBP phosphorylation, and versican expression, and increased numbers of Ki-67^+^ IECs. Therefore, CBP phosphorylation plays a key role in maintaining the stem cell niche and IEC self-renewal through the regulation of versican expression to maintain intestinal homeostasis.

The homeostasis of IECs is tightly orchestrated by the rapid self-renewal of ISCs^4^. ISCs are a small population of *Lgr5*^+^ stem cells residing at the crypt base that are responsible for the continual self-renewal and rapid recovery of the intestinal epithelium^4^. *Lgr5*^+^-expressing ISCs are highly proliferative, with a cell cycle of 12–24 h, and are critical for supporting intestinal homeostasis. ISCs are also tightly regulated by the surrounding stem cell niche in the lamina propria through multiple signaling pathways to control cell proliferation and differentiation^39^. The ISC niche contains both cellular and extracellular components^39^. The cellular niche includes various stromal cells that secrete essential growth factors and contribute to the production of ECM components. The ECM, which is composed of laminins, fibronectins, collagens, noncollagenous glycoproteins, proteoglycans, and glycosaminoglycans, is secreted locally to form a complex macromolecular meshwork^7^. It can also function as a rich reservoir for growth factors and cytokines, which can be bound within its structure and released after proteolysis to modulate cellular proliferation and differentiation, thereby maintaining ISC homeostasis^7,39^. The ECM has been reported to be essential for maintaining epithelial barrier integrity, and its dysregulation can lead to the pathogenesis of IBD^40,41^.

In the present study, the number of *Lgr5*^+^ stem cells in the IECs did not differ between *Lgr5-eGFP-creERT2*^*+/Tg*^*; Villin-Cre; CBP*^*AA*^ (*Lgr5-CBP*^*AA*^) mice and *Lgr5-eGFP-creERT2*^*+/Tg*^*; Villin-Cre; CBP*^*WT*^ (*Lgr5-CBP*^*WT*^) mice (Supplementary Fig. 7). However, intestinal stem cell function was compromised in *CBP*^*AA*^ mice, as evidenced by the reduced organoid formation, decreased number of Ki-67^+^ IECs, and reduced versican expression. The unchanged number of *Lgr5*^+^ stem cells suggests that the observed impairment in stemness may be attributed to a disruption in the stem cell niche, likely caused by alterations in the ECM, rather than a direct loss of the stem cell population. Currently, epithelial-derived versican may contribute to the local regulation of the stem cell niche, as replenishing versican into the culture medium of* CBP*^*AA*^ organoids restored organoid formation, the organoid diameter, and the number of Ki-67^+^ cells to levels comparable to those of *CBP*^*WT*^ organoids. The loss of CBP–p53 binding in *CBP*^*AA*^*p53*^*ΔIEC*^ mice also restored versican expression and IEC stemness to prevent colonic abnormalities. In contrast, impaired CBP phosphorylation in *CBP*^*AA*^ mice increases CBP–p53 binding, leading to the downregulation of versican expression and contributing to colonic abnormalities. An analysis of the versican gene promoter and enhancer regions using the PROMO and EPD databases did not reveal classical p53 binding sites. The precise mechanism by which CBP–p53 binding negatively regulates versican expression in IECs seems to be indirect and remains to be investigated.

Versican is a highly versatile molecule associated with a proliferative cell phenotype through its direct or indirect interactions with other molecules^33^. This finding is also consistent with the reports that versican can bind to cell surface proteins, such as CD44, integrin β1, EGFR, and P-selectin glycoprotein ligand-1, to influence the behavior of stem cells, such as ISC proliferation, cell adhesion/migration, crypt fission, and intestinal growth^7,28,41^. Furthermore, versican can influence proliferation by acting as a mitogen through the two EGF repeats in its G3 domain^32,33^. EGF exerts a strong mitogenic effect on stem cells upon binding EGFR^28^. Its downstream Ras/Raf/Mek/Erk signaling axis has been reported to be active in the crypt epithelium, and this pathway is blocked in Mek-ablated intestinal stem cells^28^. The effect of versican supplementation on increasing *CBP*^*AA*^ organoid formation was abrogated by gefitinib, suggesting the involvement of the activated EGFR pathway in mediating the effect of versican on IEC stemness, potentially through the EGF-like motifs within its G3 domain^32^.

Abundant CBP–NF-κB (p65) binding was observed in healthy people and *CBP*^*WT*^ mice under basal (unstimulated) conditions (Supplementary Fig. 8a, b). In contrast, UC patients and *CBP*^*AA*^ mice exhibited reduced CBP–NF-κB (p65) binding (Supplementary Fig. 8a, b). These findings suggest that environmental triggers^3^, such as dietary antigens, may increase CBP phosphorylation (Fig. 1i, j), thereby promoting its interaction with NF-κB in normal individuals and *CBP*^*WT*^ mice. Upon TNF-α stimulation, only the *CBP*^*WT*^ organoids exhibited robust CBP–NF-κB (p65) binding, whereas the *CBP*^*AA*^ organoids remained unresponsive (Supplementary Fig. 8c), indicating that UC patients and *CBP*^*AA*^ mice are unresponsive to environmental stimulation. Given that CBP phosphorylation is required for efficient binding to NF-κB (p65), the lack of responsiveness to TNF-α in *CBP*^*AA*^ organoids indicates impaired CBP binding to NF-κB in this context. This defect may compromise the NF-κB-mediated protective functions in the intestinal epithelium. Epithelial NF-κB was reported to play a prominent role in protecting against colitis, likely through the expression of antiapoptotic genes in IECs, as the conditional deletion of the NF-κB pathway in IECs led to increased susceptibility to colitis in mice^42^. Furthermore, the IEC-specific loss of NF-κB activation in mice induced by the conditional ablation of intestinal epithelial IKKγ or both IKKα and IKKβ resulted in a proinflammatory phenotype and loss of barrier integrity^43–46^. Therefore, epithelial NF-κB signaling may perform critical “peace-keeping” functions in the colon epithelial barrier by regulating cell survival, barrier integrity, and the immunological and antimicrobial responses of epithelial cells^46,47^.

Our *CBP*^*AA*^ knock-in mouse model was established through the replacement of Ser1383/1387 with alanines by conventional embryonic stem cell technology. Most well-established colitis mouse models, such as *Il10*^−^^/^^−^ mice, are based on the disruption of immune cell functions. IL-10 knockout (*IL-10*^*KO*^) mice develop spontaneous enterocolitis affecting the duodenum, proximal jejunum, and proximal colon, which resembles Crohn’s disease^48^. However, the *CBP*^*AA*^ mouse model displays abnormalities primarily in the distal colon, which is attributed to an intrinsic impairment of CBP phosphorylation in colonic epithelial cells. Unlike *IL-10*^*KO*^ mice, which develop growth retardation and significant body weight loss^48^, *CBP*^*AA*^ mice exhibit no obvious developmental or growth defects; thus, this strain is an ideal model for investigating the role of IEC stemness in maintaining gut homeostasis without confounding growth issues.

Our study demonstrates that versican is a key component of the ECM and that its reduction, driven by increased CBP–p53 binding due to impaired CBP phosphorylation, ultimately decreases colonic stemness and affects epithelial homeostasis (Fig. 8e). CBP phosphorylation by IKKα is essential for maintaining versican expression and the stem cell niche and preserving IEC stemness and intestinal homeostasis to potentially prevent IBD development in humans. Additionally, these insights highlight versican as a candidate therapeutic target for IBD. Furthermore, our findings characterize how defective PTMs of CBP contribute to the pathogenesis of IBD. Further research and clinical investigations are needed to evaluate the efficacy of versican-based therapies in restoring IEC stemness for IBD treatment.

## Methods

### Mice

CBP mutation “knock-in” mice (*CBP*^*AA*^ mice) were generated using traditional embryonic stem cell technology. These mice were generated via the targeted insertion of the mutated allele (S1383/1387A) at exon 25 with a neomycin selection cassette into mouse embryonic stem cells on a 129 background, followed by subsequent backcrossing to C57BL/6 mice over 10 generations. *CBP*^*WT*^ mice were used as littermate controls. The mice were designed and generated by the Transgenic Mouse Models Core of the National Taiwan University Center of Genomic and Precision Medicine. *Lgr5-eGFP-creERT2*^*+/Tg*^*; Villin-Cre* mice and *p53*^*f/+*^ mice were gifts from Dr. Jr-Wen Shui and Dr. Kai-Chien Yang, respectively. *p53*^*f/+*^ mice were intercrossed to generate *p53*^*f/f*^ mice. These mice were then bred to *CBP*^*AA*^ mice to generate heterozygous *CBP–p53*^*f/+*^ mice. Heterozygous *CBP–p53*^*f/+*^ mice were intercrossed to generate *CBP*^*WT*^*p53*^*f/f*^ and *CBP*^*AA*^*p53*^*f/f*^ mice. *CBP*^*WT*^*p53*^*f/f*^ mice were used as littermate controls. These mice were then bred to *Villin-Cre* mice to generate IEC-specific p53-knockout mice (*CBP*^*AA*^*p53*^*ΔIEC*^ and *CBP*^*WT*^*p53*^*ΔIEC*^) for our experiments. *CBP*^*WT*^*p53*^*ΔIEC*^ mice were used as littermate controls. The *p53*^*ΔIEC*^ mice were used to verify whether the colitis phenotype was diminished and whether the decreased stemness of colonic IECs was recovered. The mouse genotypes were determined by the extraction and amplification of DNA from mouse toe tissues (KAPA Mouse Genotyping Kit; KAPA Biosystems, Cape Town, South Africa; KK7352). All three mouse strains were on a C57BL/6 background and were raised and bred under specific pathogen-free conditions at the Laboratory Animal Center, National Taiwan University College of Medicine. Female mice at 8 weeks of age were used in all experiments, unless indicated otherwise. All the mice were housed in isolated ventilated cages (a maximum of five mice per cage) in a barrier facility at the Laboratory Animal Center, National Taiwan University College of Medicine. The mice were maintained on a 12-h light‒dark cycle at 22–26 °C, with sterile pellet food and water available ad libitum. All the mice were sacrificed between 10 am and 3 pm. All animal experiments were approved by the National Taiwan University College of Medicine, Institutional Animal Care and Use Committee.

### Cell lines and reagents

The cell lines were cultured at 37 °C with 5% CO_2_. WT and *p53*^−^^*/*^^−^ HCT116 cells were obtained from Prof. Chang ZF and grown in DMEM supplemented with 10% FBS with pen/strep. CYL-19s were synthesized by our collaborator, Prof. Cherng-Chyi Tzeng, a medicinal chemist^27^, and dissolved in DMSO to prepare a stock solution (50 mM). The recombinant human TNF-α protein was purchased from Peprotech (#300-01A) and dissolved in ddH_2_O. The recombinant mouse TNF-α protein was purchased from Peprotech (#315-01A) and dissolved in 3% BSA/PBS. The recombinant mouse versican protein (Abbexa, abx069663), produced in a bacterial (*E. coli*) expression system, was dissolved in ddH_2_O. The final working concentration of 100 ng/mL was selected based on a recent study^49^ and further supported by our preliminary dose‒response tests (50, 100, and 200 ng/mL), in which 100 ng/mL elicited a robust biological effect with no additional increase observed at 200 ng/mL. The recombinant mouse epidermal growth factor (mEGF) protein was purchased from Peprotech (#315-09) and dissolved in 0.1% BSA/PBS. Gefitinib was purchased from LC Laboratories (G-4408) and dissolved in DMSO.

### Construction of the targeting vector and genotyping of mice expressing the mutant CBP allele

A construct containing the mutated exon 25 was used to target the mouse *CBP* gene. A targeting vector was generated by the recombineering method to achieve the knock-in of this allele^50,51^. Briefly, a 9.6 kb fragment of mouse genomic DNA containing the region from exon 25 of the mouse *CBP* gene was retrieved from a B6 strain-derived bacterial artificial chromosome clone (bMQ451N12, Children’s Hospital Oakland Research Institute). The fragment was inserted at the *NotI–SpeI* sites of pL253, in which the *MC1-TK* (thymidine kinase) gene served as a negative selection marker. The resulting construct was used as a backbone for* CBP* and a *neo* cassette (5′–*loxP*–*PGK*–*Neo*bpA–*loxP*-3′) from pL451 downstream of exon 25. The final targeting construct contained a homologous 5′ arm of 4.7 kb and a 3′ arm of 4.9 kb.

The primer sequences used for PCR to generate the 300-bp homologous arms for the retrieval of exon 25 of mouse *CBP* genomic DNA (AU, BD, YU and ZD) with the insertion of *loxP* and *FRT* sites (CU, DD, EU and FD) and the *neo* cassette were as follows: *CBP*-KI AU 114200, 5′-ATAGCGG CCGCAGTAACTTGAAGTGCTAATATC-3′; *CBP*-KI BD 114500, 5′-ATAAAGCTTATACTTAA GAGAACAAAGTAATTACTGCTAG-3′; *CBP*-KI CU 118130, 5′-ATAGTCGACTCCATTTTA AGTGAGCCTAGG-3′; *CBP*-KI DD 118890, 5′-ATATCTAGAAAAGAAAGTCACATGCTAGC-3′; *CBP*-KI EU 119300, 5′-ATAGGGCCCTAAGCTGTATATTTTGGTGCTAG-3′; *CBP*-KI FD 120000, 5′-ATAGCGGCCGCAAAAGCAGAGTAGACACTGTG-3′; *CBP*-KI YU 123900, 5′-ATAAAGCTTTAGAACATTGATGGTGAAG-3′; and *CBP*-KI ZD 124200, 5′-ATAACTAGTGTA CTACAGCGCCCATACAG-3′. The knock-in targeting vector was confirmed by sequencing, linearized by DNA digestion at the unique *NotI* site, and electroporated into C57BL/6N ES cells. Correctly targeted ES cell clones were selected by culture with G418 (240 µg/mL) and ganciclovir (2 μM). Correctly targeted clones were identified by Southern blotting to confirm homologous recombination at both 5′ and 3′ arms. Validated ES cells were subsequently injected into blastocytes of C57BL/6J origin (National Laboratory Animal Breeding and Research Center, Taiwan) to establish knock-in mice.

The mouse genotypes were determined by the extraction and amplification of DNA from mouse toe tissues (KAPA Mouse Genotyping Kit; KAPA Biosystems). Routine genotyping was performed by PCR with the primer 5′-CCCTTCCCTAAGAAACAGGACT-3′ (*FokI*-F) paired with 5′-CCCTTCCTCCCCTAAGAGTTTA-3′ (*FokI*-R) for the wild-type (WT) *CBP* allele or paired with 5′-CCAAAATATACAGCTTAGGGCC-3′ (AA-R) for the mutant *CBP* allele. The PCR conditions were 95 °C for 3 min; 35 cycles of 95 °C for 15 s, 60 °C for 15 s and 72 °C for 15 s; and 72 °C for 1 min.

### Assessment of colon length, stool consistency, and occult blood in stool under baseline conditions

Colon length was measured from the ileocecal junction to the anus using a plastic ruler. Disease severity was evaluated by an observer blinded to the experimental groups based on stool consistency and fecal occult blood scores. Stool consistency was assessed by pressing a stick onto the feces and scored as follows: 0, well-formed pellets; 1, semi-formed stools; 2, pasty stools; and 3, liquid stools adhering to the anus. Fecal occult blood was determined using a Hemoccult Sensa test (Beckman Coulter, #64151) and scored as follows: 0, negative hemoccult; 1, positive hemoccult; 2, positive hemoccult with visible traces of blood; and 3, gross rectal bleeding. For intermediate severity, half-scores (e.g., 0.5, 1.5) were assigned.

### Histological evaluation and scoring

Histological scoring was performed in a blinded manner by a trained veterinary pathologist, Yi-Ting Tsai (Laboratory Animal Center, National Taiwan University College of Medicine, Taipei, Taiwan). For tissue preparation, a 2-cm colon fragment was taken from the distal colon above the anus and submerged in a buffered 10% formalin solution. Hematoxylin and eosin (H&E) staining was performed on 5-μm sections from 10% formalin-fixed, paraffin-embedded samples using the appropriate procedures. Scoring was based on seven parameters: the severity of inflammation, location of the inflammatory lesion, crypt architecture, lesion area in the crypts, mucosal hyperplasia, goblet cell depletion, and crypt dilation and abscesses. Each parameter was scored on a scale from 0 to 3, where 0 indicated normal tissue and 3 indicated severe pathology. For example, the severity of inflammation was scored as 0 (normal), 1 (slight infiltration of mononuclear cells and neutrophils, <30%), 2 (moderate infiltration, 30–60%), or 3 (severe infiltration, >60%). The lesion location was scored as 0 (normal), 1 (mucosa), 2 (mucosa and submucosa), or 3 (all layers of the bowel wall). The remaining parameters were similarly graded based on the severity and extent of tissue involvement. Representative images were captured using a Leica DM2500 upright microscope equipped with MicroVisioneer Manual Whole-Slide Imaging Software.

### Assessment of ex vivo intestinal permeability

A 2-cm segment of colon tissue was opened longitudinally along the mesenteric border and mounted in a Ussing chamber (World Precision Instruments, Sarasota, FL). The tissue in each chamber was exposed to 5 mL of circulating oxygenated Krebs buffer (37 °C) containing either glucose (10 mM, serosal buffer) or mannitol (10 mM, mucosal buffer). Fluorescein isothiocyanate (FITC)-dextran (12.5 mM; molecular weight, 3000–5000 Da; Sigma‒Aldrich, FD4) was added to the mucosal buffer at a final concentration of 500 μM. Samples were collected from the serosal buffer at different time points (0, 30, 60, 90, and 120 min) and measured using a multimode plate reader (Paradigm Detection Platform; Beckman Coulter, Indianapolis, IN) at an excitation wavelength of 485 nm and an emission wavelength of 535 nm.

### Assessment of intestinal permeability in vivo

The mice were starved for 4–6 h and then orally gavaged with 0.5 mg/g body weight FITC-dextran (molecular weight, 3000–5000 Da; Sigma–Aldrich, FD4). After 4 h, 300–400 μL of blood was collected by cardiac puncture and centrifuged at 900 × *g* for 20 min at room temperature. Serum was diluted with an equal volume of PBS, and the serum FITC-dextran concentrations were measured with a multimode plate reader (Paradigm Detection Platform; Beckman Coulter) at an excitation wavelength of 485 nm and an emission wavelength of 535 nm using a FITC-dextran standard curve (0, 0.125, 0.25, 0.5, 1, 2, 4, 6, 8, and 12.5 μg/mL). Serum from mice not administered FITC-dextran was used as the background sample.

### Immunohistochemical (IHC) assay

Tissues were fixed in 10% neutral buffered formalin, embedded in paraffin, and sectioned at 4 μm thickness. Immunohistochemistry (IHC) staining was performed using the TnAlink Polymer Detection System (BioTnA, #TAHC04D) according to the manufacturer’s instructions. Heat-induced epitope retrieval (HIER) was performed using Tris-EDTA HIER Solution (pH 9.0; ScyTek, #TES500). The following primary antibodies were used: anti-pCBP (Ser1383/1387 for mouse samples; Ser1382/1386 for human samples; 1:100; GeneTex, customized, GTX90661), anti-CBP (1:50; Cell Signaling Technology, #7389), anti-F4/80 (1:250; Cell Signaling Technology, #70076), anti-Ly6G (1:50; R&D, MAB1037), anti-p53 (1:100; Santa Cruz Biotechnology, sc-126), anti-p21 (1:100; Cell Signaling Technology, #2947), anti-versican (1:100; Abcam, ab19345) and anti-IKKα (1:100; Santa Cruz Biotechnology, sc-7606). Whole-slide images were acquired with a TissueFAXS microscopy system (TissueGnostics GmbH, Vienna, Austria). Quantification of positive staining was performed using ImageJ as described in the corresponding figure legends.

### Generation of bone marrow chimeras

Bone marrow transplantation was performed using bone marrow cells isolated from donor mice, which were subsequently transplanted into γ-irradiated recipient mice. B6.SJL-*Ptprc*^*α*^ *pepc*^*β*^/BoyJ mice expressing the CD45.1 alleles were used as WT mice; *CBP*^*AA*^ mice (C57BL/6J strain) expressed the CD45.2 allele. Recipient mice were sublethally irradiated with 6 Gy from a cesium source two times at 4 h intervals on the day before transplantation. Bone marrow cells were isolated from the femurs and tibias of the donor mice, and a total of 5 × 10^6^ bone marrow cells were injected into the tail veins of the irradiated recipient mice. The mice were evaluated and sacrificed 6 weeks after reconstitution. Bone marrow reconstitution was evaluated by staining mLNs with anti-CD45.1 (1:200; BUV395; BD Biosciences, #565212) and anti-CD45.2 (1:200; BUV737; BD Biosciences, #612778) antibodies and performing flow cytometry (LSRFortessa, BD).

### Frozen sections for immunostaining

The distal colon (approximately 2 cm from the anus) was collected, flushed with cold PBS to remove fecal content, and fixed in 4% paraformaldehyde (PFA) for 30 min at room temperature. The tissues were then dehydrated in 15% (w/v) sucrose in PBS until they sank (6–12 h), followed by 30% (w/v) sucrose in PBS overnight at 4 °C. Subsequently, the colon segments were embedded in FSC 22 Frozen Section Media (Leica Biosystems, #3801480) and frozen at −80 °C.

Frozen sections were cut at 5 μm thickness. Sections were permeabilized with 0.25% Triton X-100 for 20 min and blocked with 5% bovine serum albumin (BSA) in PBS for 1 h at room temperature. After incubation with primary antibodies overnight at 4 °C and secondary antibodies for 1 h at room temperature, slides were mounted using ProLong Gold Antifade Mountant with DAPI (Invitrogen, P36935). Confocal laser scanning microscopy was performed on a Zeiss LSM 780 confocal microscope (Carl Zeiss, Jena, Germany). Quantification of positive staining was performed as described in the corresponding figure legends.

The following primary antibodies were used: anti-pCBP (Ser1383/1387 for mouse, Ser1382/1386 for human; 1:150; GeneTex, customized, GTX90661), anti-CBP (1:200; Cell Signaling Technology, #7389), anti-versican (1:200; Abcam, ab19345), anti-Ki-67 (1:200; Cell Signaling Technology, #9129S), anti-E-cadherin (1:200; Invitrogen, #33-4000), and anti-p21 (1:150; Cell Signaling Technology, #2947).

The following secondary antibodies were purchased from Invitrogen and used at a 1:500 dilution: Alexa Fluor^®^ 488-conjugated goat anti-rabbit IgG (A-11034), Alexa Fluor^®^ 488-conjugated goat anti-mouse IgG (A-11029), Alexa Fluor^®^ 594-conjugated goat anti-rabbit IgG (A-11037), and Alexa Fluor^®^ 594-conjugated goat anti-mouse IgG (A-11005).

### Confocal microscopy and image analysis

Confocal imaging was performed using a Zeiss LSM 780 or LSM 880 confocal laser scanning microscope (Carl Zeiss, Jena, Germany) equipped with 405 nm, 488 nm, and 561 nm laser lines and detectors, operated with ZEN software. All images were acquired using a 20×/0.8 NA Plan-Apochromat objective in sequential scanning mode to eliminate spectral crosstalk. Within each comparative experimental set, core acquisition parameters were maintained consistently, including pixel resolution (1024 × 1024), pixel dwell time, and pinhole size. To ensure quantitative accuracy, acquisition parameters (e.g., laser power and detector gain) were optimized per staining batch to maintain the fluorescence signal within the linear dynamic range without pixel saturation, and were carefully controlled and kept within a comparable range across all samples within the same comparative experiment. For three-dimensional structures such as organoids, Z-stack images were acquired with optimal step sizes automatically calculated by the ZEN software based on the objective numerical aperture. Image processing and quantification were performed using ImageJ/Fiji. Any adjustments to brightness or contrast were applied uniformly across images within the same experiment and were performed solely for visualization purposes. No nonlinear image manipulation was applied. The original raw image files (.czi) and  complete acquisition metadata are available from the corresponding author upon request due to patient privacy laws regarding non-de-identifiable metadata.

### Pulse-chase BrdU labeling and IHC detection of BrdU staining

The mice were injected intraperitoneally with 100 mg/kg body weight 5-bromo-2′-deoxyuridine (BrdU; Sigma‒Aldrich, St. Louis, MO; B5002) at 2 h, 24 h, 48 h, or 96 h before sacrifice. The colon was excised from each mouse, fixed overnight with Formalde-Fresh solution (Fisher Scientific, SF-94), and embedded in paraffin. Colon sections were cut at a thickness of 5 μm for IHC staining using a TAlink Polymer Detection System (BioTnA; Kaohsiung, Taiwan; TAHC04D) and probed with an anti-BrdU antibody (1:100; Abcam, ab6326). A flash label at 2 h was used to designate the baseline position of the proliferating crypt cells. The migration of BrdU-positive (BrdU^+^) cells from the crypt base to the lumen was measured using ImageJ software.

### CUT&RUN assay for CBP and p53 enrichments at the *p21* promoter

The CUT&RUN assay was performed using the CUT&RUN Assay Kit (Cell Signaling Technology, #86652) according to the manufacturer’s protocol, with minor modifications. Briefly, 1–3 × 10^5^ freshly isolated colonic crypt cells were fixed with 0.1% formaldehyde, permeabilized with digitonin-containing buffer, and incubated with anti-CBP (1:50; Cell Signaling Technology, #7389) and anti-p53 (1:50; Cell Signaling Technology, #2524) antibodies to capture CBP-bound and p53-bound chromatin, respectively. Nuclei were immobilized with concanavalin A-coated magnetic beads. Targeted chromatin was cleaved by Protein A–micrococcal nuclease (pA-MNase) upon calcium exposure and released at 37 °C. Purified DNA was analyzed by qPCR using primers specific for the p53 binding site within the mouse p21 promoter (forward: 5′-CCACAGCAGAGGAGAAAGAAG-3′; reverse: 5′-GCTGCTCAGAGTCTGGAAATC-3′). Enrichment was calculated as % input, defined as 100 × 2 ^[Ct (input) – Ct (CUT&RUN)]^ for each sample. qPCR was performed with SYBR Green (Thermo Fisher Scientific, A46109) on the ABI QuantStudio 5 Real-Time PCR System (Thermo Fisher Scientific). All reactions were run in at least three biological replicates with corresponding matched input controls.

### Colonic crypt isolation and organoid culture

The colons of 8-week-old female *CBP*^*WT*^ and *CBP*^*AA*^ mice were opened longitudinally. The tissue was minced into 5-mm pieces, washed three times with cold PBS, and incubated with 30 mM EDTA in PBS for 5 min at 37 °C in a tube roller at 100 rpm. After the incubation, the tissue fragments were vortexed three times in 10 mL of cold PBS containing 0.1% bovine serum albumin (BSA), and the resulting supernatant, which contained few crypts and debris, was discarded. The tissue pieces were resuspended in 10 mL of cold PBS containing 0.1% BSA and vortexed eight times, and the supernatant enriched in crypts was collected in a clean 50 mL tube. After crypt-enriched supernatants were collected by vortexing three to four times, the samples were centrifuged at 50 × *g* for 5 min at 4 °C to pellet intact crypt fragments. After the crypts were resuspended in 1–10 mL of cold PBS containing 0.1% BSA, the crypts were counted (400 crypts/well), transferred to 1.5 mL Eppendorf tubes, and centrifuged at 9600 × *g* for 10 s. The supernatant was discarded, and 0.5 mL of TrypLE (Gibco, #12563-011) containing 10 μM Y-27632 (LC Laboratories, Y-5301) was then added and incubated at 37 °C for 8 min. After the incubation, the crypts were pipetted fifteen times and centrifuged at 9600 × *g* for 10 s. For culture, the isolated crypts were resuspended in Matrigel (Corning, #356231) (40 μL/well) and seeded in prewarmed 24-well plates. The polymerized Matrigel was overlaid with organoid growth medium (1:1 mixture of basal culture medium and WNR conditioned medium). The basal culture medium was Advanced DMEM/F12 (Gibco, #12634-034) supplemented with penicillin/streptomycin (Gibco, 15140-122), GlutaMAX (Gibco, 35050-061), 10 mM HEPES (Gibco, #15630-080), N2 (Gibco, #17502-048), B27 (Gibco, #17504-044), 1.25 mM N-acetylcysteine (Sigma‒Aldrich, A9165-5G), and 10 mM nicotinamide (Sigma‒Aldrich, N0636). WNR conditioned medium containing WNT, Noggin, and R-spondin derived from stable cell lines was a kind gift from Dr. Jr-Wen Shui and supplemented with 10 μM Y-27632 (a ROCK inhibitor) and 50 ng/mL mEGF. The overlay medium was changed every 3 days, and the organoids were harvested on Day 6. The organoid-forming efficiency was calculated as the number of organoids formed in the Day 6 culture divided by the total number of isolated crypts seeded in the well and presented as a percentage.

### Organoid viability assay

Organoid viability was assessed using an MTT assay^52^. Crypt-derived organoids from 8-week-old female mice were seeded into 96-well plates at a density of 200 crypts/well in 7 μL of Matrigel. After 6 days of organoid culture, 0.5 mg/mL MTT (Sigma‒Aldrich, M2128) was added to each well, and the cells were further incubated for 3 h at 37 °C. After the incubation, the medium was discarded, and 20 μL of a 2% sodium dodecyl sulfate (SDS; Invitrogen, #15525017) solution in ddH_2_O was added to solubilize the Matrigel at 37 °C for 2 h. Then, the purple‒blue MTT formazan precipitate was dissolved in 100 μL of DMSO for 2 h 20 min at 37 °C, and the absorbance was measured at 562 nm in a microplate reader (BioTek Synergy HT, USA). Cell viability was normalized to that of the *CBP*^*WT*^ organoids by dividing the OD_562_ value of each sample by the mean OD_562_ of the *CBP*^*WT*^ controls.

### Whole-mount staining of organoids

Crypt-derived organoids generated from 8-week-old female mice were seeded in 8-well chamber slides (Merck, PEZGS0816) or 8-well chambered coverglasses (Thermo Scientific, #155411) at a density of 40 crypts/well in 40 μL of Matrigel. After 6 days of organoid culture, the organoids were fixed with 4% paraformaldehyde for 30 min at room temperature on an orbital shaker at 50 rpm, permeabilized with TBS containing 0.1% Triton X-100 and 1% BSA for 30 min at room temperature, immersed in acid‒alcohol for 10 min at −20 °C, and blocked with TBS containing 0.1% Triton X-100 and 1% BSA for 1 h at room temperature. Organoids were incubated with primary antibodies overnight at 4 °C. The primary antibodies used included anti-pCBP (Ser1383/1387) (1:150; GeneTex, customized, GTX90661), anti-CBP (1:200; Cell Signaling Technology, #7389), anti-Ki-67 (1:200; Cell Signaling Technology, #9129S), and anti-E-cadherin (1:200; Invitrogen, #33-4000). After the incubation with the primary antibodies, the organoids were incubated with secondary antibodies at a 1:500 dilution, including Alexa Fluor^®^ 488-conjugated goat anti-mouse IgG (Invitrogen, A-11029) and Alexa Fluor^®^ 594-conjugated goat anti-rabbit IgG (Invitrogen, A-11037), for 30 min at room temperature and then with ProLong Gold Antifade Reagent with DAPI (Invitrogen, P36935) for nuclear staining. Images of most whole-mount sections were obtained via z-stack reconstruction using a Zeiss LSM 880 or LSM 780 confocal microscope (Carl Zeiss, Jena, Germany). Images were acquired and analyzed as described in the confocal microscopy and image analysis section.

### Molecular cloning and plasmid construction

The plasmids utilized in this study, including a control vector expressing *EGFP* alone (pCMV-puro-IRES2-*EGFP*) or a construct encoding HA-tagged *CBP* phosphomimetic mutants coexpressing *EGFP* (DD mutant: pCMV-puro-IRES2-*EGFP mCBP*^*S1383D/S1387D*^-HA; EE mutant: pCMV-puro-IRES2-*EGFP mCBP*^*S1383E/S1387E*^-HA), were all developed at the Biomedical Resource Core (BMRC) of the First Core Labs, National Taiwan University College of Medicine. All plasmids have a total size of 14,236 bp and utilize the *Mus musculus* CREB-binding protein (*Crebbp*; NCBI Reference Sequence: NM_001025432.1) as the backbone. To ensure proper expression and facilitate cloning, a silent mutation (V292V; c.876G>T) was introduced into the *mCbp* sequence. For the phosphomimetic constructs, site-directed mutagenesis was performed to introduce the following amino acid substitutions:

- S1383D/S1387D (DD): c.4147T>G, c.4148C>A (S1383D) and c.4159T>G, c.4160C>A, c.4161G>C (S1387D).
- S1383E/S1387E (EE): c.4147T>G, c.4148C>A, c.4149T>A (S1383E) and c.4159T>G, c.4160C>A (S1387E).

The oligonucleotide sequences for cloning and sequencing verification are provided in Supplementary Table 2. All constructs were validated by Sanger sequencing through the BMRC facility to confirm the presence of intended mutations and the integrity of the plasmid backbone.

### Lipofectamine-mediated plasmid transfection of organoids dissociated into single cells

Lipofectamine transfection of the organoids was performed with modifications to the established protocol^53^. Briefly, organoids that were dissociated into single cells were transfected with plasmids using Lipofectamine and subsequently re-embedded in Matrigel for organoid reformation. The detailed steps are described below.

The culture medium was removed, and the organoids were briefly washed with prewarmed PBS. The organoids were then collected in cold PBS and centrifuged at 9600 × *g* for 10 s. After the PBS was aspirated, 500 μL of prewarmed TrypLE (Gibco, #12563-011) containing 10 μM Y-27632 (LC Laboratories, Y-5301) was added to the tube. Organoids were mechanically disrupted by pipetting up and down ten times using a P1000 pipette and then incubated at 37 °C for 5 min. Following this incubation, further dissociation was performed by pipetting up and down approximately 20 times using a P200 tip. The enzymatic reaction was terminated by the addition of cold Advanced DMEM/F12 supplemented with GlutaMAX, HEPES, and penicillin‒streptomycin. The cells were pelleted by centrifugation at 9600 × *g* for 10 s.

Approximately 10^5^ cells were resuspended in 450 μL of organoid growth medium (as described in the "colonic crypt isolation and organoid culture" section) supplemented with 10 μM Y-27632 and kept on ice until transfection. One microgram of plasmid DNA (i.e., pCMV-puro-IRES2-*EGFP* (vector), pCMV-puro-IRES2-*EGFP mCBP*^*S1383D/S1387D*^-HA (DD), or pCMV-puro-IRES2-*EGFP mCBP*^*S1383E/S1387E*^-HA (EE)) was mixed with 1 μL of Lipofectamine Stem Transfection Reagent (Thermo Fisher Scientific, STEM00001) according to the manufacturer’s protocol. Fifty microliters of reaction mixture were added to 10^5^ single organoid cells suspended in 450 μL of organoid growth medium supplemented with 10 μM Y-27632 (without Matrigel) in a single well of a 24-well plate. The plate was then centrifuged at 600 × *g* for 1 h at 32 °C, followed by an incubation at 37 °C for 2 h. The cells were then harvested, pelleted, seeded in Matrigel in two wells of a 24-well plate, and grown in organoid growth medium supplemented with 10 μM Y-27632. The overlay medium was changed every 3 days, and the organoids were harvested on Day 5 post-transfection.

Transfected cells were identified by EGFP fluorescence. Successful delivery and expression of DD and EE mutants were confirmed by Western blotting detection of HA-CBP (Supplementary Fig. 5).

### Proximity ligation assay (PLA)

PLA was performed according to the manufacturer’s instructions (Sigma–Aldrich, #DUO92101). Primary antibodies were diluted in Duolink antibody diluent as follows: anti-CBP (Cell Signaling Technology, #7389) at 1:200, anti-p65 (Cell Signaling Technology, #6956) at 1:200, and anti-p53 (Santa Cruz Biotechnology, sc-126) at 1:200. Imaging was performed with a Zeiss LSM 780 confocal microscope (Carl Zeiss, Jena, Germany).

### Western blot analysis

Cells or organoids were lysed on ice for 30 min using RIPA buffer (Thermo Scientific, #89901) supplemented with Protease and Phosphatase Inhibitor Cocktail (Thermo Scientific, #78442) at a 1:100 dilution. Cell lysates were then centrifuged at 16,200 × *g* for 20 min at 4 °C. The supernatant was collected, and protein concentration was determined using Bio-Rad Protein Assay Dye Reagent (Bio-Rad Laboratories, #500-0006). Equal amounts of protein (30 μg) were resolved on 6–10% SDS-PAGE gels and then transferred to nitrocellulose membranes (Thermo Scientific, #88018). After transfer, membranes were blocked for 1 h at room temperature with 5% (w/v) non-fat milk in TTBS (50 mM Tris-HCl, pH 7.4, 150 mM NaCl, and 0.05% Tween 20). The membranes were then incubated with the appropriate primary antibodies overnight at 4 °C. Following washing, membranes were incubated with horseradish peroxidase (HRP)-conjugated secondary antibodies for 30 min at room temperature. Immunoblots were visualized using the T-Pro LumiDura Chemiluminescence Detection Kit (T-Pro Biotechnology, #JT96-K006M). The following primary antibodies were used: anti-p53 (1:2000; Santa Cruz Biotechnology, sc-126; Leica, NCL-L-p53-CM5p), anti-p21 (1:1000; Santa Cruz Biotechnology, sc-6246; Cell Signaling Technology, #2947), anti-ALDH1A1 (1:1000; Cell Signaling Technology, #12035), anti-HA-tag (1:1000; Cell Signaling Technology, #3724), anti-Lgr5 (1:1000; Abcam, ab75850), anti-vinculin (1:1000; Santa Cruz Biotechnology, sc-25336), anti-GAPDH (1:2000; Proteintech, #60004-1-Ig), and anti-actin (1:5000; Proteintech, #66009-1-Ig). HRP-conjugated secondary antibodies included anti-mouse IgG (#7076S, 1:10,000) and anti-rabbit IgG (#7074S, 1:10,000) from Cell Signaling Technology.

### Spheroid formation

HCT116 cells (4 × 10^3^ cells/mL in 6-well plates) were cultured in serum-free DMEM/F12 supplemented with 1% antibiotic/antimycotic Solution, 1% insulin–transferrin–selenium, 20 ng/mL EGF, and 25 ng/mL bFGF. After 5 days, the formation of spheres was evaluated.

### Reverse transcription and cDNA preparation

Total RNA was isolated from various samples, including colonic crypts, cultured colonic organoids, and T cells of the indicated mice, using TRIzol reagent (Thermo Scientific, #15596018) according to the manufacturer’s protocol. Briefly, tissues were homogenized in TRIzol, and phase separation was induced by chloroform addition. RNA was then precipitated with isopropanol, washed with 75% ethanol, and finally resuspended in nuclease-free water. For cDNA synthesis, 2 μg of total RNA from each sample was mixed with 1 μL of Oligo(dT)_20_ primer and nuclease-free water to a total volume of 15 μL. The mixture was incubated at 70 °C for 5 min to denature secondary structures within the RNA template, followed by immediate cooling to 4 °C for at least 1 min to prevent renaturation. Subsequently, 10 μL of Master Mix containing M-MLV RT 5× Reaction Buffer (5 μL, Promega, #M531A), 10 mM dNTP (1 μL, FocusBio, #BTCP-10M), M-MLV Reverse Transcriptase (1 μL, Promega, #M1705), and RNase inhibitor (0.625 μL, Promega, #N2518) was added to each tube. The reverse transcription reaction was performed at 42 °C for 1 h using a Biometra T3 thermocycler (Biometra). The resulting cDNA was stored at −20 °C until further use.

### Real-time PCR and primer sequences

Real-time PCR was performed using Applied Biosystems (ABI) PowerTrack SYBR Green Master Mix (Thermo Fisher Scientific, #A46109) on ABI QuantStudio 5 Real-Time PCR System (Thermo Fisher Scientific). All samples were analyzed in technical duplicate, and target gene expression levels were normalized to *Actin* or *Gapdh* using the 2^−^^ΔΔC^_T_ method. The mouse primer sequences used were as follows:

- Figures 6d, 6e and 7e: *Vcan* (5′-GGACCAAGTTCCACCCTGACAT-3′ and 5′-CTTCACTGCAAGGTTCCTCTTCT-3′); *Actin* (5′-CATTGCTGACAGGATGCAGAAGG-3′ and 5′-TGCTGGAAGGTGGACAGTGAGG-3′).
- Supplementary Figs. 2 and 3: *Tbx21* (5′-CAACAACCCCTTTGCCAAAG-3′ and 5′-TCCCCCAAGCAGTTGACAGT-3′); *Ifng* (5′-CAAGTGGCATAGATGTGGAAG-3′ and 5′-GAAGAAGGTAGTAATCAGGTGTG-3′); *Gata3* (5′-AGAACCGGCCCCTTATCAA-3′ and 5′-AGTTCGCGCAGGATGTCC-3′); *Cmaf* (5′-GAGCAGCGACAACCCTTC-3′ and 5′-CCCACGGAGCATTTAACAAG-3′); *Il4* (5′-TAGTTGTCATCCTGCTCTTCTT-3′ and 5′-GTGTTCTTCGTTGCTGTGAG-3′); *Rorc* (5′-CGCCTCACCTGACCTACC-3′ and 5′-TTGCCTCGTTCTGGACTATAC-3′); *Il17* (5′-AGGCAGCAGCGATCATCC-3′ and 5′-TGGAACGGTTGAGGTAGTCTG-3′); and *Il2rb* (5′-GTCCATGCCAAGTCGAACCT-3′ and 5′-GGATGCCTGCCTCACAAGAG-3′); and *Gapdh* (5′-CATCACTGCCACCCAGAAGACTG-3′ and 5′-ATGCCAGTGAGCT TCCCGTTCAG-3′).

### RNA sequencing and bioinformatics

Total RNA samples (3–5 μg) were sent to Genomics BioSci & Tech (New Taipei City, Taiwan) for mRNA enrichment using oligo(dT) magnetic beads, and indexed dsDNA libraries were constructed using the Illumina TruSeq RNA Sample Preparation Kit (Illumina) for further processing and bioinformatics analysis.

### Flow cytometry analysis

CD4^+^ and CD8^+^ T cells were isolated from the spleens, peripheral lymph nodes, and mesenteric lymph nodes (mLNs) of *CBP*^*WT*^ and *CBP*^*AA*^ mice and were then stained with anti-CD4 (1:100; PE; eBioscience, #12-0042-82), anti-CD8α (1:200; APC; BioLegend, #100711), and anti-TCR-β (1:100; FITC; BioLegend, #109205) antibodies and gated on CD4^+^ T cells (TCR-β^+^CD4^+^) and CD8^+^ T cells (TCR-β^+^CD8^+^). Naïve CD4^+^ T cells were isolated from the peripheral lymph nodes of *CBP*^*WT*^ and *CBP*^*AA*^ mice, stained with anti-CD4 (1:200; FITC; BioLegend, #100510) and anti-CD62L (1:200; PE; BioLegend, #104407) antibodies, and gated on naïve CD4^+^ T cells (CD4^+^CD62L^hi^). The cells were analyzed by flow cytometry (FACSAria III, BD). Representative gating strategies and isotype controls for splenic CD4^+^ and CD8^+^ T cell characterization are provided in Supplementary Figs. 9 and 10, respectively. Data analysis and gating were performed using FlowJo software.

### Isolation of colonic epithelial cells from crypts for flow cytometry analysis

The colons of *Lgr5-eGFP* reporter mice were removed, cut longitudinally, and washed five times with cold PBS. Following an incubation for 5 min at 37 °C in a 30 mM EDTA solution, the colonic crypts were released from the colon tissue by mechanical vortexing in wash buffer (0.1% BSA in PBS), and this process was repeated three times. The supernatant, which was enriched with colonic crypts, was centrifuged 2 times at 80 × *g* and 40 × *g* for 10 min at 4 °C. Isolated colonic crypts were resuspended in 5 mL of TrypLE Express supplemented with Y-27632 (1:1000 stock dilution) and transferred into C-tubes. Using the program m-intestine-1, the crypts were dissociated with the GentleMACS dissociator at room temperature, and the c-tube was incubated for 8 min in a water bath at 37 °C. After the incubation, the program m-intestine-1 was run again. Dissociated crypt cells were resuspended in organoid medium and filtered through a 40-μm cell strainer, and colonic single epithelial cells were analyzed by flow cytometry (LSRFortessa, BD) through the service provided by the Flow Cytometric Analysis and Sorting Core (the First Core Laboratory, National Taiwan University College of Medicine). The sequential gating hierarchy for the isolation of colonic *Lgr5-GFP*^+^ stem cells, including debris removal and doublet exclusion, is detailed in Supplementary Fig. 11. *Lgr5-GFP*^+^ cells were gated using GFP-negative crypt cells (from mice without the *Lgr5-eGFP* reporter) as a negative control to define background autofluorescence. Data analysis and gating were performed using BD FACSDiva software.

### Statistical analysis

The sample size (*n*) refers to the number of independent biological replicates in each group, specifically representing individual mice or individual human donors/patients as indicated in the respective figure legends. For all organoid experiments, *n* denotes independent biological replicates, with each replicate representing an organoid line established from a separate donor mouse. For organoid diameter and organoid-forming efficiency experiments, each data point represents the average value derived from at least three technical replicates (wells) per mouse. To ensure reproducibility and minimize batch effects, all samples within a comparative set were processed, stained, and imaged in parallel. Data were analyzed using unpaired two-tailed Student’s *t-* tests with GraphPad Prism 10 software. Data distribution was assumed to be normal, and variances were similar between groups being compared. All quantitative data are presented as mean ± SEM. Statistical significance was defined as *p* < 0.05, with exact *p*-values provided directly on the graphs.

### Study approval

Human tissue samples were obtained with informed consent from all participants, and the study protocol was approved by the Institutional Review Board (IRB) of National Taiwan University Hospital. All studies involving human paraffin-embedded colon sections were conducted under the approval of the IRB (Nos. 201705031RIND and 202404149RINC). All animal experiments were approved by the National Taiwan University College of Medicine Institutional Animal Care and Use Committee (IACUC; Nos. 20170357, 20170454, 20200054, 20210223, 20220486, 20230281, and 20240106).

### Reporting summary

Further information on the research design is available in the Nature Portfolio Reporting Summary linked to this article.

## Supplementary information

Supplementary Information

Reporting Summary

Transparent Peer Review file

## Source data

Source Data

## Data Availability

The RNA sequencing data generated in this study have been deposited in the Gene Expression Omnibus (GEO) database under accession code GSE295556. The processed figures and source data are available in the Figshare database under 10.6084/m9.figshare.28837331. The raw confocal immunofluorescence images are protected and are not available in a public repository due to data privacy laws, as the metadata contains non-de-identifiable patient identifiers; however, these data are available from the corresponding author upon request. The source data generated in this study are provided in the Source Data file. Source data are provided with this paper.

# Supplementary material for: CBP phosphorylation maintains intestinal homeostasis by supporting the stem cell niche through versican
**Source:** Nat Commun. 2026 Mar 28;17:4583. doi: 10.1038/s41467-026-71083-x
**Supplement:** Supplementary file 1 — Supplementary Information

**Supplementary Information**

**CBP phosphorylation maintains intestinal homeostasis by supporting the stem cell niche through versican**

**Authors:** Yi-Ting Lin^1^, Chi Liu^1^, Yu-Hua Hsu^2^, Shi-Chuen Miaw^2^, Ming-Shiang Wu^3^, and Ching-Chow Chen^1*^

**Correspondence** **to:** Dr. Ching-Chow Chen, 

**Inventory of Supplementary Information**

Supplementary Table 1

Supplementary Table 2

Supplementary Figure 1, related to Fig. 1

Supplementary Figure 2, related to Fig. 2

Supplementary Figure 3, related to Fig. 2

Supplementary Figure 4, related to Fig. 4

Supplementary Figure 5, related to Fig. 5

Supplementary Figure 6, related to Fig. 7

Supplementary Figure 7, related to Fig. 4

Supplementary Figure 8, related to Fig. 5 and 8

Supplementary Figure 9, related to Supplementary Figure 2g

Supplementary Figure 10, related to Supplementary Figure 2h

Supplementary Figure 11, related to Supplementary Figure 7a

**Supplementary Table**

**Supplementary Table 1 Statistical results of genotyping in *CBP^AA^* mice.**

|  | +/m x +/m | | |
| --- | --- | --- | --- |
| Genotype of offspring | WT | +/m | AA |
| Born | 62 | 100 | 42 |
| Ratio | 1 | 1.61 | 0.68 |
| Expected ratio | 1 | 2 | 1 |

**Supplementary Table 2 Primers used for plasmid construction and sequencing.**

| Primer Name | Sequence (5' to 3') | Usage / Target |
| --- | --- | --- |
| BMRC-6585 | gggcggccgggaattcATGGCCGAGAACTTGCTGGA | pCMV-puro-IRES2-EGFP_mCBP (EcoRI) |
| BMRC-6262 | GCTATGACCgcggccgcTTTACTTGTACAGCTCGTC | pCMV-puro-IRES2-EGFP_mCBP (NotI) |
| BMRC-6258 | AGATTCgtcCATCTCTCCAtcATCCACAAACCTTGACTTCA | mCBP S1383D S1387D (DD) |
| BMRC-6587 | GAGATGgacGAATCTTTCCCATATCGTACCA | mCBP S1383D S1387D (DD) |
| BMRC-6591 | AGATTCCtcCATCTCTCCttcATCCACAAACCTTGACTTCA | mCBP S1383E S1387E (EE) |
| BMRC-6264 | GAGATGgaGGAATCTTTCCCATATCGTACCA | mCBP S1383E S1387E (EE) |
| BMRC-6260 | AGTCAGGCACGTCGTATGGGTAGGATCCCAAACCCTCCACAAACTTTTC | IRES2-GFP |
| BMRC-6589 | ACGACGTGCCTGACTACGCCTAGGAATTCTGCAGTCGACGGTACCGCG | IRES2-GFP |
| BMRC-6593 | GAGGCATGACCAAGATGG | for DNA sequencing (on mCBP) |
| BMRC-6595 | GGGGCTACCAATCCACTG | for DNA sequencing (on mCBP) |
| BMRC-6597 | AACCCTCTGAACATGCTG | for DNA sequencing (on mCBP) |
| BMRC-6599 | CTCCTAGGAATCCCAGAT | for DNA sequencing (on mCBP) |
| BMRC-6601 | TCTCTTCCTTACGCCGCT | for DNA sequencing (on mCBP) |

**Supplementary Figures**

**
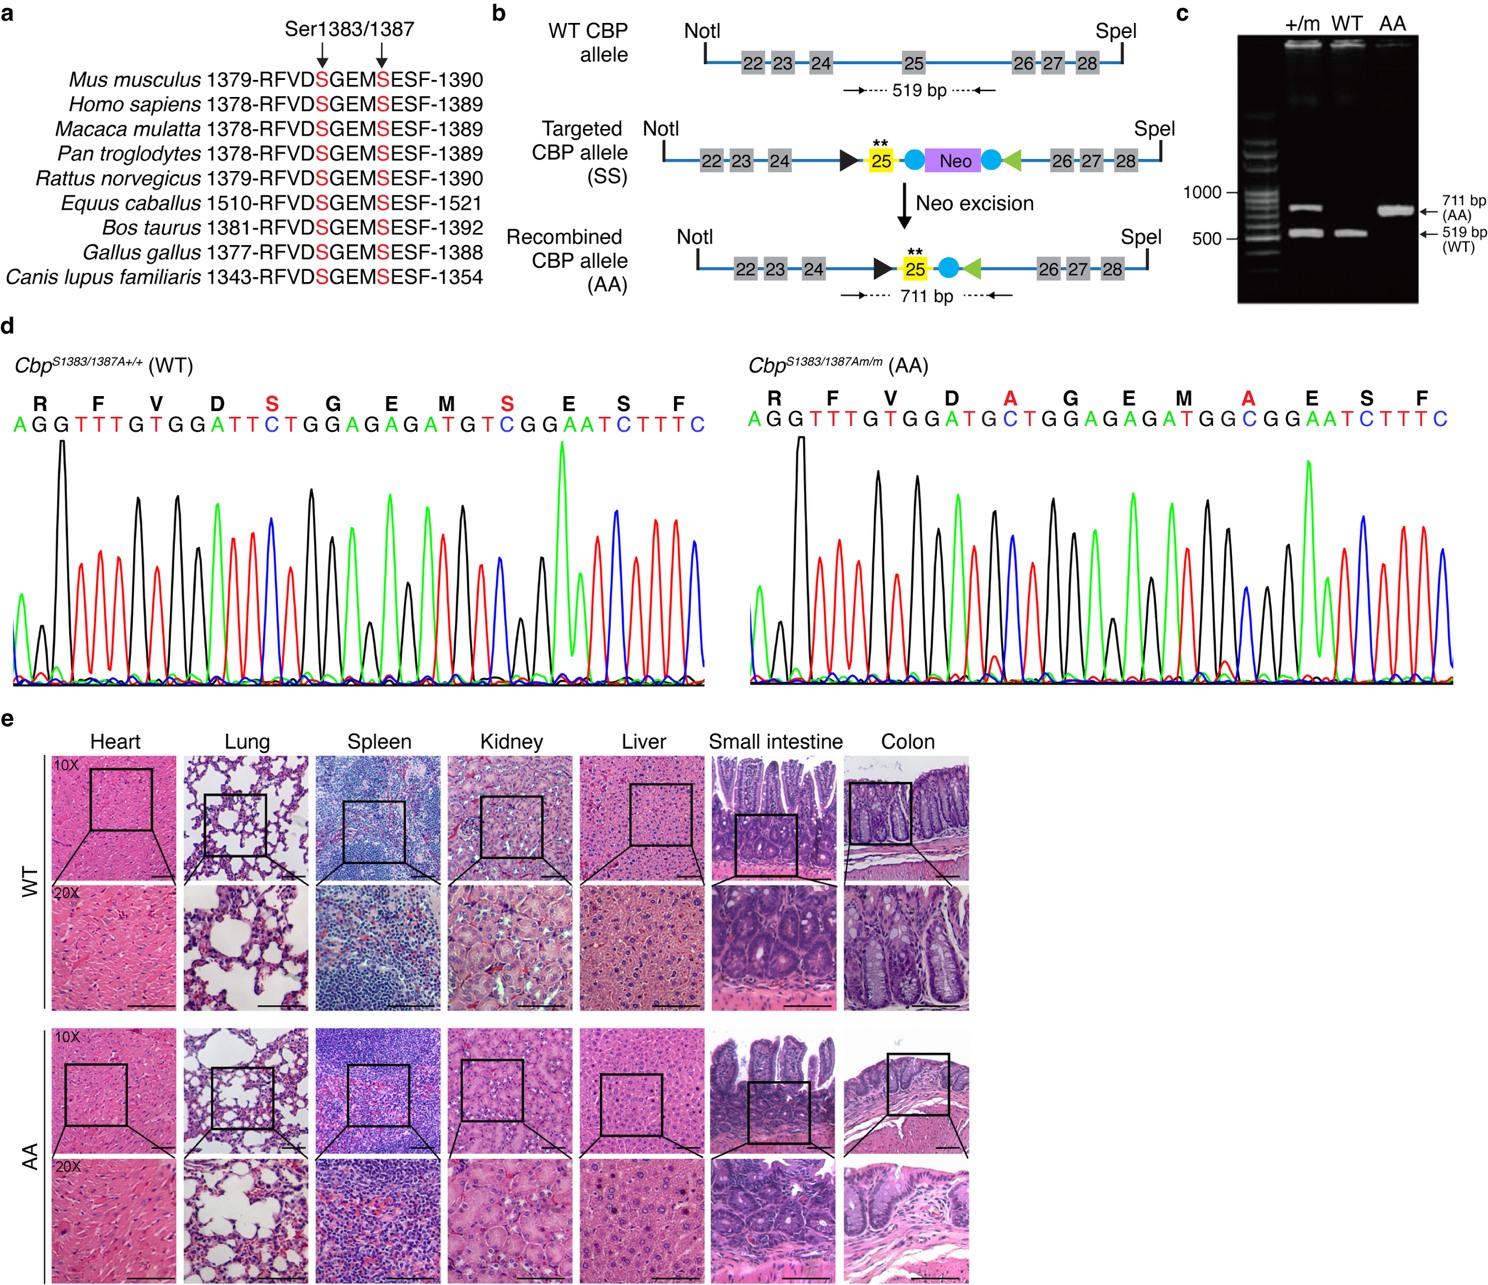
Supplementary Figure 1** **CBP phosphorylation sites, targeting strategy, genotyping and H&E in conventional *CBP^AA^* knock-in mice.** **a** CBP phosphorylation sites at Ser1383/1387 (in mice) are conserved across eukaryotic species. **b** Targeting strategy for conventional *CBP^AA^* knock-in mice (*CBP^AA^* mice). **c, d** Genomic DNA extracted from the tails of *CBP^WT^* and *CBP^AA^* mice. The WT and AA alleles were amplified by PCR (**c**). Molecular weight markers are indicated in base pairs (bp). The PCR products were purified, and mutant bases were confirmed by sequencing (**d**). Chromatograms show the confirmed codons for Alanine (A) in SSAA mutants compared to Serine (S) in WT. **e** All organ sections were counterstained with hematoxylin and eosin (H&E), and high-magnification images of the areas enclosed by black outlines are shown. Representative images from n = 3 mice per genotype with similar results are shown. Scale bars, 100 μm. Source data are provided as a Source Data file.

**
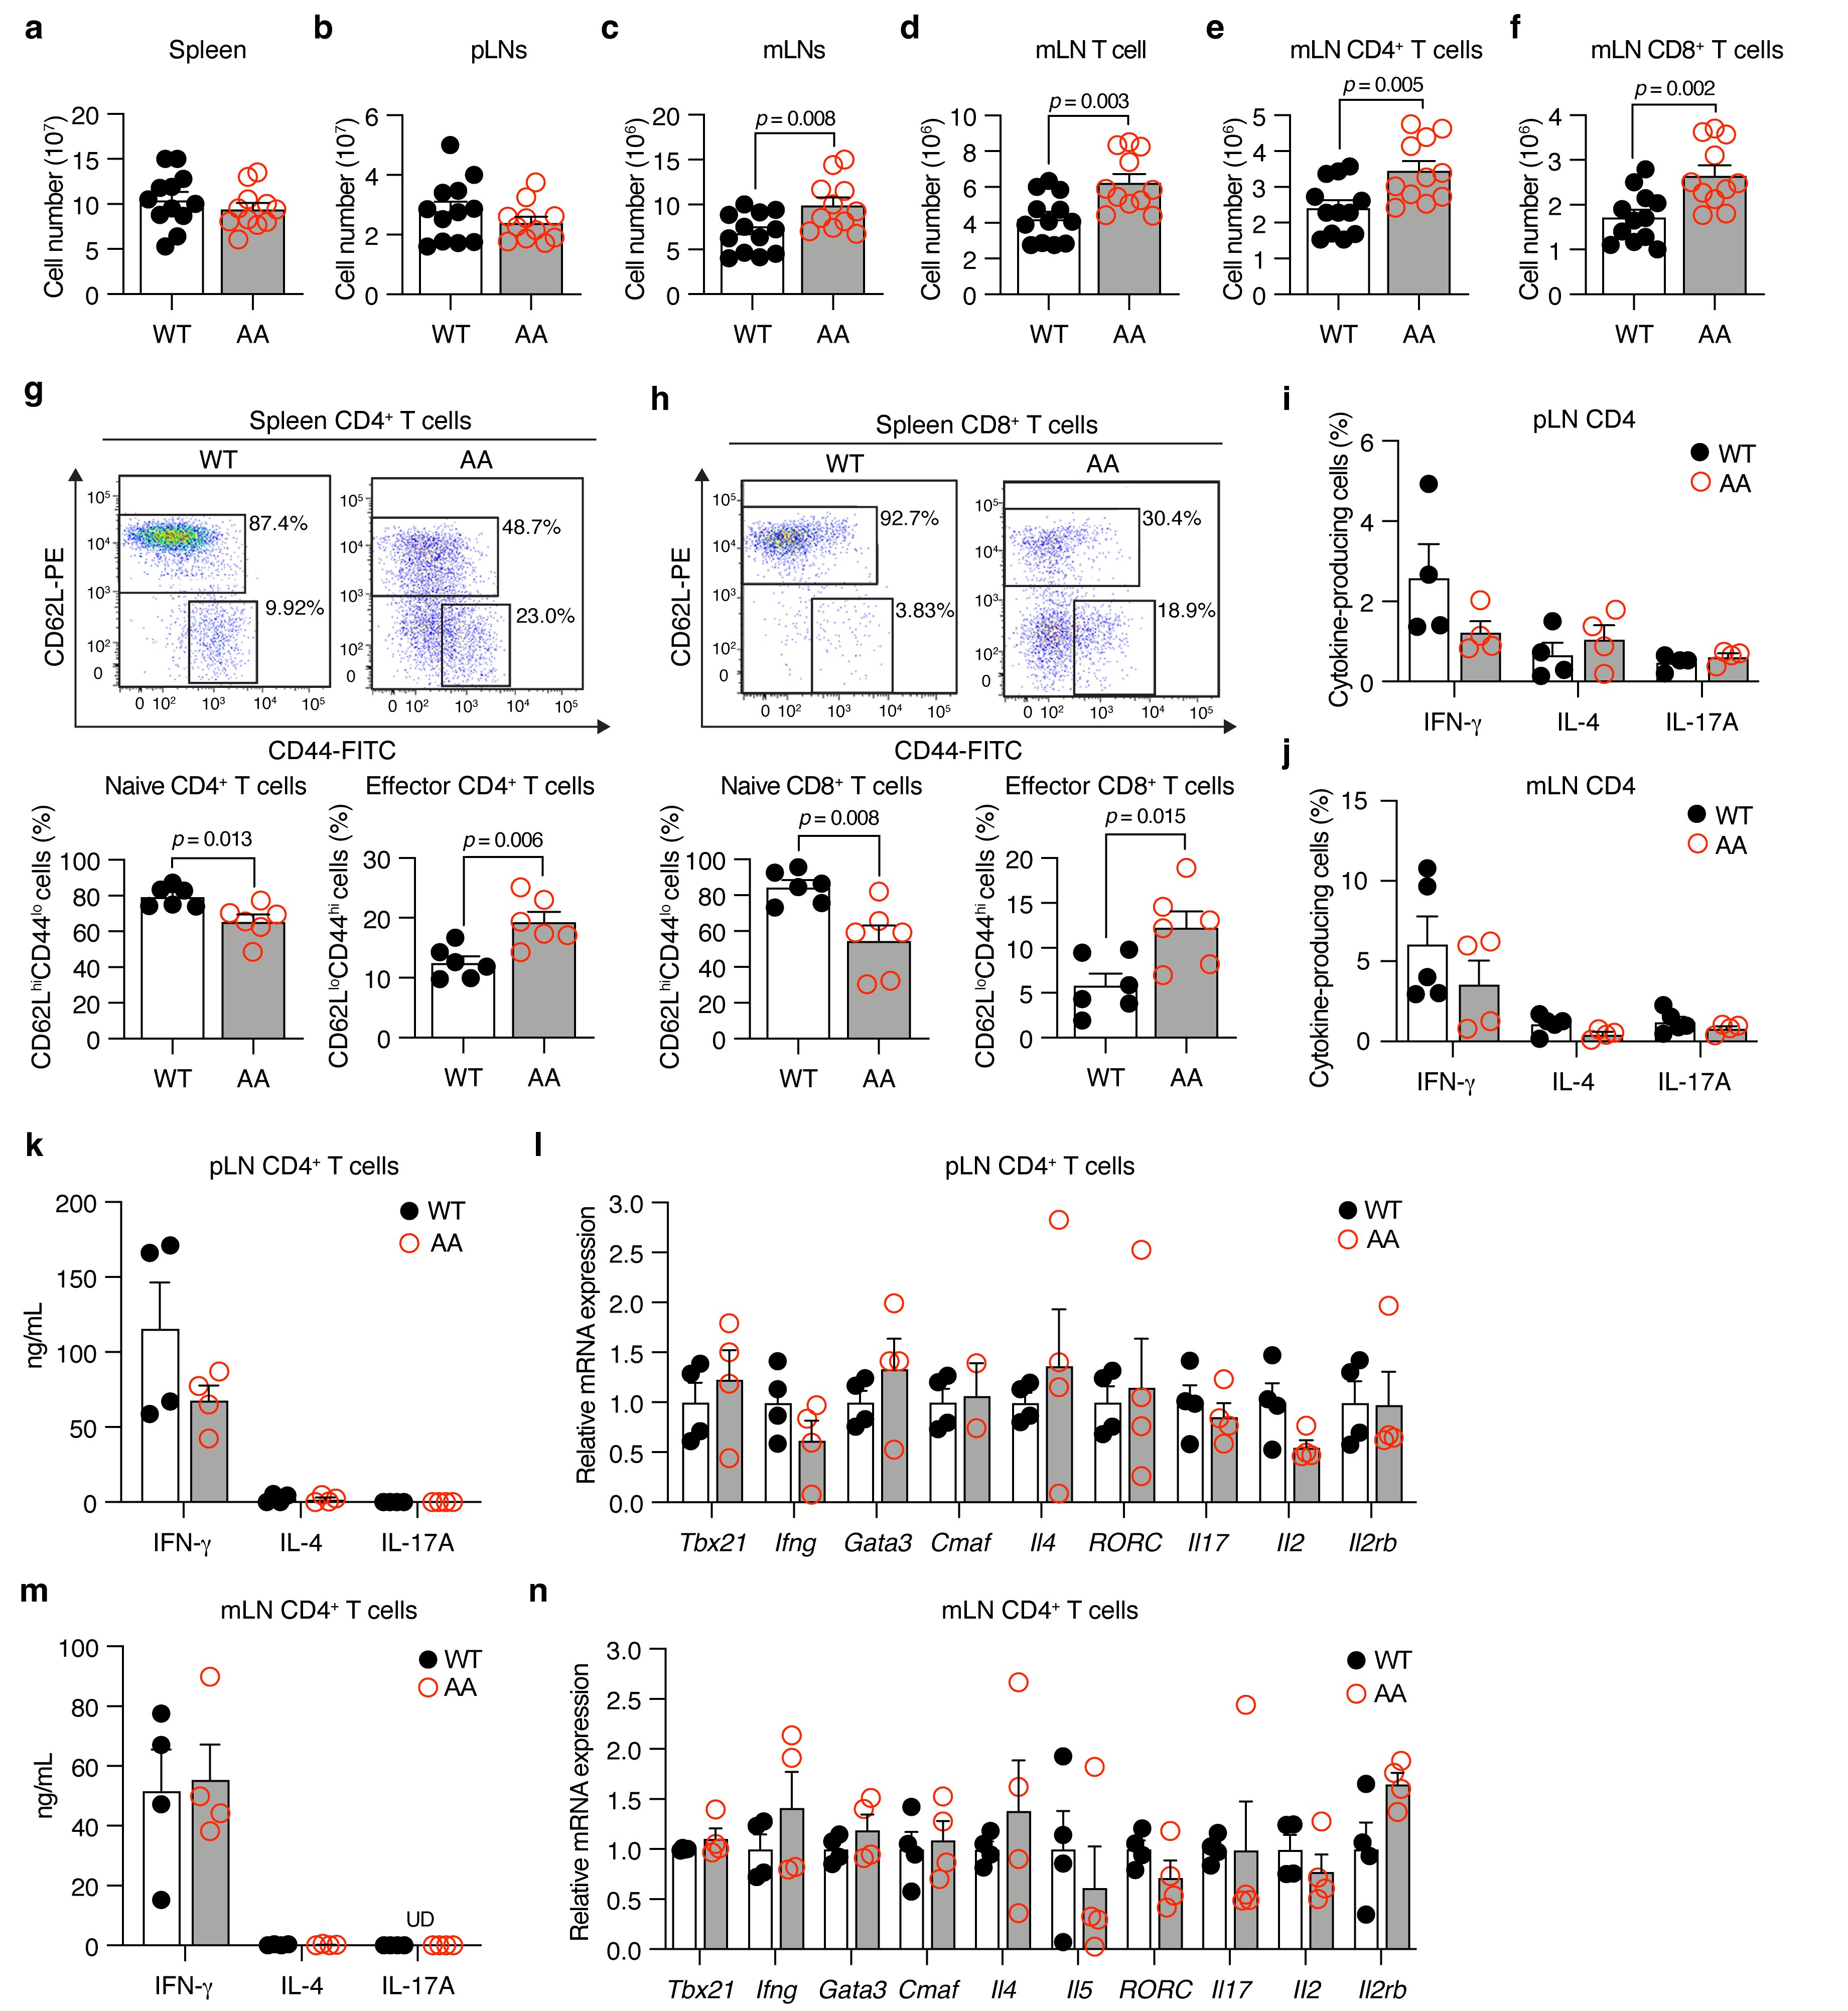
Supplementary Figure 2 Impaired CBP phosphorylation does not interfere immune cells.** Absolute cell numbers in the spleen (**a**), peripheral lymph nodes (pLNs) (**b**), and mesenteric lymph nodes (mLNs) (**c**) from *CBP^WT^* and *CBP^AA^* mice. **d**-**f** Cellularity of T cells (**d**), CD4^+^ T cells (**e**), and CD8^+^ T cells (**f**) in mLNs, analyzed by flow cytometry. n = 12 mice for *CBP^WT^*, n = 11 mice for *CBP^AA^*. **g**, **h** Percentage of naïve (CD62L^hi^CD44^lo^) and effector/memory T cells (CD62L^lo^CD44^hi^) among CD4^+^ **(g)** and CD8^+^ **(h)** populations in the spleen. n = 6 mice per group. For the detailed sequential gating strategy, see Supplementary Figure 9 and 10. **i**-**n** Functional analysis of sorted CD4^+^ T cells from pLNs and mLNs. T cells were isolated via flow cytometry (CD4^+^TCR-β^+^), cultured with anti-CD3 (1 μg/mL), anti-CD28 (1 μg/mL), and IL-2 (100 U/mL) for 4 days, and restimulated with PMA (50 ng/mL) and ionomycin (500 ng/mL) for 3 h prior to flow cytometric analysis **(i, j)**. For cytokine and gene expression assays **(k–n)**, cells were restimulated with anti-CD3 (1 μg/mL) for 24 h to collect supernatants for ELISA or processed for qPCR analysis. n = 4 mice per group. Data are presented as mean ± SEM. All *p* values were calculated using unpaired two-tailed Student’s *t*-test and are indicated on the graphs. Source data are provided as a Source Data file.

**
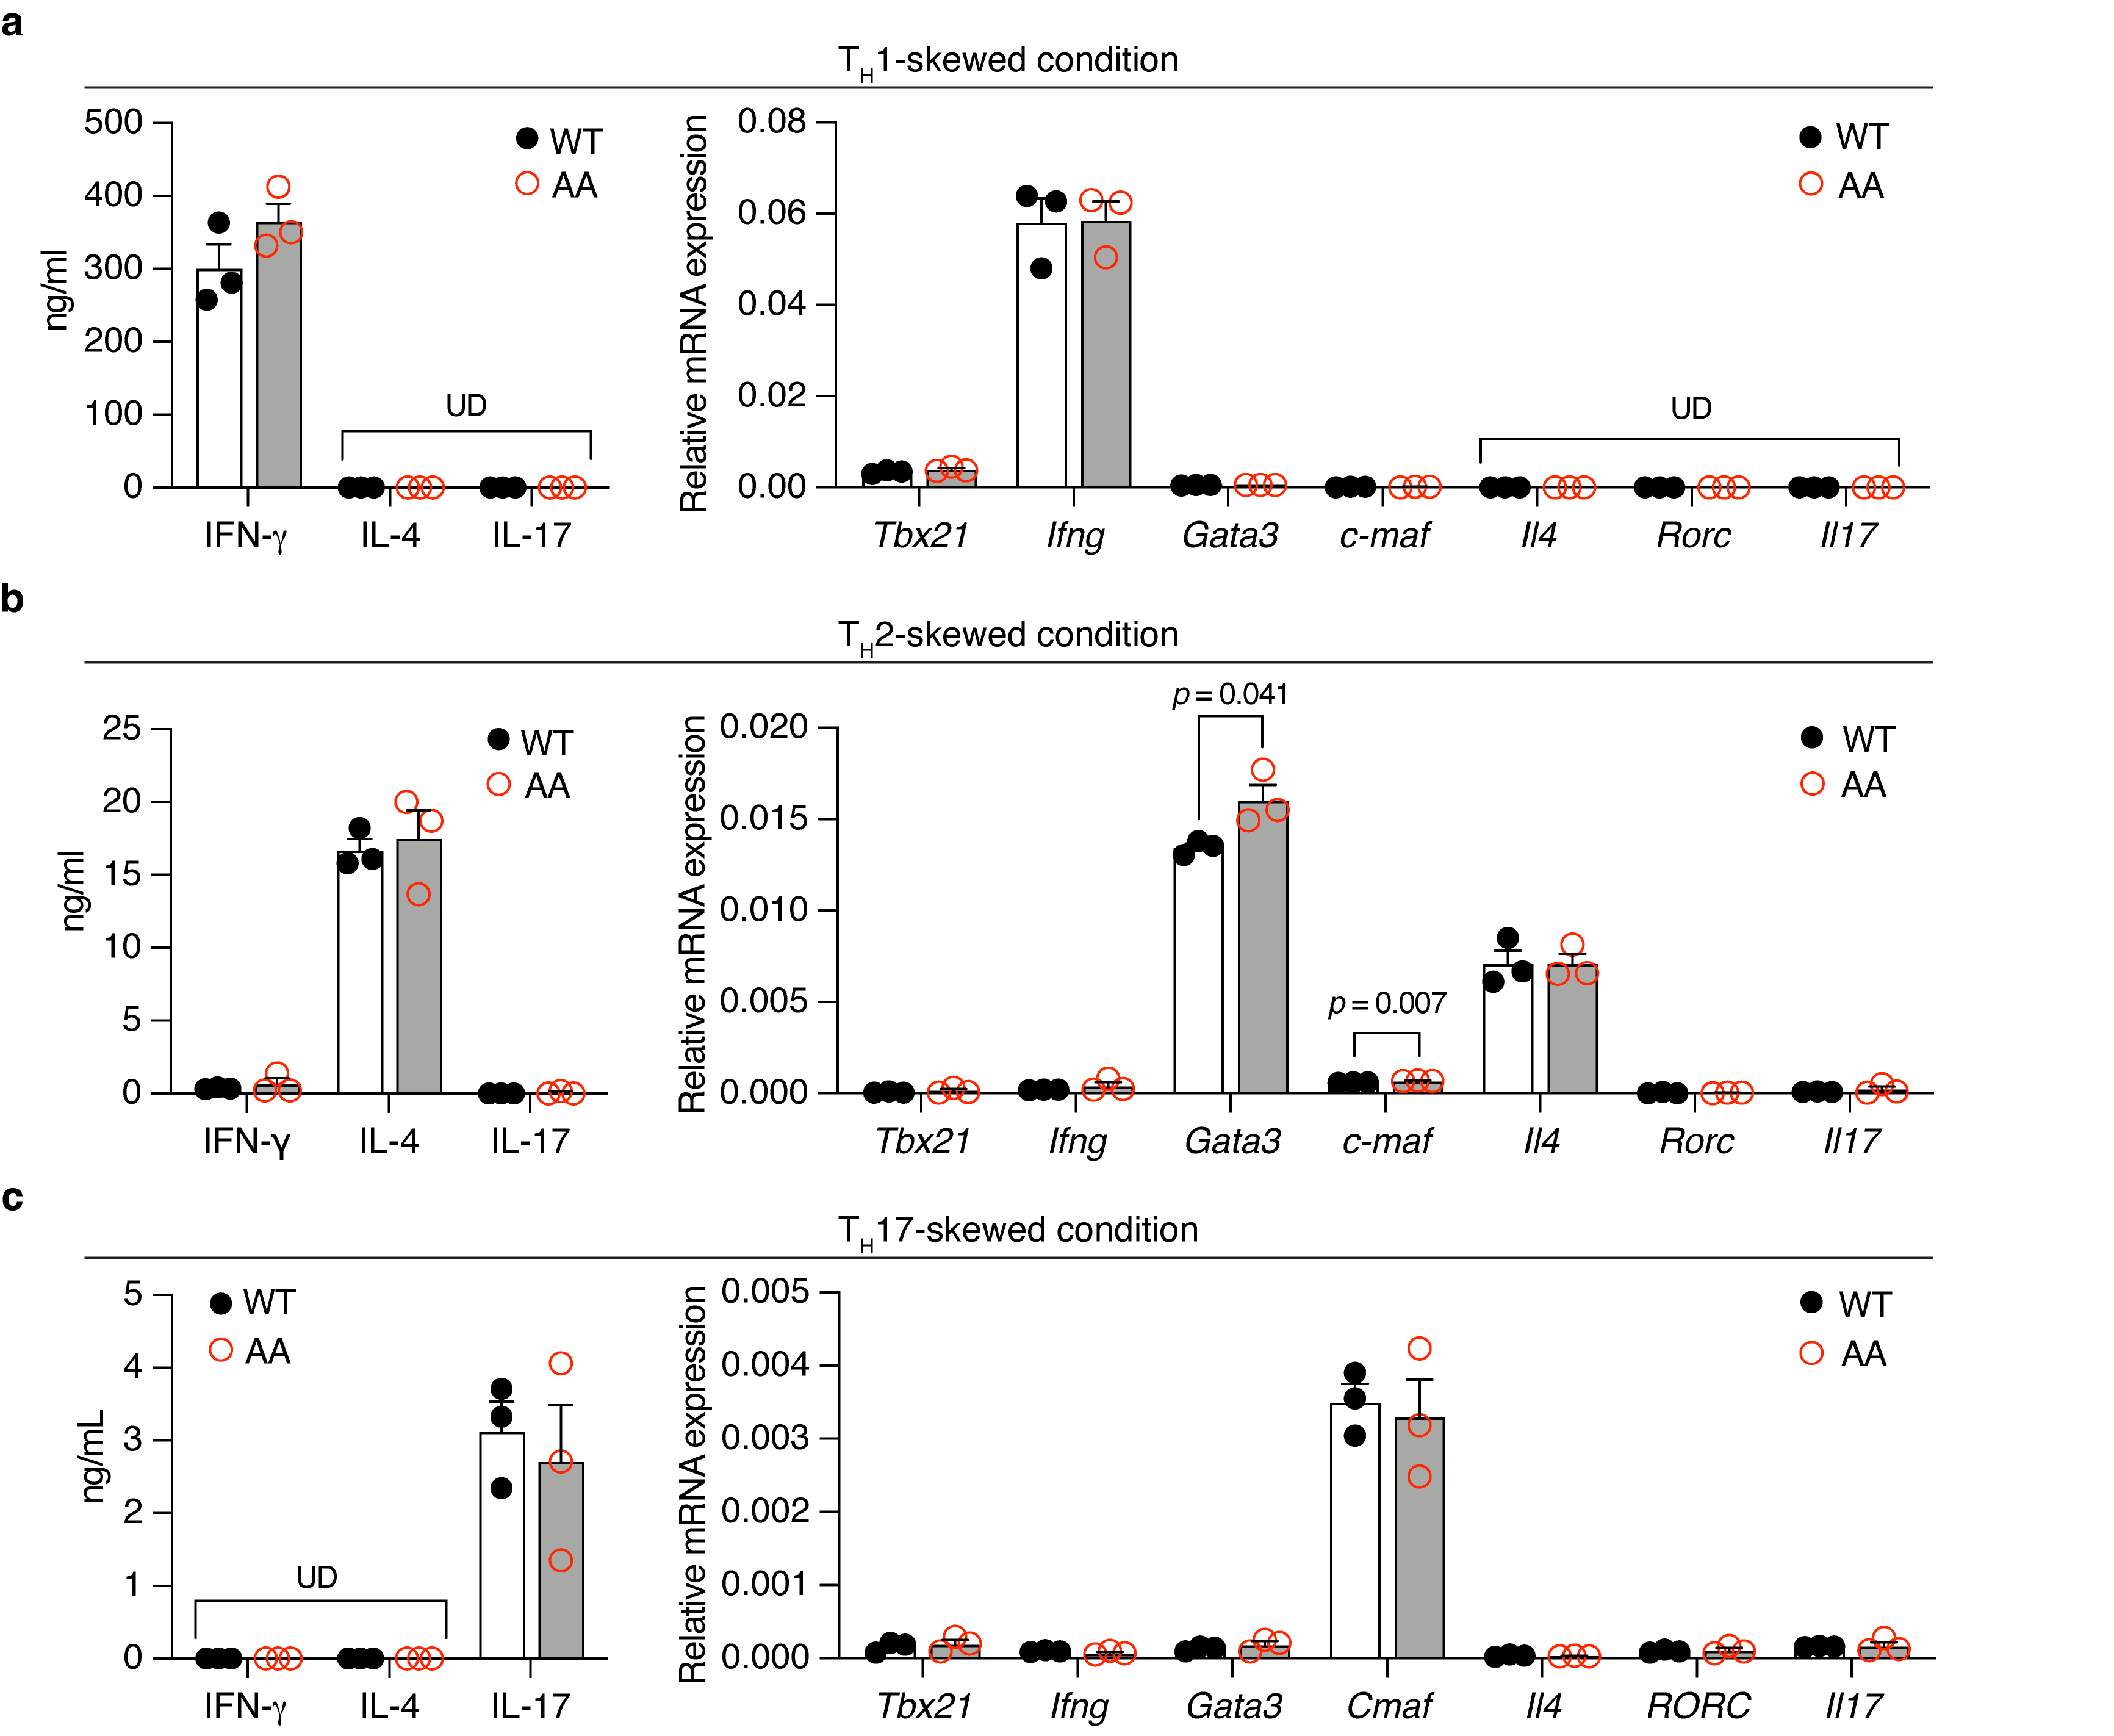
**

**Supplementary Figure 3 Impaired CBP phosphorylation does not interfere differentiation potential of T_H_ subsets. a**-**c** Naïve CD4^+^ T cells (CD62L^hi^CD44^lo^) sorted from the peripheral lymph nodes of *CBP^WT^* and *CBP^AA^* mice were cultured under the T_H_1 (**a**), T_H_2 (**b**) or T_H_17 (**c**) skewing conditions for 4 days. The skewing recipes were as follows: T_H_1: IL-12 (1 ng/mL), IL-2 (100 U/mL), and anti-IL-4 (10 μg/mL); T_H_2: IL-4 (10 ng/mL), IL-2 (100 U/mL), and anti-IFN-γ (10 μg/mL); T_H_17: IL-6 (20 ng/mL), TGF-β (2.5 ng/mL), IL-23 (20 ng/mL), soluble anti-CD28 (2 μg/mL), anti-IFN-γ (10 μg/mL), and anti-IL-4 (10 μg/mL). All conditions used wells coated with anti-CD3ε (1 μg/mL) for primary stimulation, with T_H_1 and T_H_2 conditions supplemented with soluble anti-CD28 (1 μg/mL). Following differentiation, cells were restimulated with anti-CD3ε (1 μg/mL) for 24 h. Cytokine production in supernatants and mRNA expression levels were analyzed by ELISA and qPCR, respectively. Gene expression levels were normalized to β-actin. n = 3 mice per group. Data are presented as mean ± SEM. All *p* values were calculated using unpaired two-tailed Student’s *t*-test and are indicated on the graphs. UD, undetectable. Source data are provided as a Source Data file.

**
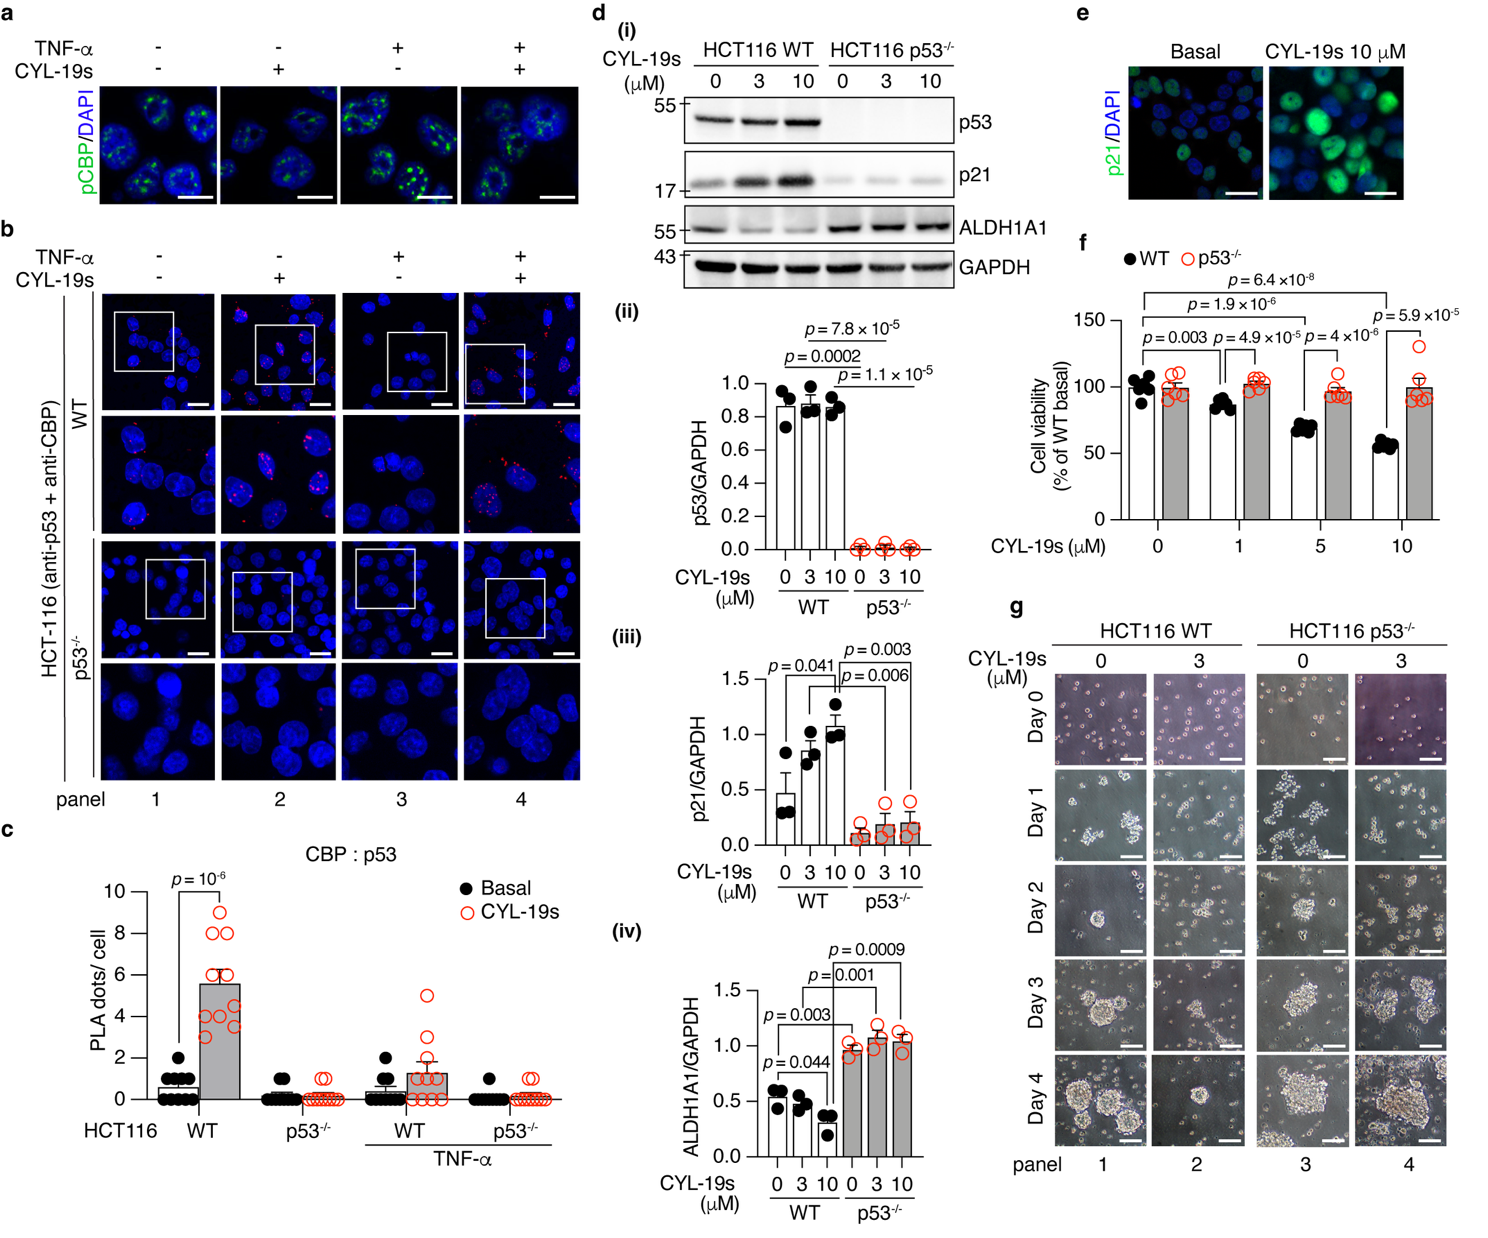
**

**Supplementary Figure 4 Impaired phosphorylation of CBP reduces spheroid formation in HCT116 cells.** HCT116 WT and *p53^-/-^* cells were treated with CYL-19s at indicated concentrations for 24 hours, followed by treatment with or without 10 ng/mL TNF-α for an additional 2 hours. **a** Representative immunofluorescence images of phospho-CBP (pCBP) staining. **b**, **c** Representative images (**b**) and quantification (**c**) of PLA detecting the association between CBP and p53. Nuclei were counterstained with DAPI to identify individual cells. Quantification of PLA signals (dots) per cell. For each group, 10 cells were randomly selected for quantification using ImageJ. Scale bars, 20 μm. **d** Representative immunoblots (**i**) and quantification (**ii**-**iv**) of the indicated proteins in total lysates. Band intensities were quantified using ImageJ and normalized to GAPDH, which served as a loading control. n = 3 independent biological replicates. **e** Representative immunofluorescence staining of p21 in HCT116 cells. Nuclei were counterstained with DAPI. Scale bars, 20 μm. **f** Cell viability measured by WST-1 assay. Viability was normalized to HCT116 WT cells treated with 0 μM CYL-19s (basal). n = 6 independent biological replicates. **g** Representative images of sphere formation from day 1 to day 4. Scale bars, 100 μm. Results for **a–c**, **e**, and **g** are representative of n = 3 independent experiments with similar results. Data are presented as mean ± SEM. All *p* values were calculated using unpaired two-tailed Student’s *t*-test and are indicated on the graphs. Source data are provided as a Source Data file.

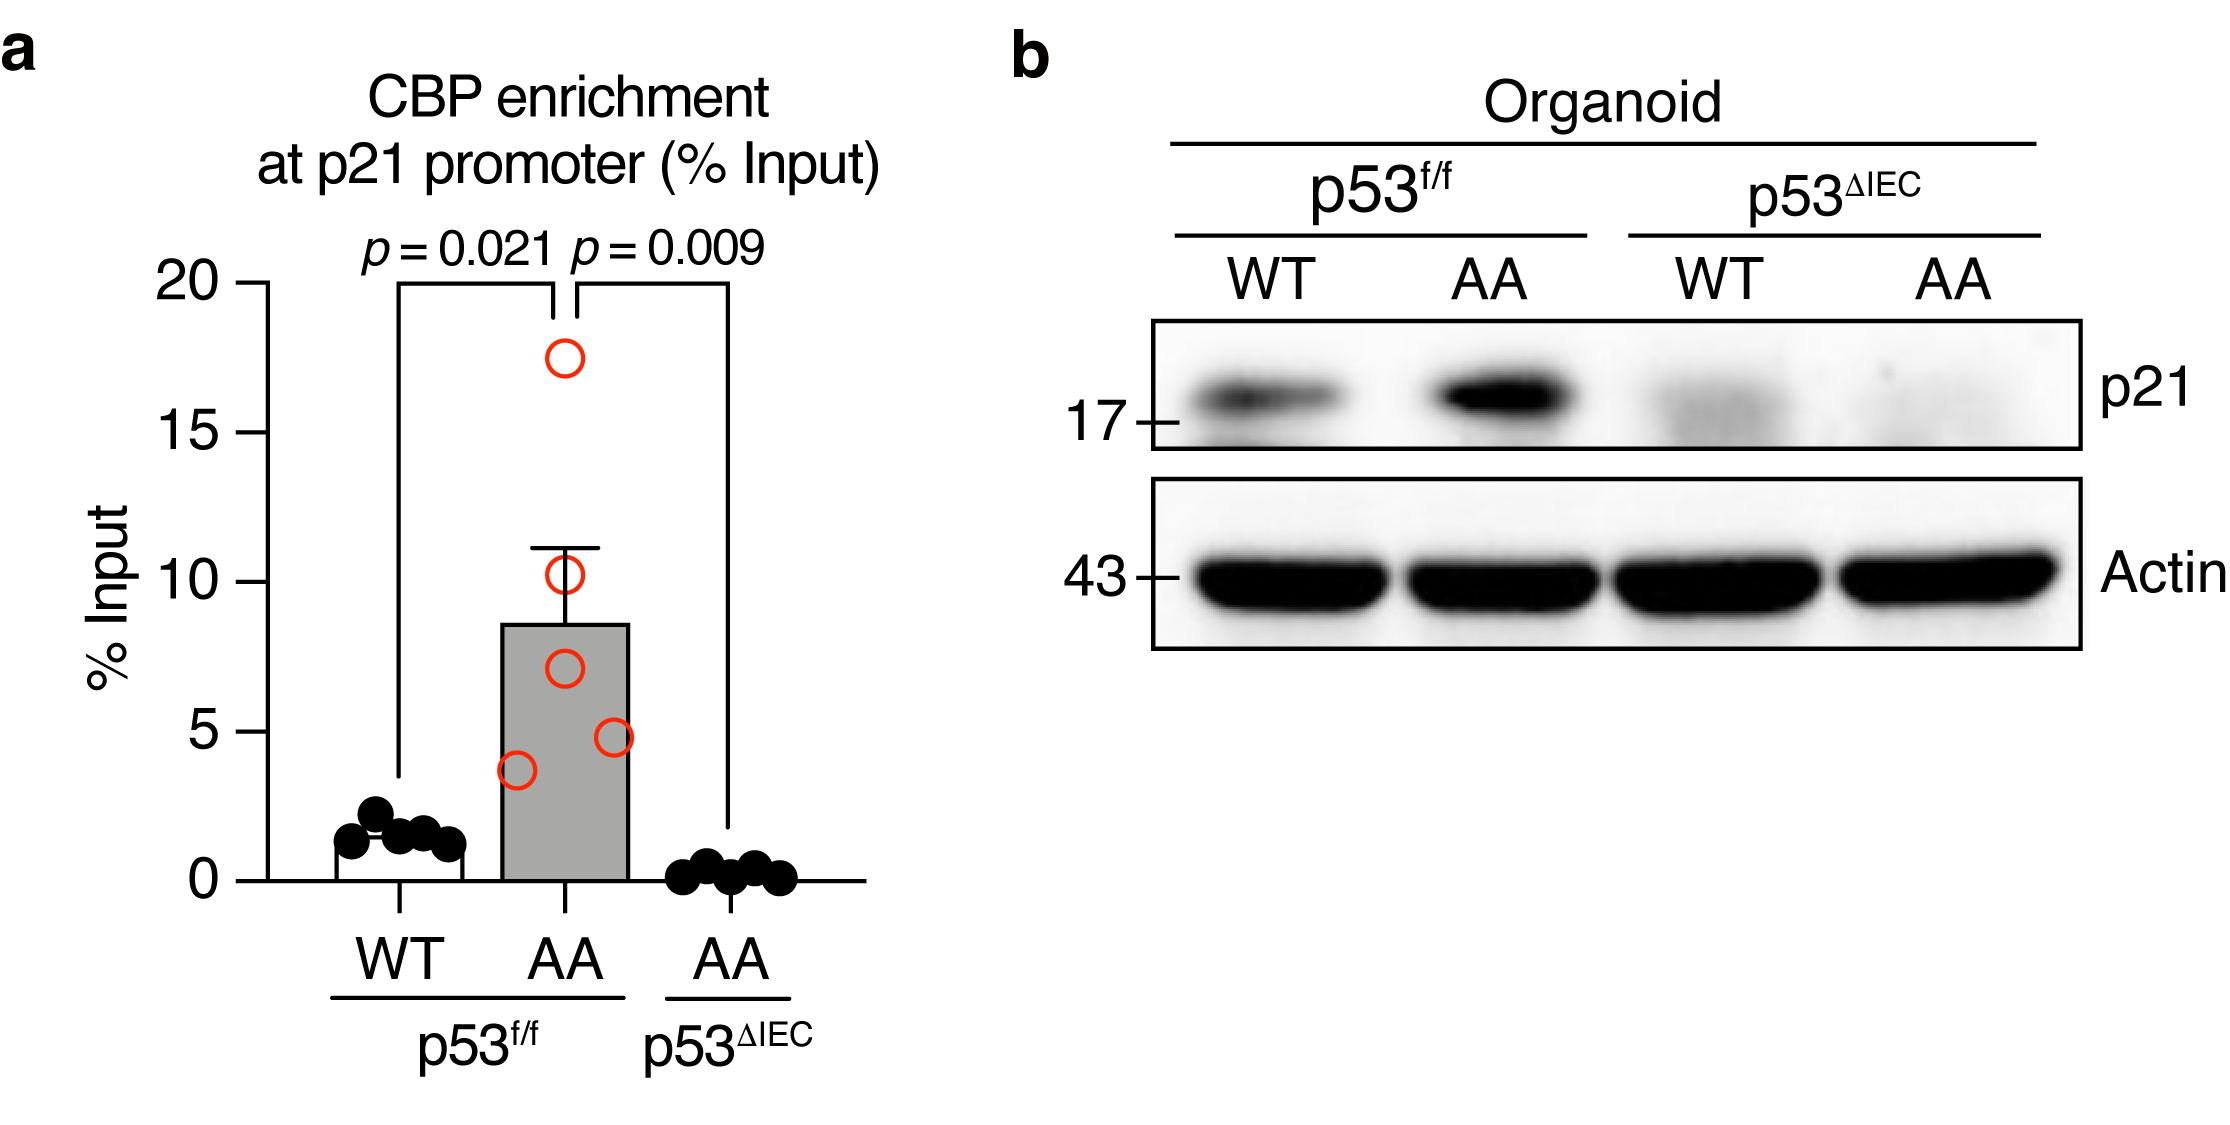

**Supplementary Figure 5 Direct regulation of CBP on p53 is enhanced at the p21 promoter to mediate gene expression in *CBP^AA^* mice. a** Enrichment of CBP at the p21 (*Cdkn1a*) promoter in isolated colonic crypts from *CBP^WT^p53^f/f^*, *CBP^AA^p53^f/f^* and *CBP^AA^p53^ΔIEC^* mice, measured by CUT&RUN assay using anti-CBP antibody. Data are presented as % input normalized to the input DNA of each sample. n = 5 mice per group. **b** Immunoblots showing p21 levels in total lysates from cultured organoids on Day 6. β-Actin served as a loading control. Data from a single experiment are presented due to limited sample availability from organoid cultures. Data are presented as the means ± SEMs. All *p* values were calculated using an unpaired two-tailed Student’s *t* test and are indicated on the graphs. Source data are provided as a Source Data file.

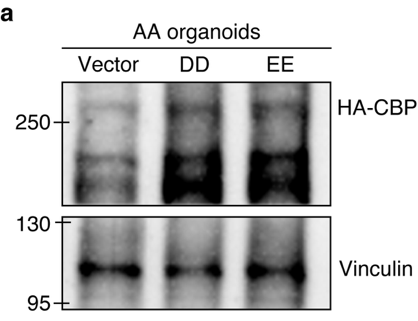

**Supplementary Figure 6 Expression of phospho-mimetic CBP mutants in *CBP^AA^p53^f/f^* organoids.** Western blot analysis of HA-tagged CBP expression in day 5 cultured *CBP^AA^p53^f/f^* organoids transfected with pCMV-puro-IRES2-*EGFP* (vector), pCMV-puro-IRES2-*EGFP mCBP^S1383D/S1387D^*-HA (DD), or pCMV-puro-IRES2-*EGFP mCBP^S1383E/S1387E^*-HA (EE) using Lipofectamine. The presence of HA-CBP (DD and EE mutants) was detected using an anti-HA antibody to verify protein expression. Vinculin served as a loading control. Data from a single experiment are shown due to limited sample availability from transfected organoids. Source data are provided as a Source Data file.

**
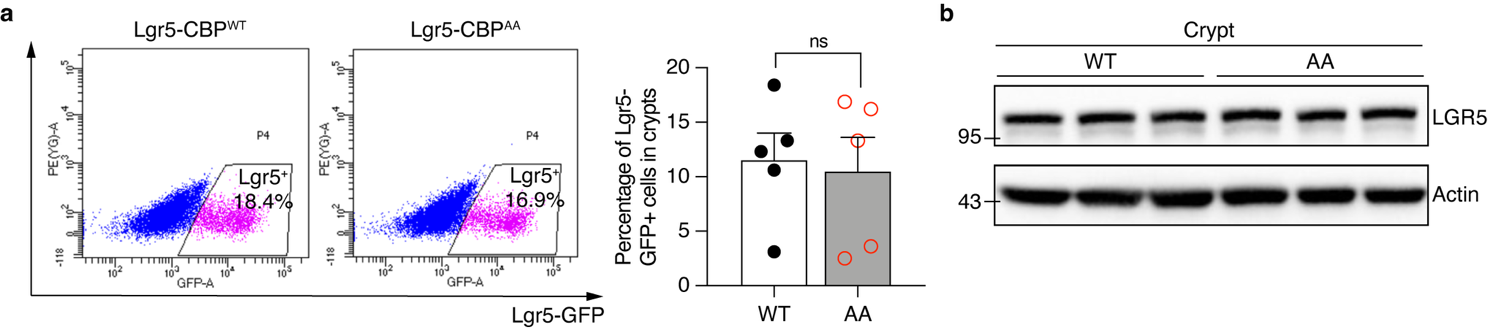
**

**Supplementary Figure 7 No alteration in Lgr5^+^ stem cells between *CBP^WT^* and *CBP^AA^* mice. a** Representative flow cytometry plots and quantification of GFP^+^ signal in isolated and dissociated colonic crypt cells from *Lgr5-eGFP-creERT2^+/Tg^; Villin-Cre; CBP^WT^* (*Lgr5-CBP^WT^*) and *Lgr5-eGFP-creERT2^+/Tg^; Villin-Cre; CBP^AA^* (*Lgr5-CBP^AA^*) mice. For the detailed sequential gating strategy, see Supplementary Figure 11. n = 5 mice per group. **b** Representative immunoblots showing LGR5 expression in total lysates of colonic crypts from *CBP^WT^* and *CBP^AA^* mice. β-actin was used as the internal control. n = 3 mice per group. Data are presented as the mean ± SEM. All *p* values were calculated using unpaired two-tailed Student’s t-test. ns, not significant. Source data are provided as a Source Data file.

**
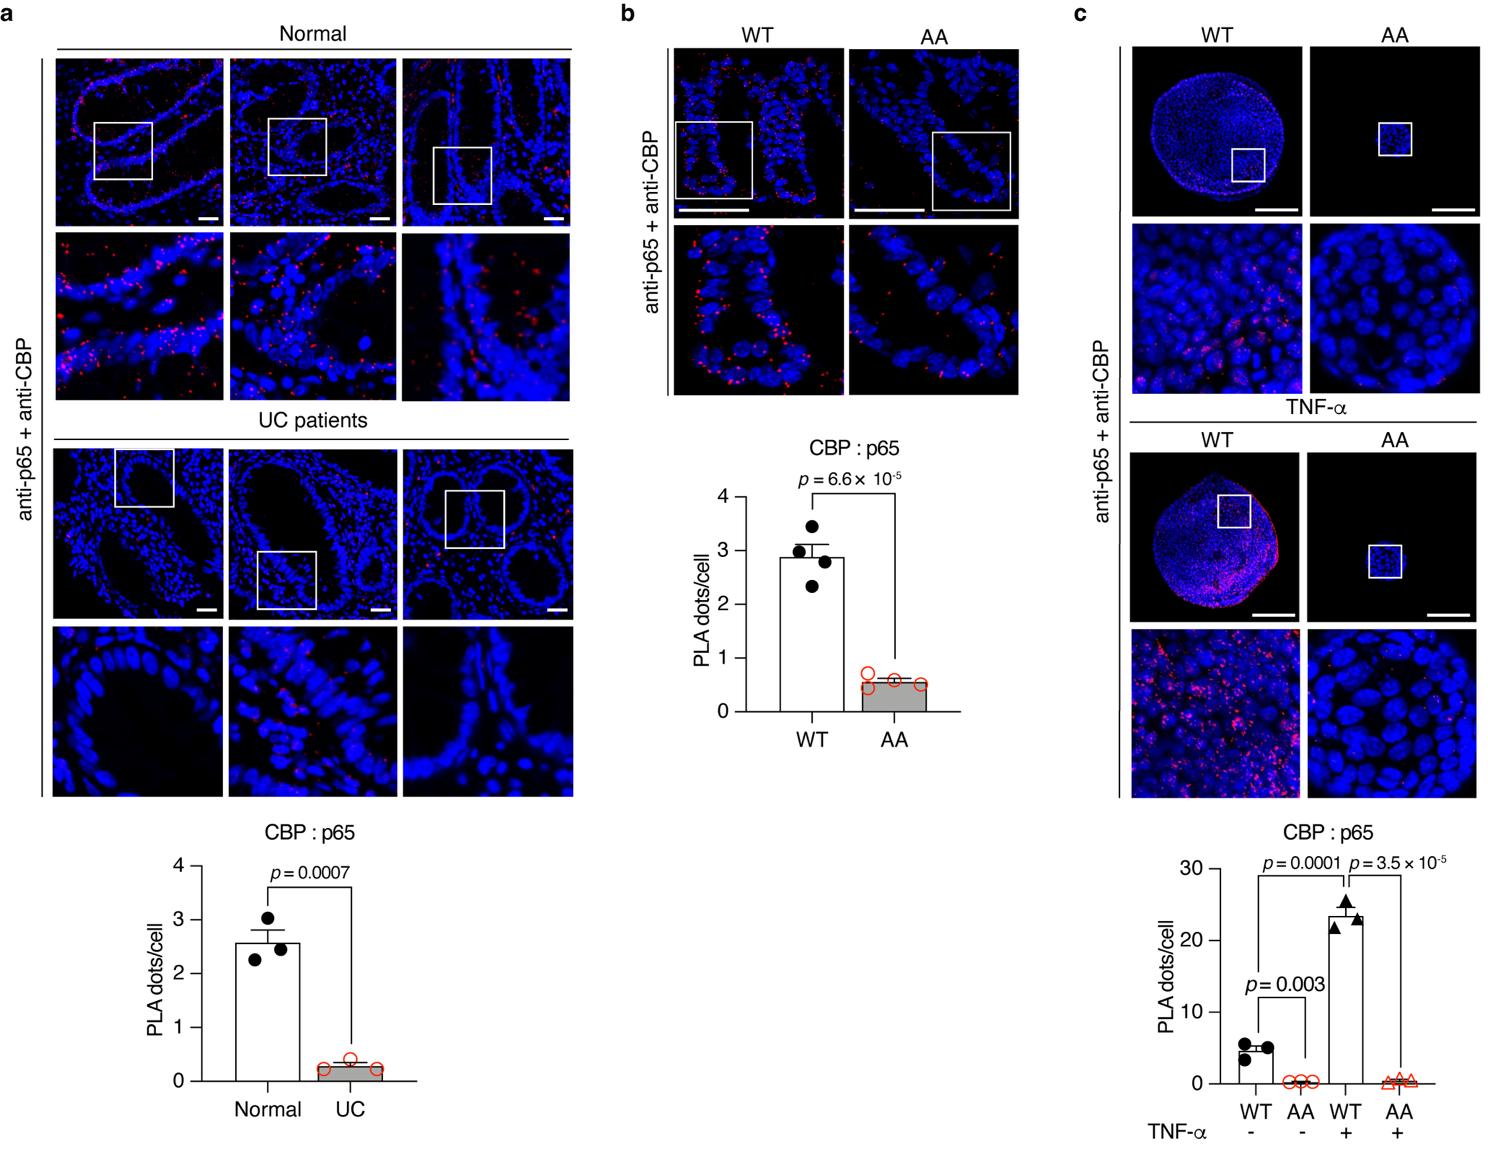
**

**Supplementary Figure 8 Detection of CBP-p65 interaction by proximity ligation assay (PLA). a**-**c** Representative images and quantification of PLA detecting CBP–p65 association in colon sections from healthy controls and UC patients (**a**), *CBP^WT^* and *CBP^AA^* mice (**b**), and day 6 cultured *CBP^WT^p53^f/f^* and *CBP^AA^p53^f/f^* organoids treated with or without 50 ng/mL mouse TNF-α for 2 hours (**c**). Nuclei were counterstained with DAPI and used to identify individual cells. PLA signals (red dots) per cell were quantified using ImageJ. (**a**, **c**) n = 3 biological replicates per group; (**b**) n = 4 mice per group. Data are presented as mean ± SEM. All *p* values were calculated using unpaired two-tailed Student’s *t*-test and are indicated on the graphs. Scale bars: 20 μm (**a**), 50 μm (**b**), 100 μm (**c**). Source data are provided as a Source Data file.

**
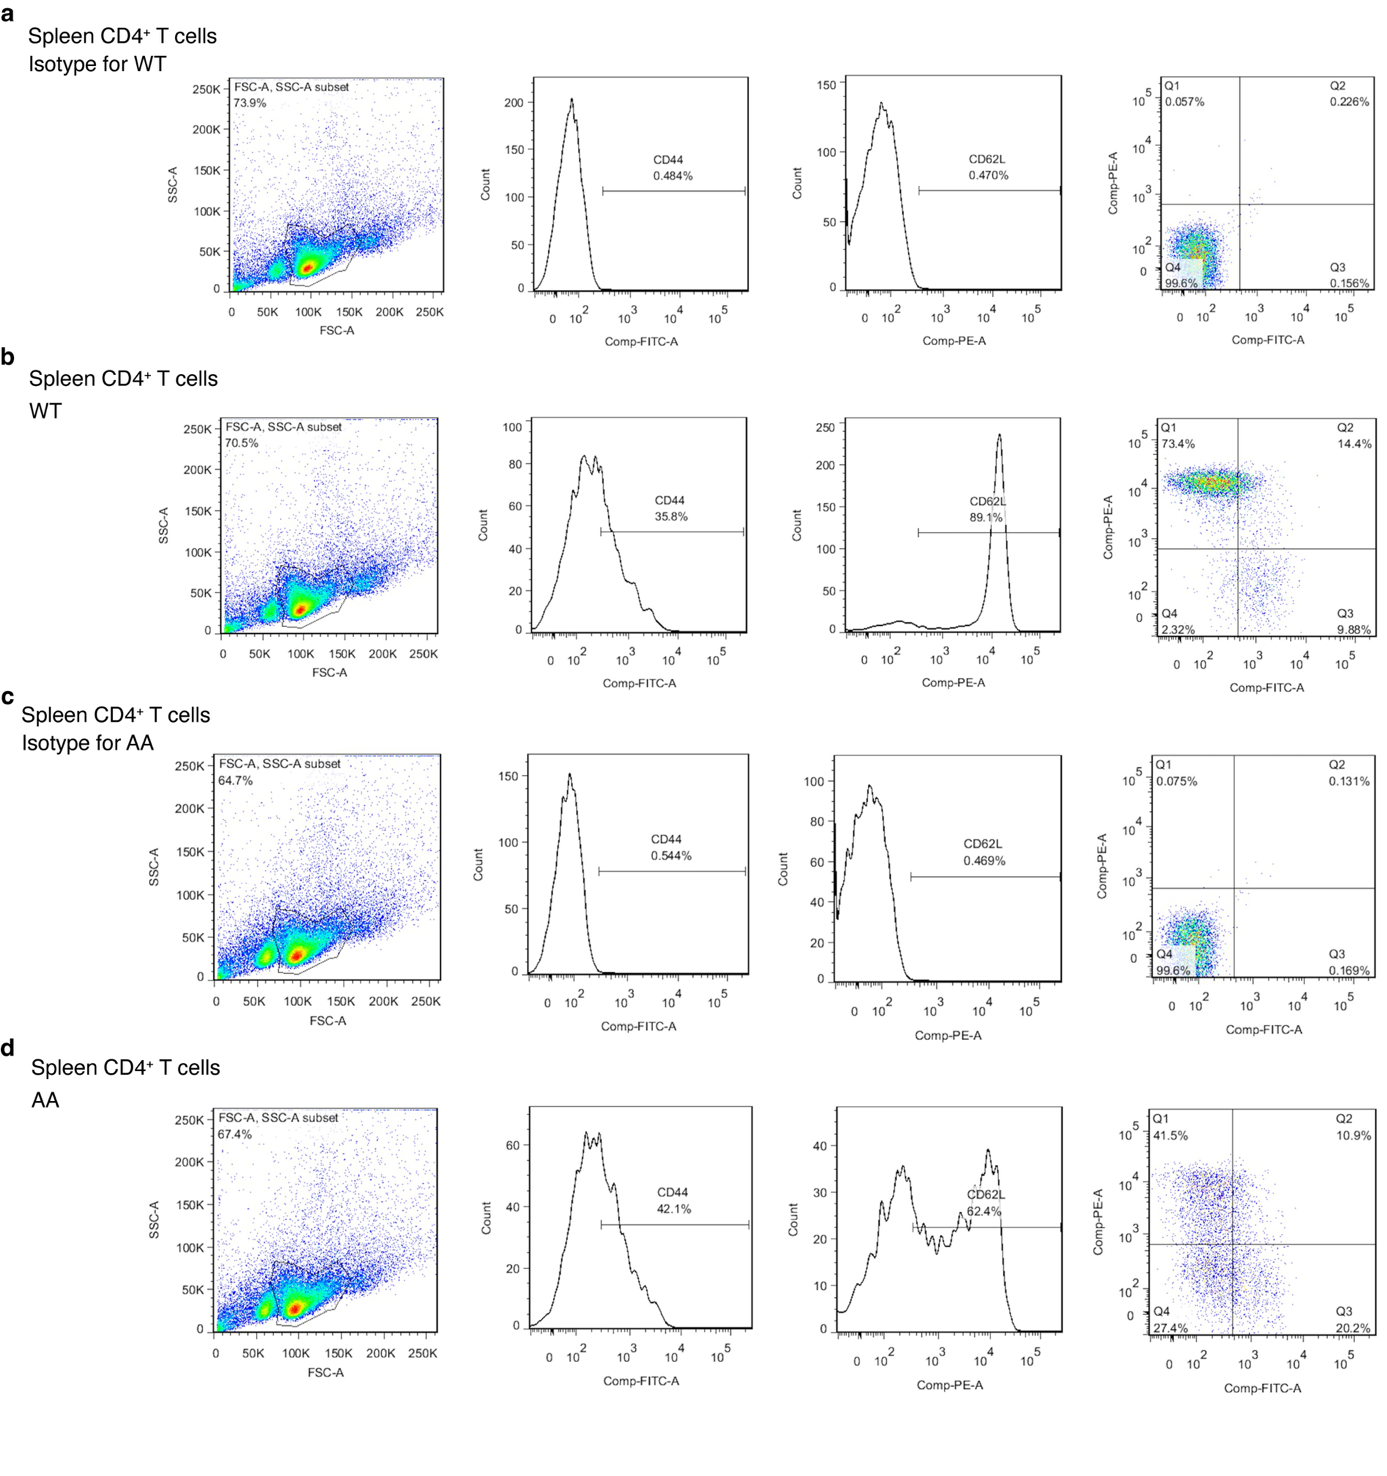
Supplementary Figure 9 Original flow cytometry analysis and isotype control verification** **for splenic CD4^+^ T cells.** Sequential gating hierarchy and control setting for the characterization of CD44 and CD62L expression in splenic CD4^+^ T cells. **(a, c)** Isotype controls: **(a)** *CBP^WT^* and **(c)** *CBP^AA^* background controls. Isotype-matched antibodies were used to define the fluorescence thresholds for CD44 and CD62L and to set the quadrant gates, ensuring accurate differentiation between specific signal and background noise. **(b, d)** Representative experimental groups: Gating logic for **(b)** *CBP^WT^* and **(d)** *CBP^AA^* samples. Gating hierarchy: cell identification: Total splenic cells were first identified and gated based on their size and granularity (FSC-A vs. SSC-A) to exclude debris. Marker definition: histograms (middle panels) show the distribution of CD44-FITC and CD62L-PE intensity within the gated CD4^+^ population. Quadrant analysis: final dot plots (right panels) illustrate the co-expression of CD44 and CD62L. Gates were consistently applied across all samples based on the boundaries established by the isotype controls. Note on gating refinement: Supplementary Figure 2g were refined from these raw quadrant gates into rectangular gates for precise cluster isolation. Data and quantification logic remain identical and are based on the isotype-defined thresholds shown here.

**
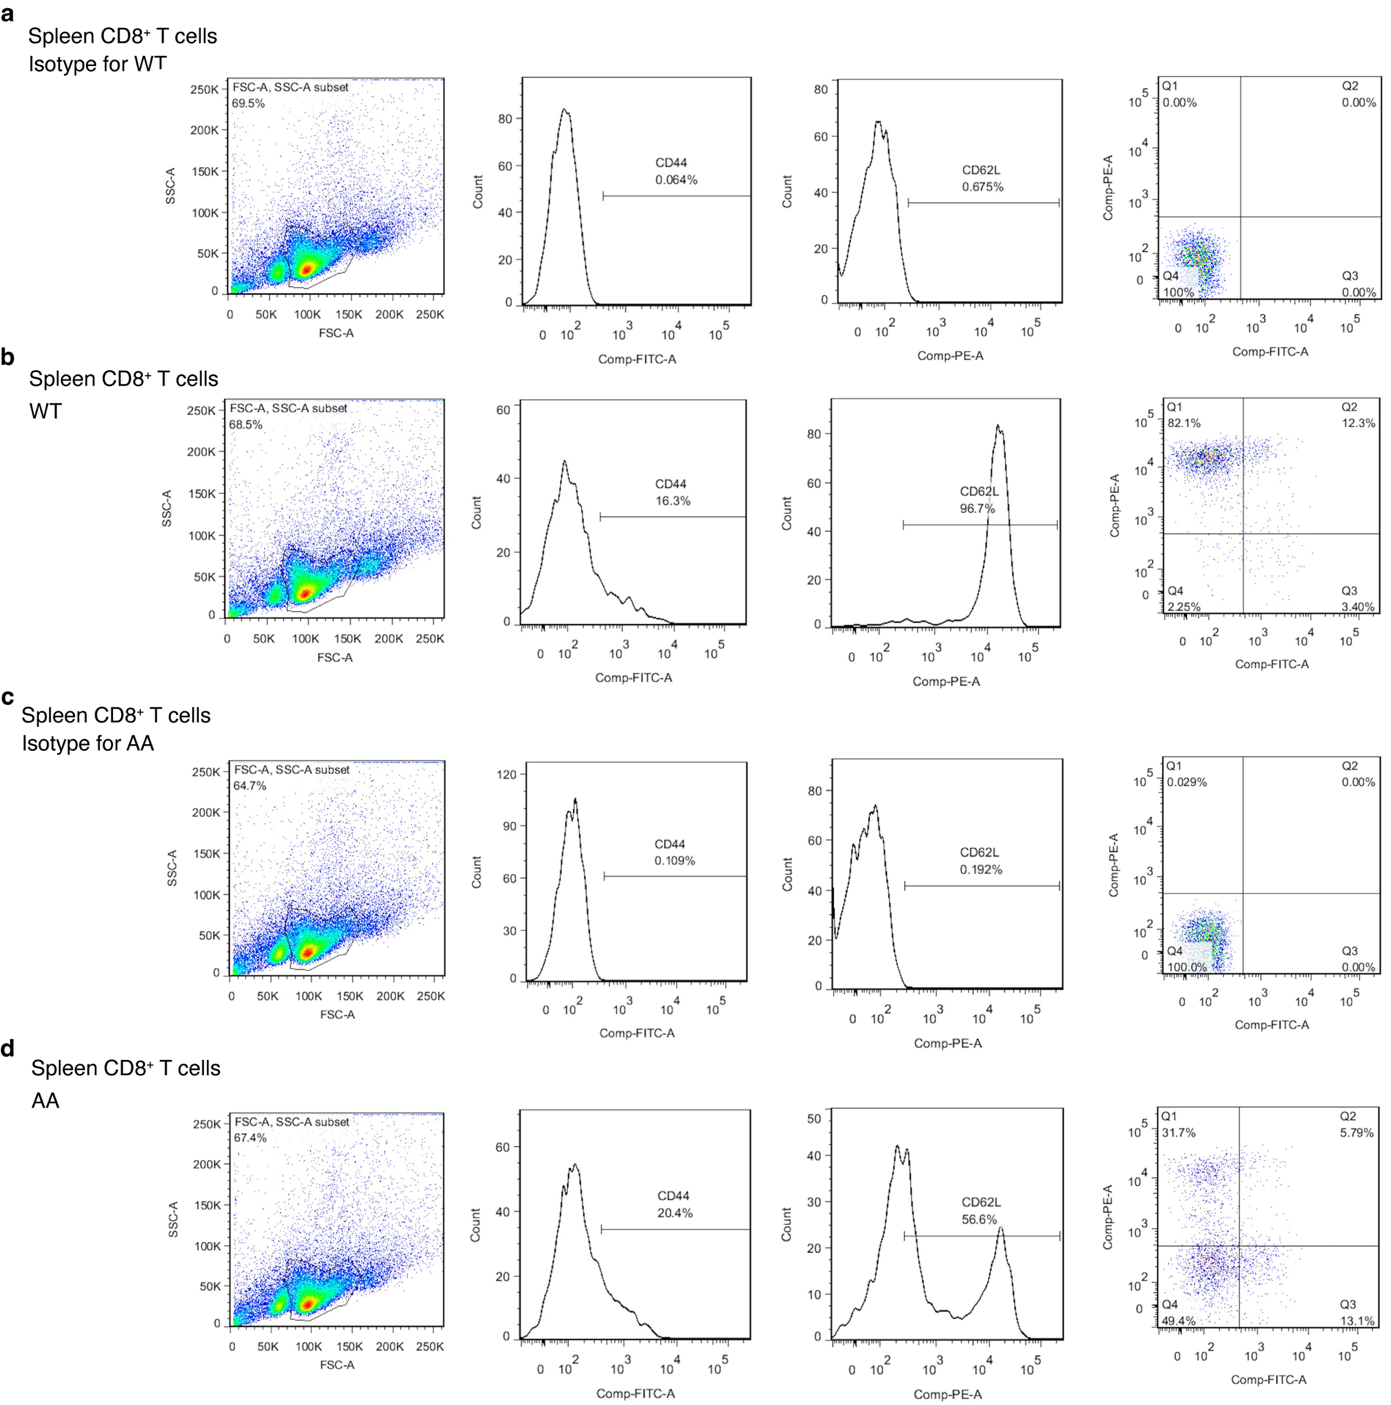
Supplementary Figure 10 Original flow cytometry analysis and isotype control verification for splenic CD8^+^ T cells.** Sequential gating hierarchy and control setting for the characterization of CD44 and CD62L expression in splenic CD8^+^ T cells. **(a, c)** Isotype controls: **(a)** *CBP^WT^* and **(c)** *CBP^AA^* background controls. Isotype-matched antibodies were used to define the fluorescence thresholds for CD44 and CD62L and to set the quadrant gates, ensuring accurate differentiation between specific signal and background noise. **(b, d)** Representative experimental groups: Gating logic for **(b)** *CBP^WT^* and **(d)** *CBP^AA^* samples. Gating hierarchy: cell identification: Total splenic cells were first identified and gated based on their size and granularity (FSC-A vs. SSC-A) to exclude debris. Marker definition: histograms (middle panels) show the distribution of CD44-FITC and CD62L-PE intensity within the gated CD8^+^ population. Quadrant analysis: final dot plots (right panels) illustrate the co-expression of CD44 and CD62L. Gates were consistently applied across all samples based on the boundaries established by the isotype controls. Note on gating refinement: Supplementary Figure 2h were refined from these raw quadrant gates into rectangular gates for precise cluster isolation. Data and quantification logic remain identical and are based on the isotype-defined thresholds shown here.

**
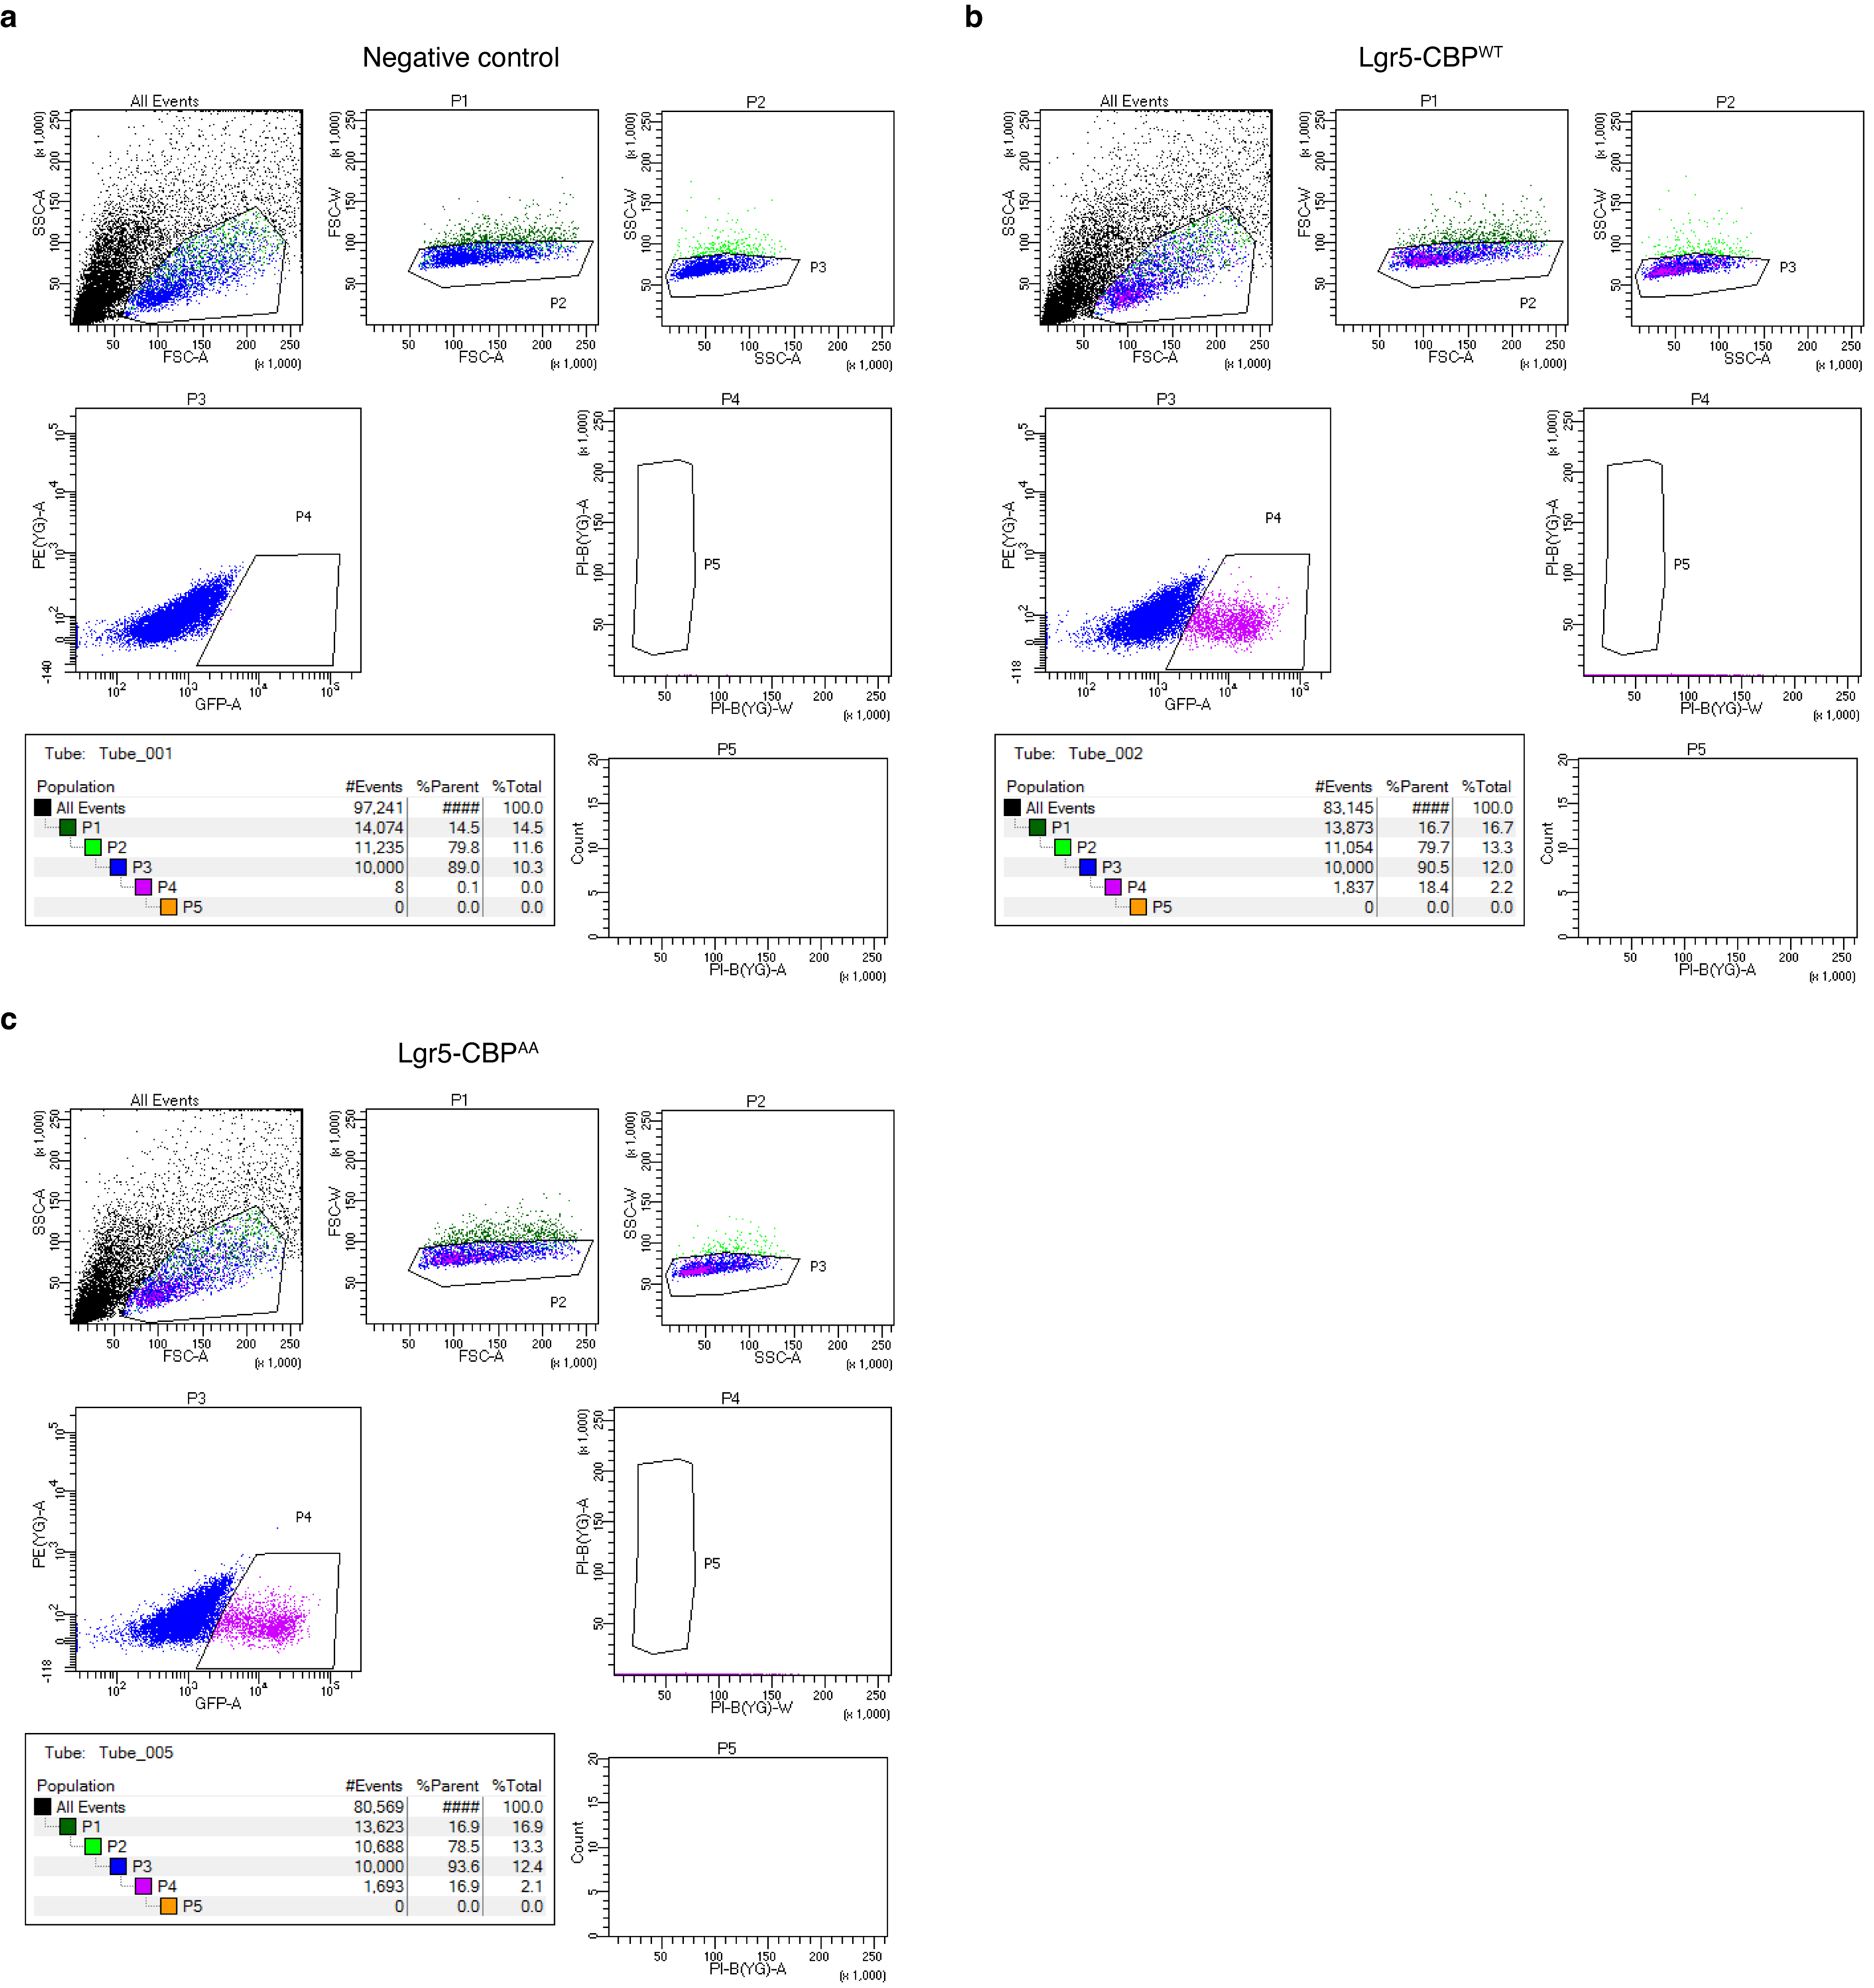
Supplementary Figure 11 Representative gating strategy for colonic Lgr5-GFP^+^ stem cell isolation.** Sequential gating hierarchy used to identify and isolate Lgr5-GFP^+^ stem cells from colonic crypts. **a** Gating strategy for the negative control: Samples from *Villin-Cre; CBP^WT^* mice (without the *Lgr5-eGFP* reporter) were used to define background autofluorescence and establish the threshold for the GFP^+^ population (P4). **b, c** Representative gating for experimental groups: Gating logic for **(b)** *Lgr5-eGFP-creERT2^+/Tg^; Villin-Cre; CBP^WT^* (*Lgr5-CBP^WT^*) and **(c)** *Lgr5-eGFP-creERT2^+/Tg^; Villin-Cre; CBP^AA^* (*Lgr5-CBP^AA^*) samples. Sequential hierarchy: P1 (cells): identification of the total cell population based on FSC-A vs. SSC-A to exclude debris. P2 & P3 (doublet exclusion): sequential gating using FSC-W vs. FSC-A (P2) and SSC-W vs. SSC-A (P3) to ensure single-cell analysis and exclude cell aggregates. P4 (Lgr5-GFP^+^ selection): selection of the GFP-high population representing intestinal stem cells. P5 (population refinement): final gate applied to ensure the morphological homogeneity of the sorted Lgr5-GFP^+^ cells. Percentage values within the plots indicate the proportion of events relative to the parent gate.

# Supplementary material for: CBP phosphorylation maintains intestinal homeostasis by supporting the stem cell niche through versican
**Source:** Nat Commun. 2026 Mar 28;17:4583. doi: 10.1038/s41467-026-71083-x
**Supplement:** Supplementary file 2 — Reporting Summary

Reporting Summary

Nature Portfolio wishes to improve the reproducibility of the work that we publish. This form provides structure for consistency and transparency in reporting. For further information on Nature Portfolio policies, see our [Editorial Policies](#) and the [Editorial Policy Checklist](#).

Statistics

For all statistical analyses, confirm that the following items are present in the figure legend, table legend, main text, or Methods section.

|                                     |                                                                                                                                                                                                                                                                                                |
|-------------------------------------|------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|
| n/a                                 | Confirmed                                                                                                                                                                                                                                                                                      |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> The exact sample size ( <i>n</i> ) for each experimental group/condition, given as a discrete number and unit of measurement                                                                                                                               |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> A statement on whether measurements were taken from distinct samples or whether the same sample was measured repeatedly                                                                                                                                    |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> The statistical test(s) used AND whether they are one- or two-sided<br><i>Only common tests should be described solely by name; describe more complex techniques in the Methods section.</i>                                                               |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> A description of all covariates tested                                                                                                                                                                                                                                |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> A description of any assumptions or corrections, such as tests of normality and adjustment for multiple comparisons                                                                                                                                        |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> A full description of the statistical parameters including central tendency (e.g. means) or other basic estimates (e.g. regression coefficient) AND variation (e.g. standard deviation) or associated estimates of uncertainty (e.g. confidence intervals) |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> For null hypothesis testing, the test statistic (e.g. <i>F</i> , <i>t</i> , <i>r</i> ) with confidence intervals, effect sizes, degrees of freedom and <i>P</i> value noted<br><i>Give P values as exact values whenever suitable.</i>                     |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> For Bayesian analysis, information on the choice of priors and Markov chain Monte Carlo settings                                                                                                                                                                      |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> For hierarchical and complex designs, identification of the appropriate level for tests and full reporting of outcomes                                                                                                                                                |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Estimates of effect sizes (e.g. Cohen's <i>d</i> , Pearson's <i>r</i> ), indicating how they were calculated                                                                                                                                                          |

Our web collection on [statistics for biologists](#) contains articles on many of the points above.

Software and code

Policy information about [availability of computer code](#)

|                 |                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                    |
|-----------------|----------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|
| Data collection | <ul style="list-style-type: none"><li>• Confocal imaging: ZEN software (Carl Zeiss) for LSM 780 and LSM 880 confocal microscopes.</li><li>• Whole-slide imaging: MicroVisioneer Manual Whole-Slide Imaging Software and TissueFAXS software (TissueGnostics GmbH).</li><li>• Flow cytometry: BD FACSDiva software (used for data acquisition on FACS Aria III and LSRFortessa).</li><li>• Real-time PCR: QuantStudio Design and Analysis Software (Thermo Fisher Scientific).</li><li>• Plate reader: Paradigm Detection Platform software (Beckman Coulter) and Gen5 software (BioTek).</li></ul> |
| Data analysis   | <ul style="list-style-type: none"><li>• Image analysis: ImageJ/Fiji (v2.16.0/1.54p).</li><li>• Statistical analysis: GraphPad Prism 10 (v10.2.3).</li><li>• Flow cytometry analysis: FlowJo software was used for T cell population analysis; BD FACSDiva software was used for Lgr5+ cell gating and analysis.</li><li>• RNA-seq &amp; Bioinformatics: Standard bioinformatics pipelines provided by Genomics BioSci &amp; Tech (New Taipei City, Taiwan); SR plot and Venny 2.1 for data visualization.</li></ul>                                                                                |

For manuscripts utilizing custom algorithms or software that are central to the research but not yet described in published literature, software must be made available to editors and reviewers. We strongly encourage code deposition in a community repository (e.g. GitHub). See the Nature Portfolio [guidelines for submitting code & software](#) for further information.

## Data

Policy information about [availability of data](#)

All manuscripts must include a [data availability statement](#). This statement should provide the following information, where applicable:

- Accession codes, unique identifiers, or web links for publicly available datasets
- A description of any restrictions on data availability
- For clinical datasets or third party data, please ensure that the statement adheres to our [policy](#)

The RNA sequencing data generated in this study have been deposited in the Gene Expression Omnibus (GEO) database under accession code GSE295556. The processed figures and source data are available in the Figshare database under <https://doi.org/10.6084/m9.figshare.28837331>. The raw confocal immunofluorescence images are protected and are not available in a public repository due to data privacy laws, as the metadata contains non-de-identifiable patient identifiers; however, these data are available from the corresponding author upon request. The source data generated in this study are provided in the Source Data file. Source data are provided with this paper.

## Research involving human participants, their data, or biological material

Policy information about studies with [human participants or human data](#). See also policy information about [sex, gender \(identity/presentation\), and sexual orientation](#) and [race, ethnicity and racism](#).

|                                                                    |                                                                                                                                                                                                    |
|--------------------------------------------------------------------|----------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|
| Reporting on sex and gender                                        | No individual-level data was provided in this study and thus sex/gender was not reported.                                                                                                          |
| Reporting on race, ethnicity, or other socially relevant groupings | N/A                                                                                                                                                                                                |
| Population characteristics                                         | Paraffin-embedded colon sections from healthy controls and patients diagnosed with Ulcerative Colitis (UC) were used for IHC, IF, and PLA staining as described in the Methods and Figure Legends. |
| Recruitment                                                        | Human tissue samples were obtained from archived paraffin-embedded blocks at National Taiwan University Hospital. Informed consent was obtained from all participants prior to sample collection.  |
| Ethics oversight                                                   | The use of human paraffin-embedded colon sections was approved by the Institutional Review Board (IRB) of National Taiwan University Hospital (Nos. 201705031RIND and 202404149RINC).              |

Note that full information on the approval of the study protocol must also be provided in the manuscript.

## Field-specific reporting

Please select the one below that is the best fit for your research. If you are not sure, read the appropriate sections before making your selection.

☒ Life sciences ☐ Behavioural & social sciences ☐ Ecological, evolutionary & environmental sciences

For a reference copy of the document with all sections, see [nature.com/documents/nr-reporting-summary-flat.pdf](https://www.nature.com/documents/nr-reporting-summary-flat.pdf)

## Life sciences study design

All studies must disclose on these points even when the disclosure is negative.

|                 |                                                                                                                                                                                                                                                                                                                                                                                                   |
|-----------------|---------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|
| Sample size     | All experiments reported in this study were repeated at least three independent times. For western blotting, immunohistochemistry, immunofluorescence, and H&E, representative images were derived from at least three animals per genotype (mice) or human individuals, as specified in the corresponding figure legends.                                                                        |
| Data exclusions | No data were excluded from the analysis.                                                                                                                                                                                                                                                                                                                                                          |
| Replication     | Data represent independent biological replicates as indicated in the Materials and Methods and Figure legends. For cell-based and organoid assays, results are derived from at least three independent experiments with similar results, except where otherwise noted in the figure legends (e.g., Supplementary Figure 5b and 6, which provide representative results from a single experiment). |
| Randomization   | For animal studies, mice were randomly assigned to experimental groups. For cell-based assays, samples were allocated into groups randomly.                                                                                                                                                                                                                                                       |
| Blinding        | Blinding was performed for clinical scoring, colon length measurements, and histological evaluations by observers or a pathologist blinded to the experimental groups. For biochemical assays (e.g., western blot, qPCR), blinding was not possible due to limited personnel.                                                                                                                     |

## Reporting for specific materials, systems and methods

We require information from authors about some types of materials, experimental systems and methods used in many studies. Here, indicate whether each material, system or method listed is relevant to your study. If you are not sure if a list item applies to your research, read the appropriate section before selecting a response.

## Materials &amp; experimental systems

|                                     |                                                                 |
|-------------------------------------|-----------------------------------------------------------------|
| n/a                                 | Involved in the study                                           |
| <input checked="" type="checkbox"/> | <input checked="" type="checkbox"/> Antibodies                  |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> Eukaryotic cell lines       |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Palaeontology and archaeology          |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> Animals and other organisms |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Clinical data                          |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Dual use research of concern           |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Plants                                 |

## Methods

|                                     |                                                    |
|-------------------------------------|----------------------------------------------------|
| n/a                                 | Involved in the study                              |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> ChIP-seq                  |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> Flow cytometry |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> MRI-based neuroimaging    |

## Antibodies

## Antibodies used

## Primary Antibodies:

- Anti-pCBP (Ser1383/1387 for mouse; Ser1382/1386 for human): GeneTex, customized, GTX90661; used for IHC (1:100), IF (1:150), and whole-mount organoid staining (1:150).
- Anti-CBP: Cell Signaling Technology, #7389; used for IHC (1:50), IF (1:200), CUT&RUN (1:50), PLA (1:200), and whole-mount organoid staining (1:200).
- Anti-p53: Santa Cruz Biotechnology, sc-126 (IHC 1:100; PLA 1:200; WB 1:2000); Leica, NCL-L-p53-CM5p (WB 1:2000); Cell Signaling Technology, #2524 (CUT&RUN 1:50).
- Anti-p21: Cell Signaling Technology, #2947 (IHC 1:100; IF 1:150; WB 1:1000); Santa Cruz Biotechnology, sc-6246 (WB 1:1000).
- Anti-Ki67: Cell Signaling Technology, #9129S; used for IF (1:200) and whole-mount organoid staining (1:200).
- Anti-E-cadherin: Invitrogen, #33-4000; used for IF (1:200) and whole-mount organoid staining (1:200).
- Anti-versican: Abcam, ab19345; used for IHC (1:100) and IF (1:200).
- Anti-F4/80: Cell Signaling Technology, #70076; used for IHC (1:250).
- Anti-Ly6G: R&D Systems, MAB1037; used for IHC (1:50).
- Anti-IKK $\alpha$ : Santa Cruz Biotechnology, sc-7606; used for IHC (1:100).
- Anti-BrdU: Abcam, ab6326; used for IHC (1:100).
- Anti-p65: Cell Signaling Technology, #6956; used for PLA (1:200).
- Anti-ALDH1A1: Cell Signaling Technology, #12035; used for WB (1:1000).
- Anti-HA-tag: Cell Signaling Technology, #3724; used for WB (1:1000).
- Anti-Lgr5: Abcam, ab75850; used for WB (1:1000).
- Anti-vinculin: Santa Cruz Biotechnology, sc-25336; used for WB (1:1000).
- Anti-GAPDH: Proteintech, #60004-1-Ig; used for WB (1:2000).
- Anti-actin: Proteintech, #66009-1-Ig; used for WB (1:5000).

## Flow Cytometry Antibodies:

- Anti-CD45.1 (BUV395): BD Biosciences, #565212; 1:200.
- Anti-CD45.2 (BUV737): BD Biosciences, #612778; 1:200.
- Anti-CD4 (PE): eBioscience, #12-0042-82; 1:100.
- Anti-CD4 (FITC): BioLegend, #100510; 1:200.
- Anti-CD8 $\alpha$  (APC): BioLegend, #100711; 1:200.
- Anti-TCR- $\beta$  (FITC): BioLegend, #109205; 1:100.
- Anti-CD62L (PE): BioLegend, #104407; 1:200.

## Secondary Antibodies:

- Alexa Fluor 488-conjugated goat anti-rabbit IgG: Invitrogen, A-11034; 1:500.
- Alexa Fluor 488-conjugated goat anti-mouse IgG: Invitrogen, A-11029; 1:500.
- Alexa Fluor 594-conjugated goat anti-rabbit IgG: Invitrogen, A-11037; 1:500.
- Alexa Fluor 594-conjugated goat anti-mouse IgG: Invitrogen, A-11005; 1:500.
- HRP-conjugated anti-mouse IgG: Cell Signaling Technology, #7076S; 1:10,000.
- HRP-conjugated anti-rabbit IgG: Cell Signaling Technology, #7074S; 1:10,000.

## Validation

All commercial antibodies were validated by the manufacturers for the indicated species and applications as specified on their respective websites. The customized anti-pCBP antibody (GTX90661) was validated by comparing staining patterns in colonic tissues from CBPWT and CBPAA mutant mice; the lack of signal in CBPAA tissues, where the target phosphorylation sites were mutated to alanine, confirmed the antibody's specificity.

## Eukaryotic cell lines

Policy information about [cell lines and Sex and Gender in Research](#)

|                                                                   |                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                |
|-------------------------------------------------------------------|----------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|
| Cell line source(s)                                               | WT and p53 <sup>-/-</sup> HCT116 cells were kindly provided by Prof. Z.-F. Chang (National Taiwan University). Mouse colonic crypt-derived organoids were generated from 8-week-old female mice (CBPWT and CBPAA) in our laboratory as described in the Methods.                                                                                                                                                                                                                                                                                               |
| Authentication                                                    | The HCT116 cell lines were authenticated by western blot analysis to confirm p53 expression status (p53 <sup>+/+</sup> vs p53 <sup>-/-</sup> ). Further STR profiling was not performed. Mouse organoids were authenticated by genotype-specific markers and functional assays. Mouse colonic organoids were authenticated by genotyping of the source mice and further validated by immunofluorescence analysis of pCBP (Ser1383/1387) expression, confirming the presence or absence of the target phosphorylation site in WT and CBPAA lines, respectively. |
| Mycoplasma contamination                                          | All cell lines and organoid cultures were tested and confirmed negative for mycoplasma contamination using commercial detection kits.                                                                                                                                                                                                                                                                                                                                                                                                                          |
| Commonly misidentified lines (See <a href="#">ICLAC</a> register) | No commonly misidentified cell lines were used in this study.                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                  |

## Animals and other research organisms

Policy information about [studies involving animals](#); [ARRIVE guidelines](#) recommended for reporting animal research, and [Sex and Gender in Research](#)

|                         |                                                                                                                                                                                                                                                                                     |
|-------------------------|-------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|
| Laboratory animals      | All mice were on a C57BL/6J genetic background. Female mice at 8 weeks of age were used in all experiments unless otherwise indicated. For bone marrow chimera experiments (Fig. 2), B6.SJL-Ptprca <sup>pepcβ</sup> /BoyJ (CD45.1) and CBPAA (CD45.2) mice of both sexes were used. |
| Wild animals            | No wild animals were used.                                                                                                                                                                                                                                                          |
| Reporting on sex        | Female mice were primarily used to minimize gender-based physiological variations. Both sexes were included in bone marrow chimera experiments to ensure broad physiological relevance.                                                                                             |
| Field-collected samples | No field-collected samples were used.                                                                                                                                                                                                                                               |
| Ethics oversight        | All animal procedures were approved by the Institutional Animal Care and Use Committee (IACUC) of the College of Medicine, National Taiwan University (Approval No. (IACUC; Nos. 20170357, 20170454, 20200054, 20210223, 20220486, 20230281 and 20240106).                          |

Note that full information on the approval of the study protocol must also be provided in the manuscript.

## Plants

|                       |     |
|-----------------------|-----|
| Seed stocks           | N/A |
| Novel plant genotypes | N/A |
| Authentication        | N/A |

## Flow Cytometry

### Plots

Confirm that:

- ☒ The axis labels state the marker and fluorochrome used (e.g. CD4-FITC).
- ☒ The axis scales are clearly visible. Include numbers along axes only for bottom left plot of group (a 'group' is an analysis of identical markers).
- ☒ All plots are contour plots with outliers or pseudocolor plots.
- ☒ A numerical value for number of cells or percentage (with statistics) is provided.

## Methodology

|                           |                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                            |
|---------------------------|------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|
| Sample preparation        | For T cells, single-cell suspensions were isolated from the spleen and lymph nodes (mLNs and pLNs) as described in the Methods. For colonic stem cells, colonic crypts were isolated using 30 mM EDTA, followed by dissociation into single cells using TrypLE Express and a GentleMACS dissociator. Cells were filtered through a 40-µm strainer before staining.                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                         |
| Instrument                | BD LSRFortessa and BD FACSAria III                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                         |
| Software                  | BD FACSDiva software was used for data acquisition; FlowJo and BD FACSDiva software were used for data analysis.                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                           |
| Cell population abundance | <ul style="list-style-type: none"> <li>• T cell populations: Target CD4+ and CD8+ T cell subsets were clearly defined and isolated from debris through FSC-A/SSC-A gating. As shown in Supplementary Figures 9 and 10, the target populations were distinctly separated from background noise using isotype controls. A sufficient number of events were collected for each sample to ensure reliable and reproducible statistical quantification across all biological replicates.</li> <li>• Colonic stem cells: The abundance of Lgr5-GFP+ cells was determined using a rigorous gating strategy (Supplementary Figure 11). The Lgr5-GFP+ population (P4) was clearly distinguished from the GFP-negative control population. For each sample, a sufficient number of events were recorded to ensure the statistical power of the percentage values reported in the study.</li> </ul>                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                   |
| Gating strategy           | <p>Data were analyzed using BD FACSDiva and FlowJo software. Representative gating strategies for all flow cytometry experiments are provided in Supplementary Figure 9–11. Specific strategies are as follows:</p> <ul style="list-style-type: none"> <li>• T cell populations: Total lymphocytes were identified by FSC-A vs. SSC-A gating to exclude debris and minimize the inclusion of non-lymphocytic cells (Supplementary Fig. 9 and 10). Specific sub-populations (CD4+ and CD8+) were gated as described in the Methods. For sub-population characterization (CD44 and CD62L), thresholds were established using isotype-matched controls to define the specific signal boundaries. While initial analyses utilized quadrant gates, representative figures in the manuscript (Supplementary Fig. 2g-h) were refined using rectangular gates for optimal cluster isolation, with consistent quantification logic applied across all samples.</li> <li>• Colonic stem cells: The sequential gating hierarchy (P1–P5) is detailed in Supplementary Figure 11. Cells were first gated for size/granularity (P1) and subjected to doublet exclusion using sequential FSC-W vs. FSC-A (P2) and SSC-W vs. SSC-A (P3) gates to ensure single-cell analysis. Lgr5-GFP+ stem cells (P4) were identified using GFP-negative crypt cells as a negative control. Final population refinement (P5) was applied to ensure morphological homogeneity.</li> </ul> |

☒ Tick this box to confirm that a figure exemplifying the gating strategy is provided in the Supplementary Information.

How the deposited data were processed for this re-analysis (not part of the article)

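RNA of colonic crypts was sequenced from 12 mice, 3 in each of the *CBP* WT*p53*-floxed, *CBP* AA*p53*-floxed, *CBP* WT*p53* ΔIEC and *CBP* AA*p53* ΔIEC groups. The group and replicate of each library were taken from the labels, read with the genotype key in the paper's source data. The authors deposited a single table that holds raw read counts per gene and library, TPM per gene and library, and for 5 comparisons a log2 fold change and an adjusted p-value per gene. How the authors made the counts and the TPM (aligner, genome build, use of strand) is not stated in the paper, and which test gave the fold changes and p-values of the authors' deposited table is not stated either. All columns of libraries were used. The total count per library lay between 11177430 and 18029125, and the deposited TPM summed to 1000000 in each library.

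The counts were analysed in R 4.3.3 with edgeR 4.0.16 (filterByExpr with a minimum count of 10, TMM normalization, robust quasi-likelihood fit with 1 factor of 4 groups over all 12 libraries). Contrasts were made for the 4 comparisons of the paper and for the interaction of CBP genotype with p53 deletion. The comparison of *CBP* AA*p53* ΔIEC with *CBP* WT*p53*-floxed mice and the difference between *CBP* AA and *CBP* WT mice averaged over both p53 states were added after the values were seen. P-values were adjusted with the Benjamini-Hochberg method, and genes were counted at an adjusted p under 0.05 and a log2 fold change above 0.5 in size. Standard errors of log2 fold changes were derived from the quasi-likelihood F statistic. *Vcan* TPM was compared with two-sided exact permutation tests, for which 3 mice against 3 allow no p below 0.1. A fold change against a group with at most 3 reads in every library was replaced by a lower limit computed from 3 reads.

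The genes named were every gene the paper names for the RNA-seq, genes among the 5 largest rises and 5 largest falls of each comparison, out of genes at the cutoff whose groups did not overlap, and genes at the cutoff within 20 Mb of *Crebbp* or *Trp53*. Of these, *Cdkn1a* (p21) had a log2 fold change of 0.16 and *Lgr5* of 0.16 in *CBP* AA*p53*-floxed vs. *CBP* WT*p53*-floxed, with standard errors of 0.20 and 0.13 (adjusted p = 0.826 and 0.721 from edgeR). In *CBP* WT*p53* ΔIEC vs. *CBP* WT*p53*-floxed, 8 genes at the cutoff lay within 20 Mb of *Crebbp* and 9, *Trp53* among them, within 20 Mb of *Trp53*. The tests of 9 gene lists (p53 targets, NF-kB targets, proliferation, stem cell, stroma, endothelium, immune, epithelium, type 2 response) in 4 comparisons used camera of limma 3.58.1 with a preset correlation of 0.01, with fry and an estimated correlation as alternatives. Further lists, of X-linked genes that escape inactivation, Y chromosome genes, small intestine genes and Paneth cell genes, were written later.

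The test, the samples in each fit, the gene lists, the rule for named genes and the alternatives were chosen before the data were examined, except where the text says otherwise. The alternatives were DESeq2 1.42.0 on all 12 samples, DESeq2's size factors in edgeR, no filter on low counts, at least 10 counts in every sample, the replicate number as a block, each library left out in turn, edgeR and DESeq2 on the 2 groups compared only, and the adjusted p without the fold cutoff. A further 8 settings of DESeq2 and edgeR, and for *Vcan* TPM the test named in the legend of Fig. 6, were chosen after seeing the data. On simulated counts with 196 changed genes among 14476, edgeR recovered 162 (82.7%) with 12 false calls, and DESeq2 recovered 160 (81.6%) with 21 false calls. Those counts were drawn with a spread that depended on the mean alone, which is smoother than real data. For the libraries that groups share, 60 sets of unchanged groups were simulated. Figures were drawn with matplotlib 3.10.9 in Python 3.11.15.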

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

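The tests of the tissue of *CBP* WT*p53* ΔIEC replicate 1 and of the numbers in the library names, and the comparison of *CBP* AA*p53* ΔIEC with *CBP* WT*p53*-floxed mice, were chosen only after the results were seen.

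The paper compares *CBP* AA*p53* ΔIEC with *CBP* WT*p53*-floxed mice for versican and gives no gene counts for this comparison, in which edgeR gave 3 genes at the cutoff, *Trp53*, *Eda2r* and *Ephx1*, all lower in *CBP* AA*p53* ΔIEC crypts, and 1618 genes with an unadjusted p under 0.05. The log2 fold change of *Trp53* was -2.40 (adjusted p = 0.000910 from edgeR). Of the 10 splits of the 6 mice, 1, the real one, gave as many genes, and the others gave at most 1 gene. Such splits allow no share below 0.1, so chance cannot be excluded by them. Without *CBP* AA*p53* ΔIEC replicate 3 the count was 467, and without any of the *CBP* WT*p53*-floxed replicates or *CBP* AA*p53* ΔIEC replicate 1 it was 1. DESeq2 on all 12 samples called 273 genes. In the authors' deposited table, 226 genes of this comparison passed the cutoff, and 186 of them were higher in *CBP* AA*p53* ΔIEC crypts. All 226 had the same sign in edgeR. These mice differ both in CBP genotype and in p53 deletion, and the comparison does not separate these differences.

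Proliferation genes rose with p53 deletion, in genes the paper does not discuss for its RNA-seq. The median log2 fold change of the 30 genes of the list was 1.85 in *CBP* WT*p53* ΔIEC vs. *CBP* WT*p53*-floxed, with 30 of 30 higher (camera adjusted p = 4.91e-23). Adjusted over the list alone, 30 genes had an adjusted p under 0.05, and 26 over all genes tested. Under fry the adjusted p was 0.0381, and under an estimated correlation it was 0.671, so the call does not hold with the latter. After every library was thinned to 11177430 reads the median was 1.84 and 416 genes were called, which argues against depth as the cause. Without *CBP* WT*p53* ΔIEC replicate 1, the library with the strongest small-intestinal signal, the median was 2.05, which argues against that signal as the cause. A difference between groups of mice stays open. The scores of the list, in log2 units relative to the mean of all libraries, were 0.29, 1.21 and 1.15 in *CBP* WT*p53* ΔIEC replicates 1 to 3 and 0.93, 0.90 and -0.51 in *CBP* AA*p53* ΔIEC replicates 1 to 3, against -0.90 to -0.36 in the 6 p53-floxed libraries. The names of the libraries of *CBP* WT*p53* ΔIEC replicate 1 and *CBP* AA*p53* ΔIEC replicate 3 carry numbers below 200, as do those of all p53-floxed libraries, and the other 4 p53-deleted libraries carry numbers above 200. Of the 15 splits of the 6 p53-deleted mice into 2 and 4, only the split by these numbers gave a difference in score as large (1 of 15). No split of this size can give a share below 0.05. The 2 libraries with numbers below 200 have the lowest scores of the 6, so their split had to rank first and the count decides nothing. What the numbers stand for is not stated. The 2 p53-deleted libraries with numbers below 200 also had the highest summed TPM of Paneth cell genes (25069 and 6222) and of small-intestinal genes (4675 and 2505). Their lower scores can therefore not be assigned to the numbers rather than to this signal. *CBP* AA*p53* ΔIEC replicate 1, with 3060 TPM of Paneth cell genes, scored 0.93. The 4 libraries with high scores differ from the p53-floxed libraries in both p53 deletion and the numbers in the library names. Whether p53 deletion or a difference between sets of mice raised these genes there cannot be told apart.

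Paneth cell and small-intestinal genes appeared in libraries of colonic crypts. The summed TPM of 15 Paneth cell genes was 25069 in *CBP* WT*p53* ΔIEC replicate 1, 6222 in *CBP* AA*p53* ΔIEC replicate 3, 3060 in *CBP* AA*p53* ΔIEC replicate 1 and 1331 in *CBP* AA*p53*-floxed replicate 2, against 23.9 to 263 in the other libraries. The summed TPM of 12 small-intestinal genes was 4675, 2505, 989 and 1123 in the same libraries and 152 to 221 in the others. The same 4 libraries therefore ranked highest in both lists, which is consistent with some small-intestinal tissue in these libraries as a candidate explanation. No *CBP* WT*p53*-floxed library was among them. Of the 34 genes that DESeq2 called in *CBP* AA*p53*-floxed vs. *CBP* WT*p53*-floxed, 19 were alpha-defensin genes. A biological gain of Paneth-like cells was not tested, and since the libraries of 3 groups carry the signal in 1 or 2 of 3 mice, genotype alone leaves it unexplained.

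*Gm10736* changed in opposite directions with p53 deletion in *CBP* AA and *CBP* WT crypts. Its interaction was -1.71 on the log2 scale (standard error 0.21, adjusted p = 0.0222 from edgeR), the only gene of the interaction at the cutoff, beside 1502 genes with an unadjusted p under 0.05. The call was lost (0 genes) when any of the *CBP* WT*p53*-floxed libraries, any of the *CBP* AA*p53* ΔIEC libraries, *CBP* AA*p53*-floxed replicate 2 or 3, or *CBP* WT*p53* ΔIEC replicate 3 was left out. Of 100 draws of the CBP labels within each p53 state, 18 gave as many genes, the real one included. Many of these 18 repeated 1 split of the p53-floxed mice, so the draws were not independent. They do not set the count of 1 apart from chance. The 78 bases of *Gm10736* are contained in 2 tested genes, *Rpl41* and *Gm10076*, and 1 of them, *Rpl41*, has its signs in *CBP* AA*p53*-floxed vs. *CBP* WT*p53*-floxed and *CBP* AA*p53* ΔIEC vs. *CBP* AA*p53*-floxed. This match does not cover the interaction, and 1 match among 2 genes can arise by chance, so it decides nothing. The log2 fold change of *Rpl41* with p53 deletion was negative in both *CBP* AA and *CBP* WT crypts, without the opposite directions of *Gm10736*. Shared reads stay possible, as the counts of *Gm10736* come to 1.34% of those of *Rpl41*. The changes of *Rpl41* were far smaller (0.09, -0.19 and -0.06 in *CBP* AA*p53*-floxed vs. *CBP* WT*p53*-floxed, *CBP* AA*p53* ΔIEC vs. *CBP* AA*p53*-floxed and *CBP* WT*p53* ΔIEC vs. *CBP* WT*p53*-floxed), its sign in *CBP* WT*p53* ΔIEC vs. *CBP* WT*p53*-floxed is the opposite of that of *Gm10736* (0.62), and *Gm10076* went the other way in *CBP* AA*p53*-floxed vs. *CBP* WT*p53*-floxed (-0.30). How the authors' counting placed shared reads is not stated.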

How the results depend on the processing

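The settings named as chosen after seeing the data were DESeq2 on every gene with a count, DESeq2 on every gene of the table (each also with shrunken fold changes), the latter with a prior on the fold changes or on 2 groups only, the edgeR fits without robust fitting or with the newer fit, and for *Vcan* TPM the test named in the legend of Fig. 6.

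DESeq2 on all 12 samples called 34 genes in *CBP* AA*p53*-floxed vs. *CBP* WT*p53*-floxed, 75 in *CBP* AA*p53* ΔIEC vs. *CBP* AA*p53*-floxed, 2 in *CBP* AA*p53* ΔIEC vs. *CBP* WT*p53* ΔIEC, 867 in *CBP* WT*p53* ΔIEC vs. *CBP* WT*p53*-floxed, 273 in *CBP* AA*p53* ΔIEC vs. *CBP* WT*p53*-floxed, 30 in the interaction and 5 in the average over p53 states, against 0, 4, 1, 460, 3, 1 and 1 in edgeR. DESeq2 on the 2 groups alone called 56, 115, 3, 987 and 390 in the 5 comparisons of groups, and edgeR on the 2 groups called 1 gene in *CBP* AA*p53* ΔIEC vs. *CBP* AA*p53*-floxed, 0 in *CBP* AA*p53* ΔIEC vs. *CBP* WT*p53* ΔIEC (521 with an unadjusted p under 0.05 in the fit to all libraries) and 723 in *CBP* WT*p53* ΔIEC vs. *CBP* WT*p53*-floxed. edgeR without a filter on low counts called 3 genes in *CBP* AA*p53*-floxed vs. *CBP* WT*p53*-floxed, 11 in *CBP* AA*p53* ΔIEC vs. *CBP* AA*p53*-floxed, 42 in *CBP* AA*p53* ΔIEC vs. *CBP* WT*p53*-floxed and 2 in the interaction. DESeq2's size factors in edgeR and at least 10 counts in every sample left the counts of the 4 comparisons within 1.5 times. The cause of these differences was not tested.

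*Vcan* kept its direction in *CBP* AA*p53*-floxed vs. *CBP* WT*p53*-floxed and *CBP* AA*p53* ΔIEC vs. *CBP* AA*p53*-floxed under every alternative. It passed the adjusted p in *CBP* AA*p53*-floxed vs. *CBP* WT*p53*-floxed in DESeq2 on all 12 samples (log2 fold change -1.44, adjusted p = 0.0168) and on the 2 groups (-1.45, adjusted p = 0.0136), and in *CBP* AA*p53* ΔIEC vs. *CBP* AA*p53*-floxed in DESeq2 on all 12 samples (1.33, adjusted p = 0.0422), over a range of 0.0136 to 0.997 and of 0.0390 to 0.777 across the alternatives. The shared genes numbered 1 (*Vcan*) in DESeq2 on all 12 samples and 3 (*Cbfa2t3*, *Cirbp*, *Etv5*) in DESeq2 on 2 groups at a time, against 0 in edgeR.

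Of the settings chosen after seeing the data, DESeq2 on every gene with a count called 31, 73 and 858 genes in *CBP* AA*p53*-floxed vs. *CBP* WT*p53*-floxed, *CBP* AA*p53* ΔIEC vs. *CBP* AA*p53*-floxed and *CBP* WT*p53* ΔIEC vs. *CBP* WT*p53*-floxed, and 13, 70 and 694 with shrunken fold changes. On every gene of the table it called 31, 73 and 863, with shrunken fold changes 13, 71 and 699, and with a prior on the fold changes 11, 57 and 694. On the 2 groups and every gene of the table it called 56, 116, 2 and 977 in *CBP* AA*p53*-floxed vs. *CBP* WT*p53*-floxed, *CBP* AA*p53* ΔIEC vs. *CBP* AA*p53*-floxed, *CBP* AA*p53* ΔIEC vs. *CBP* WT*p53* ΔIEC and *CBP* WT*p53* ΔIEC vs. *CBP* WT*p53*-floxed, with 3 shared genes. That setting did not call *Vcan*. It gave *Vcan* no adjusted p in *CBP* AA*p53*-floxed vs. *CBP* WT*p53*-floxed and 0.0887 in *CBP* AA*p53* ΔIEC vs. *CBP* AA*p53*-floxed (DESeq2). *Vcan* was called in *CBP* AA*p53*-floxed vs. *CBP* WT*p53*-floxed and *CBP* AA*p53* ΔIEC vs. *CBP* AA*p53*-floxed by the settings on every gene with a count (-1.44 and 1.33, shrunken -0.82 and 0.75, adjusted p = 0.0238 and 0.0390 from DESeq2) and on every gene of the table (the same fold changes, adjusted p = 0.0239 and 0.0427), with 1 shared gene in each of the 4, but not with the prior on the fold changes (adjusted p = 0.0514 and 0.0551, range as above). edgeR without robust fitting and with its newer fit gave 0 genes in *CBP* AA*p53*-floxed vs. *CBP* WT*p53*-floxed, where 1174 had an unadjusted p under 0.05 in the fit reported, and did not call *Vcan*. For *Vcan* TPM, the test of the legend of Fig. 6 leaves the differences of -0.456 TPM in *CBP* AA*p53*-floxed vs. *CBP* WT*p53*-floxed and 0.416 TPM in *CBP* AA*p53* ΔIEC vs. *CBP* AA*p53*-floxed as they are and gave 0.00541 and 0.0225, where the exact permutation test gave 0.1.

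With each library left out in turn, the count ranged from 0 to 2 in *CBP* AA*p53*-floxed vs. *CBP* WT*p53*-floxed (2 without *CBP* WT*p53* ΔIEC replicate 1), from 1 (without *CBP* AA*p53* ΔIEC replicate 1) to 326 (without *CBP* AA*p53* ΔIEC replicate 3) in *CBP* AA*p53* ΔIEC vs. *CBP* AA*p53*-floxed, from 0 to 1 in *CBP* AA*p53* ΔIEC vs. *CBP* WT*p53* ΔIEC, from 1 (without *CBP* WT*p53*-floxed replicate 3) to 906 (without *CBP* WT*p53* ΔIEC replicate 1) in *CBP* WT*p53* ΔIEC vs. *CBP* WT*p53*-floxed, from 1 to 467 (without *CBP* AA*p53* ΔIEC replicate 3) in *CBP* AA*p53* ΔIEC vs. *CBP* WT*p53*-floxed and from 0 to 1 in the interaction. The shared genes ranged from 0 to 1 (*Gm10736*, without *CBP* WT*p53* ΔIEC replicate 1). The log2 fold change of *Vcan* ranged from 1.07 to 1.46 in *CBP* AA*p53* ΔIEC vs. *CBP* AA*p53*-floxed, where it passed the adjusted p without *CBP* AA*p53* ΔIEC replicate 3 (0.0456, range as above), and from -0.14 (without *CBP* AA*p53* ΔIEC replicate 2) to 0.30 in *CBP* AA*p53* ΔIEC vs. *CBP* WT*p53* ΔIEC, where it was -0.10 without *CBP* WT*p53* ΔIEC replicate 1. The difference in *Vcan* TPM ranged from -0.0887 (without *CBP* WT*p53* ΔIEC replicate 1) to 0.165 in *CBP* AA*p53* ΔIEC vs. *CBP* WT*p53* ΔIEC, from -0.206 to 0.0485 (without *CBP* WT*p53* ΔIEC replicate 1) in *CBP* WT*p53* ΔIEC vs. *CBP* WT*p53*-floxed, and from -0.154 to 0.0237 (without *CBP* AA*p53* ΔIEC replicate 3) in *CBP* AA*p53* ΔIEC vs. *CBP* WT*p53*-floxed. The sign also changed in *CBP* AA*p53* ΔIEC vs. *CBP* WT*p53* ΔIEC without *CBP* AA*p53* ΔIEC replicate 2 (-0.0563) and in *CBP* AA*p53* ΔIEC vs. *CBP* WT*p53*-floxed without *CBP* AA*p53* ΔIEC replicate 1 (0.00936) and without *CBP* WT*p53*-floxed replicate 2 (0.0205). These differences lie near 0 and within the spread between mice. Fewer libraries entered each of these fits.

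The same-numbered replicates of the 4 groups share only a number. Of 18 pairs of same-numbered libraries, 3 had a correlation of their deviations from the group means over 0.1, and the range was -0.526 to 0.548. With the replicate block, edgeR called 2 genes in *CBP* AA*p53* ΔIEC vs. *CBP* AA*p53*-floxed, 0 in *CBP* AA*p53* ΔIEC vs. *CBP* WT*p53* ΔIEC, 32 in *CBP* WT*p53* ΔIEC vs. *CBP* WT*p53*-floxed, 1 in *CBP* AA*p53* ΔIEC vs. *CBP* WT*p53*-floxed and 0 in the interaction.

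Of the 36 tests of lists, 11 passed under camera, 3 under fry (p53 targets in *CBP* AA*p53* ΔIEC vs. *CBP* AA*p53*-floxed and *CBP* WT*p53* ΔIEC vs. *CBP* WT*p53*-floxed, proliferation in *CBP* WT*p53* ΔIEC vs. *CBP* WT*p53*-floxed) and 0 under an estimated correlation (where 11 passed with the preset correlation). The count ranged from 4 (without *CBP* AA*p53*-floxed replicate 1) to 13 across the fits that left out 1 library, with 7 without *CBP* AA*p53* ΔIEC replicate 3, where the proliferation list in *CBP* AA*p53* ΔIEC vs. *CBP* WT*p53* ΔIEC, 1 of the 11, pointed the other way. For the other genes named, the interaction of *Vcan*, the p53 target list in *CBP* AA*p53* ΔIEC vs. *CBP* AA*p53*-floxed and *CBP* WT*p53* ΔIEC vs. *CBP* WT*p53*-floxed and the proliferation list in *CBP* WT*p53* ΔIEC vs. *CBP* WT*p53*-floxed, 457 results across the settings set beforehand were the same, 96 lost and 30 gained their call, and 0 changed direction. *Vcan* had between 18 and 77 reads per library, which limits how well its fold changes can be measured.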

Differences from the paper's values

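The paper shows about 13 DEGs in *CBP* AA*p53*-floxed vs. *CBP* WT*p53*-floxed (Fig. 6c, read by eye), and edgeR gave 0, with 1174 genes at an unadjusted p under 0.05. None of the alternatives set before the data were examined came within 1.5 times of the paper's count. DESeq2 on all 12 samples gave 34, of which 19 were alpha-defensin genes. DESeq2 on the 2 groups alone gave 56, and edgeR without a filter on low counts 3. DESeq2 with shrunken fold changes gave 13, on every gene with a count and on every gene of the table, and DESeq2 with a prior on the fold changes gave 11, in settings chosen after seeing the values.

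For *CBP* AA*p53* ΔIEC vs. *CBP* AA*p53*-floxed the paper shows about 71 DEGs (Fig. 6c, read by eye), and edgeR gave 4. Of the alternatives set before the data were examined, DESeq2 on all 12 samples gave 75 and closed the gap, and the others did not. Chosen after seeing the values, DESeq2 on every gene with a count gave 73, or 70 with shrunken fold changes, DESeq2 on every gene of the table gave 73, or 71 with shrunken fold changes, and with a prior on the fold changes it gave 57.

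For the genes shared by *CBP* AA*p53*-floxed vs. *CBP* WT*p53*-floxed and *CBP* AA*p53* ΔIEC vs. *CBP* AA*p53*-floxed alone, the paper shows about 1 gene (Fig. 6c, read by eye), and edgeR gave 0. Of the alternatives set before the data were examined, DESeq2 on all 12 samples gave 1, *Vcan*, and edgeR without *CBP* WT*p53* ΔIEC replicate 1 gave 1, *Gm10736*. The others gave 0, apart from DESeq2 on 2 groups at a time, which gave 3. DESeq2 on every gene with a count and on every gene of the table, with and without shrunken fold changes, gave 1, *Vcan*, in settings chosen after seeing the values.

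The paper's p-value for *Vcan* TPM in *CBP* AA*p53*-floxed vs. *CBP* WT*p53*-floxed is about 0.005 and in *CBP* AA*p53* ΔIEC vs. *CBP* AA*p53*-floxed about 0.023 (Fig. 6d, read by eye). The two-sided exact permutation test gave p = 0.1 in each, the smallest p that 3 mice against 3 allow. The alternatives set before the data were examined kept this exact permutation test and did not close the gap. The unpaired two-tailed Student's t-test that the legend of Fig. 6 names, chosen after seeing the values, gave 0.00541 and 0.0225 on the same TPM and closed it. That test is not exact for 3 mice.

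The paper states that *Vcan* was downregulated significantly in *CBP* AA*p53*-floxed mice. In edgeR its log2 fold change was -1.44 with an adjusted p of 0.560, over a range of 0.0136 to 0.997 across the alternatives. It was called in *CBP* AA*p53*-floxed vs. *CBP* WT*p53*-floxed by DESeq2 on all 12 samples and by DESeq2 on the 2 groups alone, both set before the data were examined, and by DESeq2 on every gene with a count and on every gene of the table, with and without shrunken fold changes, chosen after seeing the values. It was called in *CBP* AA*p53* ΔIEC vs. *CBP* AA*p53*-floxed by the same settings except DESeq2 on the 2 groups alone, and also by edgeR without *CBP* AA*p53* ΔIEC replicate 3. The heatmap of Fig. 6a shows 13 genes as DEGs, and edgeR called none of them (0 of 13, each with an unadjusted p of at most 0.000714). The settings of DESeq2 that called *Vcan* in *CBP* AA*p53*-floxed vs. *CBP* WT*p53*-floxed called all 13. DESeq2 with a prior on the fold changes called 11 of them and DESeq2 on the 2 groups and every gene of the table 12, both chosen after seeing the values. edgeR called 3 of them without a filter on low counts, 2 without *CBP* WT*p53* ΔIEC replicate 1 and 1 without *CBP* AA*p53*-floxed replicate 1. In the authors' deposited table, 13, 71, 1 and 678 genes passed the cutoff in *CBP* AA*p53*-floxed vs. *CBP* WT*p53*-floxed, *CBP* AA*p53* ΔIEC vs. *CBP* AA*p53*-floxed, *CBP* AA*p53* ΔIEC vs. *CBP* WT*p53* ΔIEC and *CBP* WT*p53* ΔIEC vs. *CBP* WT*p53*-floxed. The adjusted p of *Vcan* there was 0.0239 and 0.0427 in the former 2. DESeq2 on every gene of the table with shrunken fold changes, chosen after seeing the values, gave 13, 71, 1 and 699 genes. Its adjusted p of *Vcan* was also 0.0239 and 0.0427. Its log2 fold changes of *Vcan*, -0.82 and 0.75, were smaller in size than the deposited -1.24 and 1.10, so the match is not complete.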

Other observations

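The tests of collagens, of leukocyte RNA, of counting error and of the Y chromosome, and the counts of splits at an unadjusted p, were chosen only after the results were seen.

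*Vcan* fell by 0.456 TPM on average in *CBP* AA*p53*-floxed crypts, and technical explanations were weighed. A fall of stromal tissue was to be tested on the stroma list, but only 6 of its 30 genes were tested (median log2 fold change -0.00276 in *CBP* AA*p53*-floxed vs. *CBP* WT*p53*-floxed), so that test decides nothing. The summed TPM of the collagens *Col1a1*, *Col1a2* and *Col3a1* in *CBP* WT*p53*-floxed crypts was 0.0334, from 5 reads, which argues against fibroblasts as the source of the *Vcan* lost. The leukocyte list had a median log2 fold change of 0.31 in *CBP* AA*p53*-floxed vs. *CBP* WT*p53*-floxed, with 12 of 15 genes higher. It did not pass (camera adjusted p = 0.0606). Its scores were 0.11, 0.75 and -0.17 in *CBP* AA*p53*-floxed replicates 1 to 3 and -0.41, -0.83 and -0.09 in *CBP* WT*p53*-floxed replicates 1 to 3. The highest of these is that of *CBP* AA*p53*-floxed replicate 2, a library with the small-intestinal signal, and the groups overlapped. The direction of the list therefore cannot decide on a loss of leukocyte RNA. Counting error alone is argued against by the 59 reads in *CBP* AA*p53*-floxed against 181 in *CBP* WT*p53*-floxed libraries (two-sided binomial test on the summed counts, p = 1.74e-13), a test that leaves out the spread between mice. Chance among the genes tested stays open. In 60 simulated sets of unchanged groups, the mean number of genes with p-values as small as those of *Vcan* in *CBP* AA*p53*-floxed vs. *CBP* WT*p53*-floxed and *CBP* AA*p53* ΔIEC vs. *CBP* AA*p53*-floxed and opposite signs was 0.867, and 34 of the 60 sets held such a gene, against 2 genes in the data. In those sets each gene was drawn on its own. Their log2 fold changes in the 2 comparisons correlated across genes with r between -0.598 and -0.414, against -0.0979 in the data. Because the sets differ from the data in this, their number of such genes is uncertain and cannot settle the question. Whether chance or a biological effect of the CBP genotype explains *Vcan* stays open in these libraries alone.

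The comparisons *CBP* AA*p53*-floxed vs. *CBP* WT*p53*-floxed and *CBP* AA*p53* ΔIEC vs. *CBP* AA*p53*-floxed share the *CBP* AA*p53*-floxed libraries, so opposite changes are built in. Across genes, which are not independent replicates, their log2 fold changes correlated with r = -0.0979, and simulated unchanged groups gave -0.598 to -0.414. The observed opposition is thus no stronger than shared libraries give.

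Splits of the mice were counted for each comparison. In *CBP* AA*p53*-floxed vs. *CBP* WT*p53*-floxed the real count was 0, so that 10 of the 10 splits of the 6 mice gave as many genes, which tests nothing. At an unadjusted p under 0.05 the real split had 1174 genes there and the others 173 to 957. Counted in this way, the real split had 1841 genes in *CBP* AA*p53* ΔIEC vs. *CBP* AA*p53*-floxed, 521 in *CBP* AA*p53* ΔIEC vs. *CBP* WT*p53* ΔIEC and 3053 in *CBP* WT*p53* ΔIEC vs. *CBP* WT*p53*-floxed, and the highest of the others had 2140, 2496 and 1301. In *CBP* AA*p53* ΔIEC vs. *CBP* AA*p53*-floxed and in *CBP* WT*p53* ΔIEC vs. *CBP* WT*p53*-floxed, 1 of the 10 splits, the real one, did so, with at most 1 and at most 0 genes in the others. In *CBP* AA*p53* ΔIEC vs. *CBP* WT*p53* ΔIEC, 3 of the 10 splits gave as many or more, the real one included, and 1 of these gave 25 genes. No share below 0.1 is possible with 10 splits.

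*Clec16a* was higher in *CBP* AA than in *CBP* WT crypts in both p53 states (average log2 fold change 0.83, standard error 0.08, adjusted p = 0.00104 from edgeR; 375 genes had an unadjusted p under 0.05). Of 100 draws of the CBP labels within each p53 state, 16 gave as many genes at the cutoff, the real one included. Many of these 16 repeated 1 split of the p53-floxed mice, so the draws were not independent. They do not set the count alone apart from chance. *Clec16a* lies 6.33 Mb from *Crebbp*, so a variant that travelled with the targeted allele is a candidate explanation. Of the 4 genes with an unadjusted p under 0.001 in the average, 1 lay within 20 Mb of *Crebbp*, where 1.31% of the genes tested lie (one-sided Fisher's exact test, p = 0.0513). With 4 genes this cannot be told apart from an effect of CBP on this gene.

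*Xist* was at 0.683 TPM (61 reads) in *CBP* AA*p53*-floxed replicate 1 and between 65.9 and 168 TPM in the other 11 libraries. The Y chromosome genes had 0 reads in this library, which argues against a male mouse. The median log2 level of 439 X-linked genes relative to their mean over libraries was -0.00769, within the range of the other libraries (-0.108 to 0.0829), which argues against both X chromosomes being active. The mean log2 level of 6 genes that escape inactivation was -0.39, below the lowest of the others (-0.35) by a small margin, which is consistent with a lost X chromosome as a hypothesis. The library with the next lowest level, *CBP* AA*p53*-floxed replicate 2, had 67.1 TPM of *Xist*, so the margin carries little weight.

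Among the gene lists, 3 passed in *CBP* AA*p53*-floxed vs. *CBP* WT*p53*-floxed. The type 2 response list rose (median log2 fold change 0.37, 12 of 16 genes higher, camera adjusted p = 0.00840), with 3 genes called adjusted over the list alone. Its genes *Gsdmc2* and *Gsdmc4* were picked by the study from these libraries. The NF-kB list rose (0.18, adjusted p = 0.0326), as did the proliferation list (0.16, adjusted p = 0.0287). The type 2 response call was lost without *CBP* AA*p53*-floxed replicate 1 (0.33) and replicate 3 (0.21), and the proliferation call without *CBP* WT*p53*-floxed replicate 3 (0.06) and *CBP* AA*p53*-floxed replicate 1 (0.06), while the median was 0.27 without *CBP* WT*p53*-floxed replicate 2 and 0.27 without *CBP* AA*p53*-floxed replicate 2. The NF-kB call was lost without *CBP* WT*p53*-floxed replicate 1 (0.20) or 2 (0.17), *CBP* AA*p53*-floxed replicate 1 (0.14) or 2 (0.16) and *CBP* AA*p53* ΔIEC replicate 3 (0.18), and with at least 10 counts in every sample (0.13). The stem cell list (median 0.06, adjusted p = 0.134), the stroma list (6 genes tested, adjusted p = 0.815) and the endothelium list (4 genes tested, adjusted p = 0.943) did not pass. The p53 target list did not pass either (median 0.00206, 15 of 29 genes higher, adjusted p = 0.940). The leukocyte list (median 0.31, adjusted p = 0.0606) and the epithelium list (median 0.13, adjusted p = 0.0810) also missed the threshold.

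The proliferation list rose in *CBP* AA*p53* ΔIEC vs. *CBP* AA*p53*-floxed (1.37, adjusted p = 5.13e-14) and passed there in each of the 12 fits that left out 1 library. The type 2 response list fell (-0.25, adjusted p = 0.0172), with 0 genes called adjusted over the list alone (2 of 16 genes higher, 1841 of all genes tested at an unadjusted p under 0.05). This call was lost without *CBP* AA*p53*-floxed replicate 1 (-0.24) or 3 (-0.13) and without *CBP* AA*p53* ΔIEC replicate 2 (-0.20), and the median was -0.41 without *CBP* AA*p53*-floxed replicate 2. The p53 target list passed as lower in *CBP* AA*p53* ΔIEC vs. *CBP* AA*p53*-floxed (median -0.16, 12 of 29 genes higher, adjusted p = 0.0125) and in *CBP* WT*p53* ΔIEC vs. *CBP* WT*p53*-floxed (median -0.05, 13 of 29 genes higher, adjusted p = 0.0271), so that the medians moved little. Adjusted over the list alone 7 and 11 genes were called, against 1 and 8 over all genes tested. With at least 10 counts in every sample neither call was kept (-0.10 and -0.02). Without *CBP* AA*p53*-floxed replicate 1 (-0.08 and -0.05) and without *CBP* AA*p53* ΔIEC replicate 3 (-0.19 and -0.05) neither was kept either. The median in *CBP* AA*p53* ΔIEC vs. *CBP* AA*p53*-floxed was -0.09 without *CBP* AA*p53*-floxed replicate 2, and that in *CBP* WT*p53* ΔIEC vs. *CBP* WT*p53*-floxed was -0.13 without *CBP* WT*p53*-floxed replicate 1 and -0.14, -0.01 and -0.12 without *CBP* WT*p53* ΔIEC replicates 1, 2 and 3.

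In *CBP* AA*p53* ΔIEC vs. *CBP* WT*p53* ΔIEC the proliferation and epithelium lists passed as lower (-0.35 and -0.17, adjusted p = 3.87e-07 and 0.0187) and the leukocyte list as higher (0.22, adjusted p = 0.0326). The result for proliferation rests on *CBP* AA*p53* ΔIEC replicate 3, without which the median was -0.03, the call was lost and the test pointed the other way. It was -0.63 without *CBP* WT*p53* ΔIEC replicate 1, -0.20 without *CBP* WT*p53* ΔIEC replicate 2 and -0.58 without *CBP* AA*p53* ΔIEC replicate 1 or without *CBP* AA*p53* ΔIEC replicate 2. The epithelium call was lost without *CBP* WT*p53* ΔIEC replicate 1 (-0.03) and without *CBP* AA*p53* ΔIEC replicate 1 (-0.15) or 2 (-0.13). The leukocyte call was lost without *CBP* WT*p53*-floxed replicate 1 (0.22), *CBP* AA*p53*-floxed replicate 1 (0.22) or 2 (0.22), *CBP* WT*p53* ΔIEC replicate 2 (0.12) or 3 (0.09) and *CBP* AA*p53* ΔIEC replicate 1 (0.15) or 3 (-0.05). Its median was 0.64 without *CBP* WT*p53* ΔIEC replicate 1, 0.44 without *CBP* AA*p53* ΔIEC replicate 2 and -0.10 with at least 10 counts in every sample. Of all these calls, those for p53 targets hold under fry, and none hold under an estimated correlation (0, against 11 with the preset one).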
